# Mechanisms linking cytoplasmic decay of translation-defective mRNA to transcriptional adaptation

**DOI:** 10.1126/science.aea1272

**Published:** 2026-02-12

**Authors:** Mohamed A. El-Brolosy, Atharv Oak, An T. Hoang, Yassine Damergi, André Fischer, Reuben A. Saunders, Jingchuan Luo, Amer Balabaki, Jeremy Guez, Troy W. Whitfield, Seth R. Goldman, Arash Latifkar, Yuancheng Ryan Lu, Didier Y.R. Stainier, Konrad J. Karczewski, Olivia Corradin, Jonathan S. Weissman

## Abstract

Transcriptional adaptation (TA) is a genetic robustness mechanism through which mutant mRNA decay induces sequence-dependent upregulation of so-called adapting genes. How cytoplasmically generated mRNA fragments impact nuclear transcription remains poorly understood. Using genome-wide CRISPR screens, we uncover ILF3 as an RNA-binding protein connecting cytoplasmic mRNA decay and transcription during TA, and show it is required for a range of TA substrates. ILF3 is enriched at adapting genes’ RNAs, and its artificial recruitment via dCas13 promotes gene expression. Using tiling oligonucleotide screens, we identify trigger RNA fragments that activate adapting genes when introduced into cells. Further functional dissection reveals critical role for homology between trigger and target sequences. These findings enhance our molecular understanding of TA and inform design of programmable oligonucleotides for gene expression augmentation.

Organisms must maintain developmental fidelity amidst genetic variability arising across billions of cell divisions. This evolutionary conundrum has necessitated the emergence of sophisticated adaptive mechanisms to counteract mutations. Among the most severe perturbations are loss-of-function protein-truncating variants (PTVs), such as nonsense mutations. Such disruptions, especially when affecting both alleles of a gene, may cause severe developmental consequences. However, an increasing number of animals engineered with PTVs in critical genes were reported to have no obvious phenotype (1). Furthermore, the identification of loss-of-function PTVs, including within disease-relevant genes, in phenotypically healthy individuals (2–8) underscore the importance of studying genetic robustness. Nonsense mutations create mRNAs with premature termination codons (PTC) that are often degraded by the nonsense-mediated decay (NMD) pathway (9). Additional cytoplasmic RNA surveillance mechanisms that degrade mutant transcripts include non-stop decay (NSD), which targets RNAs lacking a stop codon (10, 11), and no-go decay (NGD), which degrades transcripts where mutations create ribosome-stalling secondary structures (12). Transcriptional adaptation (TA) is a recently identified mode of genetic robustness through which mutant mRNA degradation can lead to upregulation of genes exhibiting sequence similarity with the mutated gene’s mRNA. Such genes, termed adapting genes, may include functionally related paralogs (13, 14), whose upregulation can provide functional compensation, thereby conferring genetic robustness. For example, nonsense mutations in the zebrafish extracellular matrix gene *egfl7* result in no obvious phenotype, while knockdown of the gene using translation blocking morpholinos lead to vascular defects. This discrepancy was shown to result from the upregulation of other extracellular matrix genes observed only in the mutant, but not knockdown animals (15). Unlike other robustness mechanisms, TA is triggered not by the loss of protein function but by mRNAs harboring destabilizing mutations and mRNA degradation, possibly through the decay intermediates or their derivatives (13, 14). Consequently, alleles failing to transcribe the mutated gene (e.g., full-locus deletion alleles) do not exhibit TA, and display more severe phenotypes. TA has been observed for several genes in different model organisms including *C. elegans (16, 17)*, silkworm (18), salamander (19), zebrafish, mouse (13, 14, 20, 21), and human (22, 23) (reviewed in (1, 24, 25)), highlighting its importance as a buffering mechanism for mutations. However, despite identifying mRNA decay as the trigger for TA, the underlying molecular mechanisms remain poorly explored. It remains unclear how mRNA decay intermediates (e.g., those generated by NMD or NSD) are translocated from the cytoplasm to the nucleus to modulate the expression levels of the adapting genes in a sequence-dependent manner (13, 14). Moreover, the nature of those decay intermediates inducing TA remain elusive. We hypothesized the existence of a shuttling RNA binding protein (RBP) connecting cytoplasmically-generated mRNA decay fragments to nuclear transcription. Therefore, we leveraged functional genomics and biochemical approaches to characterize underlying mechanisms.

## Results

### CRISPR screen identifies ILF3 as a mediator of TA

We took a genetic approach to identify factors mediating TA. We first focused on *Actg1,* a well characterized TA model (13, 26). In mouse embryonic fibroblasts (MEFs), mRNA-destabilizing mutations in *Actg1* (as the NSD allele (13), hereafter referred to as *Actg1*-NSD) result in upregulation of the paralog *Actg2*. In contrast, full-locus deletions of *Actg1* either do not trigger this response or do so to a much lesser extent (13, 26). We performed a genome-wide CRISPR-Cas9 knockout screen to identify factors required for the mutant *Acgt1*-NSD mRNA to induce *Actg2* upregulation using a flow-FISH (fluorescence in-situ hybridization) strategy that allowed direct assessment of endogenous *Actg2* mRNA levels (27) (Fig. 1A, fig. S1A). For those experiments, we stably integrated a transgenic wild-type (WT) copy of *Actg1* into the mutant *Actg1*-NSD cells, allowing us to monitor TA-induced *Actg2* upregulation independently of ACTG1 protein function loss. To avoid factors that influence *Actg2* expression in a TA-independent manner, we also performed a counter screen in WT cells (fig. S1B). Consistent with their reported roles in TA (13, 14), we observed that mRNA decay factors and components of the COMPASS complex, which deposits the permissive H3K4me3 histone mark, modulate *Actg2* expression (fig. S1C). Notably, the screen identified ILF3 as the RBP with the strongest impact on *Actg2* expression levels, specifically in mutant *Actg1*-NSD, but not WT, cells (Fig. 1B).

ILF3 is a ubiquitously expressed RBP that shuttles between the cytoplasm and the nucleus (28) and binds to small RNAs (29) and mRNAs, without apparent specificity to untranslated regions (UTRs) versus coding sequences (28, 30, 31). It interacts with the ribosome and the NMD machinery (32), and is found in p-bodies (33). ILF3 can also contribute to activating gene expression (34–37), and two of its known interactors involved in gene expression, YY1 and PRMT1 (38–40), were also identified as hits in the screen (fig. S1C). Thus, ILF3 fits the expected criteria for an RBP that can mediate TA. To validate the screen results, we generated two homozygous *Ilf3* knockout (KO) clones in *Actg1*-NSD MEFs (hereafter referred to as *Actg1*-NSD*;ΔIlf3*), and a KO clone in WT cells (hereafter referred to as WT;Δ*Ilf3*) (fig. S1D, E). Loss of ILF3 decreased *Actg2* expression levels in the *Actg1*-NSD mutant, but not WT, cells (Fig. 1C, D). Notably, loss of ILF3 did not stabilize the mutant *Actg1*-NSD mRNA, whose decay was previously reported (13), suggesting that ILF3 functions downstream of mRNA decay in inducing TA (fig. S1F–H). Co-immunoprecipitation (IP) experiments, showed that ILF3 interacts with the NMD factor UPF1, as previously reported (32), and this interaction was diminished upon RNase treatment (fig. S1I). ILF3 also interacts with the active, phosphorylated form of UPF1 (9), with the interaction appearing to be diminished following RNase treatment (fig. S1I). However, given the low IP signal for p-UPF1, it remains possible that a partially RNase-resistant interaction exists but falls below detection limits. ILF3 also associates with the NSD factor PELO (41), which was partially decreased upon RNase treatment (fig. S1I). Additionally, ILF3 interacts with the COMPASS complex component WDR5, which contributes to H3K4me3 deposition, and this interaction was RNase-resistant (fig. S1I). Notably, loss of ILF3 appeared to lead to a reduction of both WDR5 and H3K4me3 at the *Actg2* transcription start site (TSS) in the *Actg1*-NSD mutant, but not WT, cells (Fig. 1E).

ILF3 has two major isoforms: NF90, and a C-terminally extended isoform, NF110 (Fig. 1F). Through rescue experiments in *Actg1*-NSD;Δ*Ilf3* cells, both isoforms increased *Actg2* expression, with NF110 showing a somewhat greater effect (Fig. 1G, fig. S1J, K). This result is consistent with previous observations that NF110 is a stronger activator of gene expression (34, 42). We observed that the nuclear localization signal of ILF3 was required for the ability of NF110 to efficiently increase *Actg2* expression levels (Fig. 1G). Furthermore, deletion of the DZF domain, required for dimerization with other DZF-containing proteins as ILF2, ZFR and STRBP (43), did not seem to impair NF110’s ability to increase *Actg2* expression levels in *Actg1*-NSD;Δ*Ilf3* cells (Fig. 1G), and loss of ILF2 in *Actg1*-NSD cells did not decrease *Actg2* levels (fig. S1C, L, M). ILF3 has two double-stranded RNA-binding domains (dsRBDs), and a single-stranded RNA-binding domain: the RGG domain (44). Deletion of the two dsRBDs or the RGG domain largely diminished the ability of NF110 to increase *Actg2* expression levels (Fig. 1G). A study reported that the dsRBDs and RGG domains act cooperatively to flexibly engage different RNA targets, which may explain why both domains are required for increased *Actg2* expression levels (44). Collectively, these findings provide evidence that RNA binding is essential for ILF3’s role in TA. Future studies may elucidate specific residues or domains that enable ILF3 to mediate TA distinctly from its other cellular roles (34–37, 45–47).

### Evidence for a broader role of ILF3 in TA

Next, we sought to determine whether ILF3 is required more generally for TA. To identify a broader set of potential TA responses, we used two complementary Perturb-seq strategies — CRISPR screens coupled to single-cell RNA-sequencing (48–50) — in K562 cells. We reasoned that perturbing genes using the nuclease-active CRISPR/Cas9 system (CRISPRn) would introduce frameshift mutations resulting in NMD-inducing PTCs, which could trigger TA. By contrast, CRISPR-interference (CRISPRi) would repress transcription without inducing mRNA decay (51), and thereby fail to induce TA. However, it provides a useful control for transcriptional changes resulting from TA-independent protein loss-of-function effects. Comparing transcriptional responses between both methods of perturbation could thereby enable systematic interrogation of TA responses. A comprehensive dataset from a genome-wide CRISPRi Perturb-seq experiment in K562 was previously generated by our group (52), so we performed a complementary CRISPRn Perturb-seq experiment targeting 147 genes (selected to represent various gene categories, Methods) —for which 84 genes passed quality control (Methods). We observed a decrease in the mRNA levels for most of the 84 targeted genes upon CRISPRn perturbation, suggestive of NMD (Fig. 1H), and confirming the efficacy of our CRISPRn libraries. Gene pairs in which the assessed gene (hereafter referred to as the observed gene) was upregulated more strongly upon CRISPRn-mediated perturbation of a given gene (the perturbed gene), than with CRISPRi, represented candidate transcriptional adaptation responses (TA-candidate pairs; determined using a cutoff of ≥1.5-fold change upon CRISPRn perturbation and CRISPRn/CRISPRi fold change ratio ≥1.5, Fig. 1I, Methods). In these cases, the upregulated observed genes represented potential adapting genes. As a control group, we used gene pairs in which the observed gene was upregulated more strongly in response to CRISPRi-mediated perturbation (hereafter referred to as control gene pairs; Fig. 1I, Methods; Supplementary Text). In total, we identified 754 TA-candidate gene pairs and 2559 control pairs. We performed several quality control analyses demonstrating that the identification of TA-candidate pairs was not driven by several tested perturbation-specific confounders and that these pairs exhibit properties consistent with previously characterized TA models, including sequence similarity and functional coherence between perturbed and adapting genes (Supplementary Text, fig. S2, S3). Thus, this set provides a pool of TA-candidate pairs which can be used to globally explore requirements for TA, but, as with any large-scale study, individual gene pairs need to be validated before undertaking focused functional investigations.

The set of TA-candidate gene pairs allowed us to investigate if ILF3 is required more generally for TA. To this end, we repeated the CRISPRn Perturb-seq experiment in *ILF3* KO cells (fig. S4A–C, Supplementary Text) at day 8 post-transduction with a Cas12-based *ILF3* KO vector, a time point chosen to precede major proliferation defects observed with prolonged ILF3 loss in K562s, but not detected in MEFs (fig. S4D). We found that most adapting genes in TA-candidate pairs were downregulated upon loss of ILF3 (Fig. 1J), suggesting that ILF3 may act as a broad regulator of TA. Notably, adapting (observed) genes within TA-candidate gene pairs appeared to be more markedly downregulated relative to multiple control groups (Fig. 1J). This pattern suggests that adapting genes within TA-candidate gene pairs are disproportionately affected by ILF3 loss, consistent with a role for ILF3 in mediating TA. Similar to the *Actg1* model, loss of ILF3 did not lead to increased levels of the mutant mRNAs of the perturbed genes (Fig. 1H), suggesting that ILF3 likely acts downstream of mRNA decay in TA. For gene pairs exhibiting sequence similarity, we compared the alignment region from the perturbed gene (which represent potential TA-inducing mRNA decay intermediates) with ILF3 motifs identified from published eCLIP-seq data in WT K562 cells (53, 54). Alignment regions from TA-candidate pairs displayed higher sequence similarity to ILF3 binding motifs relative to control pairs, and a higher percentage of them had a high-confidence match to the motifs (fig. S4E, F, Methods). Furthermore, TA-candidate pairs where the alignment region had a high-confidence match to an ILF3 motif appeared to display higher upregulation levels of the respective adapting genes relative to those without (fig. S4G). It is, nevertheless, important to recognize that RBP motifs tend to be short and degenerate, and that structural features that may dictate recognition of an RNA were not captured in this analysis, nor were other potentially unidentified motifs. Taken together, the data provide further evidence that ILF3 is a regulator of TA, and suggest that ILF3 binding preferences could influence the recognition of TA-inducing mRNA decay intermediates.

We selected two genes with differing numbers of adapting genes for validation prior to more detailed mechanistic investigation: *DDX21*, which had 21 TA-candidate adapting genes, and *CSNK1E*, which had only two. Upon CRISPRn-mediated perturbation of *DDX21*, we tested three top-ranked adapting genes and confirmed their upregulation, including one of its paralogs *DDX59*. Similarly, both adapting genes for *CSNK1E* were validated (Fig. 1K, L). Notably, three randomly selected control genes for *DDX21* and the single control gene for *CSNK1E* were not upregulated (Fig. 1K, L), in line with the Perturb-seq results. Genetic inactivation of *UPF1*, a key component of NMD shown to be required for several TA models (13), abolished the upregulation of the respective adapting genes in both models (Fig. 1K, L, fig. S5A). Additionally, loss of ILF3 in the *DDX21* and *CSNK1E* models similarly abrogated the upregulation of the corresponding adapting genes (Fig. 1M, N, fig. S5B). These effects appeared specific: the adapting genes’ expression remained largely unchanged in *UPF1* and *ILF3* knockout cells when the corresponding perturbed gene was not targeted (fig. S5C, D). ILF3 loss did not lead to increased levels of the mutant mRNA, in contrast to UPF1 loss, which did (fig. S5E, F). Consistently, half-lives of the mutant mRNAs were comparable in wild-type and *ILF3* knockout cells (fig. S5G, H), suggesting that ILF3 does not influence mRNA stability and likely acts downstream of decay. Furthermore, ILF3-independent proliferation-limiting conditions did not prevent TA in the *DDX21* model (Supplementary Text, fig. S6).

### ILF3 is enriched at adapting genes’ RNAs, promoting their transcription

Next, we hypothesized that ILF3 might be guided by mRNA decay intermediates to the adapting genes’ locus in the nucleus. In theory, those decay intermediates could exhibit complementarity, and bind, to either DNA or RNA at the adapting genes’ locus. In the case of paralogous adapting genes, this complementarity would be expected to occur either with the template strand of DNA or with natural antisense RNAs transcribed at those loci (55). Overexpression of RNASEH1, which disrupts RNA:DNA hybrids (56), in *Actg1*-NSD cells did not reduce *Actg2* upregulation (fig. S7A, B). Similarly, its overexpression in K562 cells did not reduce the upregulation of the adapting genes upon CRISPRn-mediated perturbation of *DDX21* or *CSNK1E* —and in some cases, even enhanced it (fig. S7A, B). These findings argued against RNA:DNA hybrids as the trigger for TA. Notably, precision nuclear run-on sequencing (PRO-seq) revealed antisense transcription at the *Actg2* locus (hereafter referred to as *Actg2* antisense RNAs) (Fig. 2A). As reported previously (55), we also observed that antisense transcription was common in both MEFs and K562 cells (fig. S7C). We reasoned that cross-linked ILF3 RNA immunoprecipitation followed by sequencing (RIP-seq) on nuclear fractions of WT and *Actg1*-NSD MEFs will allow the identification of RNAs (including antisense RNAs) at which ILF3 is preferentially enriched in *Actg1*-NSD cells. Cross-linking would allow capturing target RNAs that associate indirectly with ILF3 through hybridization to potential decay intermediates. Indeed, using an unstranded analysis, ILF3 was found to be more enriched with RNAs originating from the *Actg2* locus in the *Actg1*-NSD cells relative to WT (Fig. 2B). Furthermore, we observed that ILF3 was more strongly enriched with RNAs originating from other gene loci (hereafter referred to as ILF3-enriched genes), including from *Actg1*, in the *Actg1*-NSD cells (Fig. 2B). Notably, most of those genes remain enriched when performing strand-specific analysis using only sense or antisense reads (fig. S7D), which is expected given that cross-linking will enrich for RNAs from both strands when they are in close proximity. Those ILF3-enriched genes exhibited higher levels of sequence similarity to *Actg1* mRNA relative to genes with unchanged ILF3 recruitment between *Actg1*-NSD and WT cells (Fig. S7E). In addition, gene ontology analysis suggested that many of these genes are involved in biological processes related to ACTG1 function, and thus could potentially contribute to functional compensation (fig. S7F). Notably, those genes showed a strong propensity to be upregulated in *Actg1*-NSD cells relative to WT, and not in *Actg1* full locus deletion cells where TA does not occur (13) (Fig. 2C), suggesting that they are TA targets. PRO-seq data argued that the majority of the increase in mRNA levels identified by RNA-seq was due to increased transcription (Fig. 2D). Furthermore, knockout of *Ilf3* led to decreased transcription of the majority of those genes in *Actg1*-NSD but not WT cells (Fig. 2D). Notably, CRISPRn-mediated perturbation of *DDX21* in K562 cells also led to increased ILF3 association with RNAs originating from both the mutated *DDX21* locus itself and its paralog *DDX59* (fig. S7G).

The screen showed that loss of factors promoting Pol II pausing (e.g., the NELF complex (57)) enhances TA, while loss of factors promoting transcription elongation decreased TA (fig. S7H). We therefore asked whether the increased transcription observed for the majority of the ILF3-enriched genes (Fig. 2C) might result from enhanced transcriptional elongation. Chromatin immunoprecipitation revealed increased Ser2-phosphorylated RNA polymerase-II—indicative of elongating Pol II—at the *Actg2* gene body in *Actg1*-NSD cells relative to WT, in an ILF3-dependent manner (Fig. 2E). To test this hypothesis more broadly, we performed Transient Transcriptome (TT)-seq, which measures nascent RNA synthesis (58), and calculated the elongation index (59–61) by dividing TT-seq signal by PRO-seq signal, which reflects RNA Pol II occupancy. Indeed, those genes exhibited higher elongation indices in *Actg1*-NSD cells relative to WT (Fig. 2F), and *Ilf3* knockout reduced their elongation index in *Actg1*-NSD but not WT cells (Fig. 2G, H). These differences were not due to global changes in elongation index between conditions, as both the increased elongation observed in *Actg1*-NSD versus WT and the decreased elongation upon *Ilf3* knockout were preserved after normalization to elongation measurements from all other genes that were similarly significantly upregulated by PRO-seq (*P*≤0.05) in *Actg1*-NSD relative to WT but not enriched for ILF3 binding (Fig. 2I). Together, these data are consistent with a previously reported model of ILF3-dependent transcriptional activation through enhanced elongation (35). Furthermore, the CRISPR screen uncovered previously unknown epigenetic modulators of TA. In addition to the previously-identified COMPASS complex (13, 14), which has also been shown to promote transcriptional elongation (62), the CRISPR screen identified the ILF3 interactors and transcriptional activators PRMT1 and YY1 (38–40) (fig. S1C), and BRG1 (encoded by *Smarca4*), the catalytic subunit of the SWI/SNF complex that increases chromatin accessibility (63) (fig. S8A). Of note, PRMT1 was reported to recruit BRG1 (64). Chromatin-immunopreciptation (ChIP) experiments revealed an apparent ILF3-dependent enrichment of BRG1, PRMT1 and YY1 at *Actg2* TSS in *Actg1*-NSD cells (fig. S8B). The identification of the SWI/SNF complex explains the previously observed increased chromatin opening at the adapting gene’s locus (13, 26). Altogether, these data suggest that ILF3 is enriched at RNAs at the adapting gene’s locus, promoting gene expression through recruitment of epigenetic modifiers and enhancing transcription elongation.

### Artificial recruitment of ILF3 is sufficient to promote gene expression

We next reasoned that if mRNA decay intermediates direct ILF3 to *Actg2* antisense RNAs, then its artificial recruitment should be sufficient to increase gene expression. To this end, we engineered a fusion protein of dead Cas13 (dCas13, an RNA-targeting Cas protein (65)) with two nuclear localization signals, and NF110 (the ILF3 isoform which best activates TA (Fig. 1G, (34, 42)); hereafter referred to as dCas13-NF110) (Fig. 2J, fig. S9A). Using gRNAs targeting *Actg2* antisense RNAs to recruit dCas13-NF110 led to *Actg2* mRNA upregulation in MEFs (Fig. 2K). In contrast, the same gRNAs did not lead to *Actg2* upregulation in most cases when used with dCas13 alone (expressed at much higher levels than dCas13-NF110) or with dCas13-lacZ (expressed at comparable levels as dCas13-NF110); in rare cases, weak effects were observed but remained below those seen with dCas13-NF110 (Fig. 2K, fig. S9A). Notably, recruitment of dCas13-NF110, but not the control dCas13-lacZ, also appeared to lead to increased WDR5, H3K4me3, BRG1, PRMT1 and YY1 at *Actg2* TSS (fig. S9B, C). gRNAs targeting antisense transcripts of *Cdk9* and *Rel*, two previously identified TA models (13), similarly led to upregulation of the respective adapting genes (fig. S9D). Notably, recruiting dCas13-NF110 to the 5’ end of *Actg2* sense pre-mRNA also led to *Actg2* mRNA upregulation (fig. S9E). Similarly, targeting dCas13-NF110 to the pre-mRNAs of *Serpine1* and *Nrg1*, also led to upregulation of those genes (fig. S9F). These results suggest that ILF3 by itself is sufficient to increase gene expression when recruited to RNAs at the adapting genes’ locus.

### Trigger screens identify sequences of the mutant mRNA responsible for TA

To determine what potentially guides ILF3 to RNAs at adapting genes’ loci, we sought to identify the mRNA fragments responsible for triggering TA. Transgenes designed to undergo NMD can induce TA in the absence of a mutation within the endogenous gene (14, 23, 66, 67). 

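For fig. S10D, RNA was sequenced from wild-type mouse embryonic fibroblasts (MEFs) that carried an NMD vector with the *Actg1* coding sequence (*Actg1* NMD) or, as the control, with GFP and RFP coding sequences joined by a 2A peptide (GFP-2A-RFP NMD), with 3 libraries in each group. The vector places a premature stop ahead of exons and introns of the beta-globin gene *HBB*, so that its spliced mRNA is a target of nonsense-mediated decay. Cells were kept for an extended time in serum approved for the Tet system, and the transgene was induced with doxycycline at 2 µg/ml for 3 days. The authors counted reads on the exons of each gene by strand, leaving out reads that hit several genes or several places in the genome, and deposited whole-number counts. Of the gene symbols in their table 21440 are in the GENCODE M21 annotation, and 21403 of these are protein-coding genes. The counts summed to 23596550, 21440889 and 27578985 in the control libraries and to 20750242, 19697751 and 21829706 in the *Actg1* NMD libraries. From these counts, edgeR's quasi-likelihood test with TMM normalization compared the groups over the 11821 genes with enough counts, and p-values were adjusted by Benjamini-Hochberg over these genes. The groups follow the sample titles, and the columns of the count table are named for the same vectors. The treatment entries of the same 6 samples name the opposite group for each, and under those entries every fold change would turn its sign, although both put the same libraries together. The sources used here do not say whether the 3 libraries of a group came from separate transductions or cultures, so p-values measure the spread between these libraries. Each vector was carried by its own cells, and a difference between the cell populations that does not come from the insert would be part of every fold change.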

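*Actg1* mRNA was higher in all 3 libraries titled *Actg1* NMD than in all 3 control libraries, and so was the mRNA of its paralog *Actg2*, which encodes the gamma actin of smooth muscle. *Actg1* was at 1206 ± 34.3 CPM (TMM-normalized counts scaled by library size; SD, n = 3) with *Actg1* NMD and at 723 ± 66.2 CPM (SD, n = 3) in the control, a log2 fold change of 0.74 (standard error 0.059, adjusted p = 7.63e-11 from edgeR's quasi-likelihood test) or 1.67-fold. *Actg2* was at 2.40 ± 0.351 CPM (SD, n = 3) with *Actg1* NMD and at 0.292 ± 0.217 CPM (SD, n = 3) in the control. This is a log2 fold change of 3.00 (standard error 0.50, adjusted p = 1.45e-05 from the same test) or 8.02-fold. *Actg2* stayed a rare mRNA in both groups, with 45, 54 and 46 counts in the *Actg1* NMD libraries and 1, 9 and 12 counts in the control libraries. For either gene an exact permutation test between the groups gives a two-sided p of 0.1, the smallest that 3 libraries against 3 allow. In GRCm38, *Actg1* lies on the minus strand of chromosome 11 from 120345690 to 120348542, and *Actg2* on the minus strand of chromosome 6 from 83512905 to 83536265. The transgene holds the *Actg1* coding sequence, so its reads and those of the endogenous gene are counted together, and the *Actg1* value does not measure the endogenous gene alone.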

Using a similar transgenic approach (fig. S10A, B), we found that cloning *Actg1* into a vector designed to undergo NMD (hereafter referred to as NMD vector) leads to the upregulation of both *Actg2* and endogenous *Actg1* in wild-type MEFs, in a manner dependent on NMD and ILF3 (Fig. 3A. fig. S10C, D). To identify the critical sequences of *Actg1* required to upregulate *Actg2*, we cloned a library of 237-nt oligos tiling *Actg1* mRNA with 1-nt increments into the NMD vector and used them to screen, in a pooled fashion, for sequences that can induce *Actg2* upregulation using the flow FISH strategy (Fig. 3B, hereafter referred to as trigger screen). Oligos that scored as hits that increase *Actg2* expression clustered to a defined 75-nucleotide window in exon 4 of *Actg1* (Fig. 3C, D, hereafter referred to as trigger sequence). This sequence displayed extensive homology with exon 7 of *Actg2* (fig. S10E). Notably, this 75-nucleotide region was sufficient to induce *Actg2* upregulation when cloned into the NMD vector (fig. S10F). Deletion of the 75-nucleotide region from the *Actg1* transgene in the NMD vector abolished *Actg2* upregulation (fig. S10F). Similarly, deletion of the same region from the endogenous *Actg1* locus in *Actg1*-NSD cells (hereafter referred to as *Actg1*-NSDΔ75 cells) led to a strong reduction of *Actg2*, but not *Actg1*, transcription levels (fig. S10G). The decreased *Actg1* mRNA levels is likely due to the extra deletion destabilizing the *Actg1*-NSDΔ75 mRNA. Notably, cross-linked ILF3 nuclear RIP-qPCR experiments showed that ILF3 association with RNAs from the *Actg2* locus in *Actg1*-NSDΔ75 cells was no longer enriched relative to WT cells (Fig. 3E), suggesting that the identified 75-nt trigger sequence plays a key role in guiding ILF3 to RNAs from the *Actg2* locus. Accordingly, recruiting dCas13-NF110 to antisense RNAs within the trigger-homologous region of *Actg2* led to strong upregulation of *Actg2* (fig. S10H). Transfection of cells with an RNA corresponding to the 75-nt trigger sequence (hereafter referred to as trigger RNA) led to *Actg2* upregulation in an ILF3-dependent manner (Fig. 3F). To identify if there are other smaller trigger RNA fragments that may originate from the 75-nt trigger sequence, we performed native ILF3 nuclear RIP-seq on *Actg1*-NSD cells followed by small RNA-sequencing. We detected small RNA fragments mapping to *Actg1*’s 75-nucleotide trigger sequence that may represent endogenous ILF3-associated RNAs. Upon transfection of nine of the identified RNAs into WT MEFs, we observed that three of them led to mild upregulation of *Actg2* (fig. S10E, I). Notably, co-transfection of the 3 RNAs together led to a stronger upregulation of *Actg2* in an ILF3-dependent manner (Fig. 3F). The extensive homology between those RNAs and *Actg2* (fig. S10E) suggested that they act through hybridizing to antisense RNA in the *Actg2* locus.

Targeting dCas13 alone, or dCas13-lacZ, to *Actg2* antisense RNAs led in some cases to upregulation of *Actg2*, albeit with milder levels compared to dCas13-NF110 (Fig. 2K, fig. S10H). Antisense RNAs can lower sense RNA expression through multiple mechanisms including 1) recruitment of chromatin-modifying complexes that deposit repressive histone marks or promote promoter methylation, 2) transcriptional interference via RNA polymerase collisions leading to premature transcription termination and 3) base-pairing with sense pre-mRNAs that can alter splicing, transcription, or affect RNA stability (68–90). The effects of the control dCas13 experiments could reflect direct interference of the gRNA–dCas13 complex with antisense RNA structure, accessibility, or expression levels, thereby potentially decreasing its capacity to recruit repressive chromatin modifiers and/or influencing its ability to hybridize with the sense pre-mRNA (those effects are hereafter referred to collectively as “interference with antisense RNAs”). While the exact mechanism underlying the interference in this context remains uncertain, these data suggested that interfering with antisense RNAs, thereby alleviating their potential negative regulatory effects on gene expression (68–90), could by itself also be contributing to TA, alongside ILF3-mediated recruitment of positive epigenetic modifiers. We thus reasoned that if such interference mechanisms can also contribute to TA, then direct depletion of these RNAs—as a possible way of achieving such interference—could elicit *Actg2* upregulation in a manner that can occur independently of ILF3. To test this hypothesis, we transfected gapmer antisense oligonucleotides (ASOs) targeting *Actg2* antisense RNAs within the region homologous to the trigger sequence. Several ASOs led to *Actg2* upregulation, with the more active locked nucleic acid–based Affinity Plus (AP) ASOs leading to a stronger upregulation than the less efficient 2′-O-methoxyethyl (2′MOE) ASOs (Fig. 3G, fig. S10J). Notably, these ASOs appeared to function in an ILF3-independent but RNASEH1-dependent manner (fig. S10K–M).

### Actg2 trigger activity depends on homology with Actg1

Next, we sought to determine the specific sequence requirements for activity of the 75-nucleotide trigger sequence. We designed a scanning mutagenesis library covering all single, double, and adjacent triple and quadruple transversion mutations (A↔C and G↔T). The library was cloned into the NMD vector and screened for variants based on their ability to activate *Actg2* (hereafter referred to as mutagenesis screen, Fig. 3H). The wild-type sequence shares extensive homology with exon 7 of *Actg2*, including a 20-nt perfect match in the 5’ half (perfect homology region), and an adjacent 11-nt stretch of identical homology, while the 3′ portion contained more mismatches (imperfect homology region) (fig. S10E). Sequences identified as significant in the screen, as well as the top 200 ranked by MaGeCK score (91)—based on their ability to activate *Actg2*—were depleted of mutations in the perfect homology region and the adjacent 11-nt stretch of identical homology, relative to regions with lower homology (Fig. 3I, J). Conversely, the bottom 200 sequences were enriched for mutations in these same regions, supporting their functional importance (Fig. 3J). These findings indicate that mutations within high-homology stretches are less tolerated, consistent with the idea that these regions are required for hybridization to antisense RNAs at the *Actg2* locus—a key step in driving TA. To validate these results, we designed new variants of the 75-nt trigger RNA containing three or four non-adjacent mutations within either the perfect or imperfect homology regions, using sequences not present in the mutagenesis screen. For the imperfect homology region, mutations targeted nucleotides that were identical between *Actg1* and *Actg2*. Upon transfection, mutations in the perfect homology region abolished *Actg2* upregulation, while mutations in the imperfect region retained activity, albeit at reduced levels compared to the WT sequence (fig. S10N). These results validate the important role of the perfect homology region and suggest that identical nucleotides in the imperfect region also contribute to full trigger RNA function. Taken together, these findings identify RNA fragments that induce TA-mediated paralog upregulation and suggest antisense transcripts targeting via homology-based pairing as a driver of TA.

### Trigger screens identify self-activating sequences

Genes harboring PTCs can display elevated pre-mRNA levels (92). Consistently, TA has also been shown to increase expression of the gene from which the trigger originates—a phenomenon termed ‘self-TA’ (13, 14, 23, 26, 66)—which may be particularly beneficial for upregulating the wild-type allele in cases of heterozygous mutations, as it can lead to functional compensation. Notably, we observed increased ILF3 enrichment at RNAs originating from the perturbed gene’s locus in mutant cells (Fig. 2B, fig. S7G). Consistent with this observation, and as previously noted, endogenous *Actg1* was upregulated in MEFs transduced with the *Actg1* NMD vector (Fig. 3A). We therefore asked whether trigger screens could also identify regions that mediate self-TA. To this end, we generated a NeonGreen (NG) reporter cell line for endogenous ACTG1 through a knockin approach (93) (fig. S11A, Methods), and performed a trigger screen using the *Actg1*-tiling library to identify sequences capable of activating endogenous *Actg1*. Notably, hits from the screen clustered into three regions across the *Actg1* transcript (Fig. 4A, B), hereafter referred to as Trigger Regions (TR). TR1 showed a distinct peak at a defined 61-nt region in exon 2. TR2 was broader and spanned up to 107 nt across exons 5 and 6. TR3 was sharply defined, peaking within a 5-nt stretch in the 3′ UTR of exon 6. To identify potential trigger RNAs, we selected the 61-nt region corresponding to the peak in TR1 and found that its transfection induced *Actg1* expression (Fig. 4C). For TR2, given the absence of a distinct peak, we turned to our native ILF3 nuclear RIP-seq data and tested five RNAs from this region, one of which, a 51-nt fragment, appeared to be sufficient to activate *Actg1* expression upon transfection (fig. S11B, Fig. 4C). For TR3, we expanded the 5-nt peak observed in the screen to a 23-nt region to generate a testable RNA fragment, which also induced *Actg1* expression (Fig. 4B, C). Notably, each of these RNAs led to increased *Actg1* expression in an ILF3-dependent manner (Fig. 4C). Accordingly, recruitment of dCas13-NF110 to antisense RNAs within each of the three trigger regions led to upregulation of *Actg1* (fig. S11C). Similarly, transfection of gapmer ASOs targeting antisense RNAs in these regions induced *Actg1* expression (Fig. 4D).

To determine whether trigger screens can identify trigger sequences outside the gamma-actin family, we tested *Rela*, a previously reported TA model (13). Expressing *Rela* coding sequence (CDS) from the NMD vector in MEFs led to increased endogenous *Rela* expression in a ILF3, and NMD-dependent manner (fig. S11D, E). We therefore cloned a new trigger screen library tiling *Rela* CDS into the NMD vector, and used it to screen for sequences capable of activating endogenous *Rela* using FLOW-FISH. To distinguish screen-derived transcripts from endogenous *Rela*, we used FLOW-FISH probes targeting *Rela* UTRs, which are not present in the library, and confirmed that these probes detect *Rela* mRNA (fig. S11F, G). Oligos that scored as hits clustered within a defined 187-nt region within exon 4 (fig. S11H, I). However, transfection of a corresponding 187-nt RNA did not induce *Rela* expression (fig. S11J). We therefore reasoned that smaller RNAs within this region might serve as more effective triggers. Using our native ILF3 nuclear RIP-seq data, we selected seven RNAs mapping to the identified trigger region and found that four of them appeared to induce endogenous *Rela* expression upon transfection into MEFs, in an ILF3-dependent manner (fig. S11K). As with other models, a gRNA targeting dCas13-NF110 to antisense RNAs within the trigger region led to *Rela* upregulation (fig. S11L), and gapmer ASOs targeting these antisense RNAs similarly increased *Rela* expression (fig. S11M).

Next, we sought to apply the trigger screen approach to a clinically relevant gene, *PKD1*, whose haploinsufficiency can cause polycystic kidney disease and may benefit from strategies that upregulate the WT allele (94). Due to its length (~14 kb), we divided *PKD1* CDS into five fragments, cloned each into the NMD vector, and tested their ability to upregulate endogenous *PKD1* in HEK cells. Notably, the fifth (most 3′) fragment induced the strongest *PKD1* expression, in an NMD, and ILF3-dependent manner (Fig. 4E, fig. S11N–P). We therefore cloned a trigger screen library tiling this last fifth region into the NMD vector and screened for sequences activating *PKD1* using FLOW-FISH probes targeting upstream regions, which we confirmed detect *PKD1* mRNA (fig. S11Q, R). Oligos that scored as hits clustered within a defined 44-nt region in exon 42 of *PKD1* mRNA (Fig. 4F, G). This region overlapped with exon 1 of an annotated antisense RNA (*PKD1-AS1*), further supporting a mechanistic link between trigger RNA activity and antisense transcripts targeting (Fig. 4G). This interaction, however, likely involves the *PKD1-AS1* pre-mRNA rather than the mature transcript since the pre-mRNA is more likely to be in proximity to chromatin, whereas the mature spliced transcript may rapidly diffuse away. Transfection of the corresponding 44-nt trigger RNA modestly upregulated *PKD1* in an ILF3-dependent manner (Fig. 4H). The limited activity could be partly due to its short length and high GC content (82%), which may contribute to suboptimal targeting efficiency. We therefore extended the trigger region to 157-nt around the peak (Fig. 4G), which induced stronger *PKD1* upregulation in an ILF3-dependent manner (Fig. 4H). Notably, ASO-mediated knockdown of the overlapping antisense RNA (*PKD1-AS1*) led to increased *PKD1* expression (Fig. 4I). We also observed that each trigger RNA appeared to activate its cognate target with higher specificity (fig. S11S). Taken together, these findings support the use of trigger screens to identify self-activating trigger sequences and provide further evidence of antisense transcripts targeting as an important driver of TA.

## Discussion

Here, we identify ILF3 as an RBP connecting mRNA decay and transcriptional activation during TA in both mouse and human cells, and through two modes of mutant mRNA decay: NSD and NMD. We propose a working model in which ILF3 binds to mRNA decay intermediates which, upon translocation to the nucleus, can guide it to the adapting genes’ locus through sequence complementarity to antisense RNAs at those loci. At the adapting genes’ locus, ILF3 can lead to increased gene expression through recruiting epigenetic modifiers (Fig. 4J). In some cases, it is possible that base-pairing with antisense RNAs may itself interfere with their negative effects on sense gene expression, thereby also contributing to increased gene expression (68–90) (Fig. 4J). We also expand the molecular understanding of TA by showing that it may involve enhanced transcriptional elongation. We propose two main requirements for ILF3-dependent TA: (a) mRNA decay intermediates that may originate from NMD (UPF1-dependent) or from NSD (involving PELO) (13, 16, 17, 23) and that can bind ILF3; and (b) antisense RNAs at the adapting gene’s locus that exhibit complementarity to the decay intermediates. Our screens identified trigger RNAs of different sizes, and future studies will help define the size, sequence, and potential structural constraints of TA-inducing decay intermediates. Other translation-independent RNA decay processes, such as Cas13-mediated cleavage or ribozyme-driven nuclear decay of pre-mRNAs (23, 26), have also been reported to induce TA-like effects, though a role for ILF3 remains to be tested. Translation-dependent decay pathways, such as NGD, would also be expected to trigger TA, although it likewise remains to be tested. While we focus in this study on antisense RNA targeting—implicated in both paralogous and self-TA—it is also possible that TA may arise from sequence homology to other RNAs, including promoter- or enhancer-associated transcripts. We outline a working model for this broader possibility that warrants further investigation (fig. S12, Supplementary Discussion).

The trigger screen’s identification of trigger sequences shows that targeting key anti-sense transcripts within a narrow region of a gene can be sufficient for modulating the expression of a gene. This strategy opens up the possibility that short trigger RNAs, or ASOs, can function as a novel therapeutic strategy for upregulating gene expression. Future trigger screens will enable better design and prediction of trigger RNAs across a range of clinically-relevant genes and will enhance our understanding of the features of trigger RNAs and their targets influencing the response (Supplementary Discussion). Future studies may also shed light on whether certain RNA fragments need to be co-loaded onto ILF3 during the process of mRNA decay, which may explain why some RNAs failed to induce TA when transfected into cells (fig. S10I, S11B, J, K).

The increased gene expression upon targeting dCas13-NF110 to antisense RNAs opens up the question of what other RBPs can augment gene expression, and whether they, or their associated RNAs, can be engineered as gene-activation tools. Finally, several endogenous transcripts that originate from alternative splicing events are substrates of NMD (95), and previous studies have reported that in WT cells, mRNA decay and gene expression are coupled processes (96–99). It is of interest to define if TA and ILF3 are involved in such processes and the extent to which they may be important to maintain stoichiometric expression ratios for some genes with sequence similarity under homeostasis.

## Materials and Methods

### Cell culture

MEFs were cultured in DMEM (Thermo) supplemented with 10% bovine calf serum (HyClone), 100 U/ml penicillin and 100 μg/ml streptomycin. K562 cells were grown in RPMI-1640 with 25 mM HEPES, 2.0 g/l NaHCO3, and 0.3 g/l L-glutamine supplemented with 10% FBS (or Tet System Approved FBS), 2 mM glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin. K562s were maintained at a confluency between 0.25 × 10^6^ to 1 × 10^6^ cells/mL. HEK293T/17 cells grown in DMEM supplemented with 10% FBS, 100 U/ml penicillin and 100 μg/ml streptomycin. All cells were grown at 37 °C, 95% humidity with 5% CO2.

### Lentivirus production

Lentivirus was produced by co-transfecting HEK293T/17 cells with the desired transfer plasmids (or pooled library) and two packaging vectors (psPAX2 and pMD2.G, Addgene #12260 and #12259) using TransIT-LTI Transfection Reagent (Mirus, MIR 2306) or Fugene HD transfection reagent. 6–14 hours post transfection, fresh media was added to the HEK cells, and virus was collected through collecting the media supernatant at 48 hours post transfection then flash frozen. For the NMD vectors, due to the low titers obtained from vectors with antisense transcription (100), ViralBoost Reagent (Alstem) was added to HEK cells 24 hours post transfection to increase viral production. In all instances, virus was rapidly thawed prior to transfection. Virus for the different screens was also generated using this method.

### Plasmids and cell line generation

#### Cloning

For rescue and overexpression experiments, cDNAs for *Actg1*, the two *Ilf3* isoforms (NF90 and NF110), along with the different NF110 domain deletion variants, and *Rnaseh1* were amplified from MEF cDNA. PCR fragments were cloned into a modified pLX_TRC209 lentiviral vector (101) (in which the hygromycin resistance cassette was replaced with a blasticidin resistance gene) using Gibson assembly (NEBuilder HiFi DNA Assembly Master Mix, NEB), between the BamHI and MluI restriction sites. NF110 deletion domains were generated by amplifying two PCR fragments flanking the region to be deleted and assembling them into the lentivector using Gibson assembly. To create 5′ FLAG-tagged versions of NF90, NF110, and their deletion variants, a FLAG-coding sequence (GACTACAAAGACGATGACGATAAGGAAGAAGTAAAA) was incorporated into the forward primer during PCR amplification from MEF cDNA. For FLAG-LacZ, two gene blocks encoding it were synthesized by IDT and cloned using a three-piece Gibson assembly strategy. To express NF90, NF110, and the different NF110 domain deletion variants under the control of *Ilf3* endogenous promoter, a 3 kb sequence upstream of *Ilf3* transcription start site was synthesized (Genewiz) and cloned by Gibson assembly between the SpeI and MluI sites of the pGM265 vector (Addgene #220179) (102), replacing the UCOE-EF1α promoter. The coding sequences for NF90, NF110, and NF110 deletion variants were then amplified and inserted downstream of the endogenous promoter, preceded by a BFP-P2A sequence, and cloned between MluI and SbfI sites using a three-piece Gibson assembly.

To clone the dCas13-NF110 plasmid, the NF110 isoform of *Ilf3* was amplified from mouse cDNA and cloned with an upstream XTEN80 linker, using Gibson assembly, downstream of dCas13 in the pXR002 plasmid (Addgene # 109050) that was digested with NheI and treated with antarctic phosphatase (NEB). To clone dCas13-lacZ, two gblocks encoding XTEN80-lacZ were ordered from IDT and cloned using a three-piece Gibson assembly, downstream of dCas13 in the pXR002 plasmid. The parental pXR002 plasmid was used to generate dCas13-Ctrl control cells expressing just dCas13. The NMD vector was generated through cloning GFP-2A-RFP and the downstream *HBB* NMD2 cassette from the NMD2 vector with a GCCACC kozak sequence upstream (103) into the pTREX vector ((100), gift from Bryan Cullen, Duke university) that was digested by AgeI and XbaI. The resulting plasmid allowed for expression of an NMD substrate as described in (103), and rTTA3 from the same vector. The No-NMD vector was cloned using a similar strategy by cloning GFP-2A-RFP without the downstream PTC-containing *HBB* exons and introns, that thereby wouldn’t elicit NMD, from the control vectors in (103) into the pTREX vector. To clone *Actg1* or *Rela* coding sequence, the five different parts of *PKD1* coding sequence into either vector, the respective sequences were amplified from cDNA of MEFs or HEKs, or ordered as gBlocks from IDT, and cloned between AgeI and NotI restriction sites using Gibson assembly. Full coding sequences were designed to have a stop codon that truncate the open reading frame (to avoid overexpressing the protein as NMD is not 100% efficient). We note that while we identified ORFs that when cloned into the NMD vector led to TA (including the ones reported in this study and other unpublished examples), some other tested genes did not elicit a detectable response. These include *HBB*, which did not induce its paralogs *HBG1*/*2* or itself in HUDEP-2 cells; *PKD1* (split into 5 pieces), which did not induce its paralog *PKD2* in HEK cells; *Dmd* (split into 4 pieces), which did not induce its paralog *Utrn* or itself in undifferentiated C2C12 cells; and *ARG1*, which did not induce its paralog *ARG2* or itself in HepG2 cells. While these genes do not appear to be subject to TA in the tested cell lines, we cannot rule out that they may display TA in other cell lines if conditions necessary for TA are absent in the tested lines but present in others, such as antisense transcription. For example, *DMD* transgenes designed to undergo NMD were reported to induce TA in HEK and HAP1 cells, but less so in HeLa cells (23).

#### Generation of stable cell lines

To generate stable cell transgenic cell lines, lentivirus was made from respective constructs and infected to cells at a multiplicity of infection (MOI) of 0.3 by adding it to media following splitting of MEFs, or using spinfection of K562s by centrifuging cells with virus containing media at 33°C for 1–2 hours at 1000×g to transduce K562s. 48 to 72 hours post infection, cells were treated with an antibiotic for 2 to 3 days to select for successfully transduced cells, or sorted based on a fluorescent protein. For MEFs, Puromycin was used at a concentration of 5 μg/ml, and Blasticidin (Thermo) at 10 ug/ml. For K562s and HEKs, Puromycin (Sigma) was used at a concentration of 1 μg/ml. For selection of cells generated by vectors encoding a fluorescent protein rather than a resistance marker, cells were sorted at 72–96 hours post transduction using a Sony Cell Sorter (SH800S). 100,000 cells were at least sorted when generating polyclonal stable cell lines. The following cell lines were used, or generated using the indicated plasmids, for multiple experiments: *Actg1*-NSD MEFs rescued with full length transgenic *Actg1* cDNA (and western blot assays confirmed rescue); WT and *Actg1*-NSD, rescued or not-rescued, MEFs expressing Cas9-T2A-EGFP under an Ef1a promoter (Gift from Dian Yang), or ZIM3 KRAB-dCas9-P2A-EGFP (Addgene #188899); K562 Cas9-BFP expressing cells (104).

#### Generation of knockout and knockdown cell lines

Cas9 gRNA plasmids were generated by annealed oligo cloning of top and bottom oligonucleotides (IDT) into a lentiviral pU6-sgRNA EF-1α-Puro-T2A-BFP vector between BstXI and BlpI sites (Addgene #84832). For knock down with CRISPRi, we used a programmed dual sgRNA guide vector ((105); Addgene #140096) to increase the efficiency of knockdown. A dual gRNA approach was also used to clone the gRNAs used to target *DDX21* and *CSNK1E* in K562s, and *Rnaseh1* in MEFs for Cas9 KOs. To generate *UPF1* knockouts in K562s a dual gRNA was cloned into a modified dual gRNA vector where mCherry was the selection marker. 72 hours post transduction, cells were sorted based on mCherry expression and transduced with virus encoding gRNAs targeting *DDX21* or *CSNK1E*, or non-targeting gRNAs. To generate *ILF3*, *SRP9* and *SERBP1* knockouts in K562s, four Cas12 gRNAs were cloned using golden-gate assembly, into an all-in-one Cas12a expression lentivector (Addgene #203398) that was modified to replace the puromycin selection marker with mCherry. To generate *ILF3* knockout in HEK cells, the same all-in-one Cas12 vector containing *ILF3*-targeting gRNAs was used. Experiments were performed on day 8 post-transduction, and ILF3 siRNA (Horizon Discovery, 012442–00-0005) was transfected on day 6. This early time point and siRNA treatment was necessary to achieve efficient ILF3 depletion, as the high proliferation rate of HEK cells—combined with the essential role of ILF3 in their growth—led to preferential expansion of cells in which ILF3 was not effectively knocked out (e.g., due to in-frame mutations). gRNAs used to generate a knockout was chosen as the top 1 or 2 gRNAs from the mouse CRISPR knockout Gouda library (106) or the human Brunello library (107), or the human Cas12 Inzolia library (108), while those used to knockdown mouse gene expression were chosen as the top 1 or 2 gRNAs in the mouse CRISPRi-v2 CRISPRi library (51). For arrayed experiments, lentiviruses used to overexpress an ORF were used at an MOI of 0.3 while arrayed gRNA validation experiments for Cas9 or Cas13 were used at higher MOIs. To generate monoclonal *Actg1*-NSD;Δ*Ilf3* MEFs, two gRNAs were designed using the CRISPR design tool CHOPCHOP (http://chopchop.cbu.uib.no/ (109)) and cloned into two modified pX458 plasmids expressing either ECFP (Addgene #112220) or DsRed2 (Addgene #112219) as previously described (110). MEFs were then electroporated using Nucleofection (Lonza) with 5 μg of each of the two cloned plasmids, according to the manufacturer’s protocol. Two days after transfection, cells expressing ECFP and DsRed2 were subjected to single-cell sorting into 96-well plates using a FACSAria II (BD Biosciences). Three to four weeks after single-cell sorting, clones were isolated and genotyped by Western blot and/or PCR and sequencing. Two *Actg1*-NSD;Δ*Ilf3* knockout clones were obtained (clone 1 and 2; Fig. 1C, fig. S1D). Further experiments were done with clone 1. Although *Actg1*-NSD;Δ*Ilf3* cells exhibited reduced *Actg1* transcription (fig. S1F), we tested CRISPRa-mediated activation of *Actg1* in those cells and found that it did not increase *Actg2* expression, indicating that ILF3 loss, rather than diminished transcription of the mutant transcript and consequent reduction in decay intermediates, underlies the observed decrease in *Actg2* levels. Independently, we generated four additional *Ilf3* knockout clones in a heterozygous *Actg1*-NSD cell line (which also strongly upregulates *Actg2*) and observed a consistent decrease in *Actg2* and *Actg1* expression levels in these clones. A similar approach was used to generate the *Actg1*-NSDΔ75 using two gRNAs, one upstream and the other downstream of the 75-nt trigger sequence of *Actg1* that deleted exon 4 containing the 75-nt trigger region. We were only able to generate just one clone with a homozygous deletion of the *Actg1*-NSDΔ75 genotype. To generate WT;Δ*Ilf3*, a dual Cas9 gRNA targeting *Ilf3* was cloned into the pU6-sgRNA EF-1α-Puro-T2A-BFP and used to make lentivirus that were then transduced into WT-Cas9 cells. Three days after transduction, cells expressing BFP were subjected to single-cell sorting into 96-well plates. We also generated three *Ilf3* knockout clones in *Actg1* full-locus deletion cells that, like in WT cells, did not affect *Actg2* or *Actg1* expression levels. We also generated three additional WT;Δ*Ilf3* clones besides the one reported in Fig. 1D that also did not display changes in *Actg1* or *Actg2* levels. We note that while multiple clones were generated to rule out clone-specific effects on *Actg1* or *Actg2* expression, the more expensive sequencing experiments were performed on a single clone; as a result, some gene-specific responses in those experiments may vary between clones, but the overall conclusions are expected to be consistent. Cas13 gRNAs were cloned into pLentiRNAGuide_00 between BsmBI sites (Addgene #138150). Cas13 gRNAs were designed through https://cas13design.nygenome.org/ (111). Cas9, Cas12 and Cas13 gRNA sequences used are listed in table S1.

#### Generation of Actg1-NG11 Knock-in (KI) Cell Line

W we generated a NeonGreen (NG) reporter cell line for endogenous ACTG1 by knocking in (93) *NG11* sequence immediately downstream of the start codon, while stably expressing *NG1–10* from a separate transgene. Specifically, prior to generating the *Actg1*-*NG11* knock-in (KI) cell line, *NG1–10* was first cloned into a modified pLX_TRC209 lentiviral vector (101) (in which the hygromycin resistance cassette was replaced with a blasticidin resistance gene) and used to make lentivirus that was transduced into WT MEFs to establish a cell line that stably expresses NG1–10. *NG11* was then knocked into the *Actg1* locus immediately downstream of the start codon in exon 2, followed by a GS linker, as previously described (93). Briefly, a gRNA targeting a region near the start codon was cloned into PX330 (Addgene #42230) (112). A donor vector containing *NG11* with homology arms was constructed by amplifying 900 nucleotides of the left homology arm (LHA) upstream, and 900 nucleotides of the right homology arm (RHA) downstream of the intended knock-in site, from genomic DNA. Silent mutations were introduced into the gRNA PAM sequence within the RHA to prevent re-cutting. The LHA and RHA were cloned into the pUC57 vector (Thermo Fisher) between BamHI and XbaI sites using Gibson Assembly. A total of 5 μg each of the PX330-gRNA construct and the donor vector were co-nucleofected into NG1–10-expressing MEFs following the manufacturer’s instructions. Three days post-transfection, cells expressing NeonGreen were single-cell sorted into 96-well plates using a FACSAria II (BD Biosciences). Two to three weeks after sorting, clones were expanded and genotyped using primers flanking the knock-in region to identify those with a homozygous *NG11* insertion. We chose the split NeonGreen system to minimize the size of the knock-in at the *Actg1* locus, reducing the risk of perturbing local transcriptional regulation or interfering with transcriptional adaptation at this gene.

### qPCR expression analysis

qPCR was performed in a QuantStudio 7 Real-Time PCR System (Applied Biosystems). RNA was isolated using TRIzol and at least 500 ng RNA was used for reverse transcription using the Maxima First Strand cDNA synthesis kit (Thermo). All reactions were performed in at least technical duplicates and the results represent biological triplicates. Primers were designed using PrimerBlast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Primers used to detect the *Actg1* NMD and no-NMD transgene were designed where the forward primer bind to the end of the *Actg1* sequence and the reverse primer binding to exon 2 of *HBB* in the NMD2 cassette, while for the no-NMD vector the reverse primers was designed to bind the junction of *Actg1* and a vector-specific downstream sequence. All experiments involving the use of lentivectors encoding gRNAs performed at day 8 post transduction. Primers used to detect endogenous *Actg1* or *Rela* in cells transduced with *Actg1* or *Rela* NMD or no-NMD vectors were designed in the UTRs to avoid amplifying the transgenic *Actg1* or *Rela* which was only the coding sequence. For *PKD1*, primers within the coding sequence that did not match the region cloned into the NMD or no-NMD vectors were used. Worth noting is that some gRNAs that led to a strong level of *Actg2* upregulation with dCas13-NF110 (or sometimes dCas13 alone) led to slower cell proliferation relative to control gRNAs, a phenotype that could be due to strong upregulation of *Actg2* in the presence of WT *Actg1* as previously reported (113), or potential off-target effects of the individual gRNAs. For some cases, we also observed loss of *Actg2* upregulation upon culturing the cells for longer periods of time until the growth phenotype has been resolved. It likely reflects silencing of the dCas13 or gRNA expression, or cells with weaker expression outcompeting those with strong *Actg2* upregulation. For the NMD and no-NMD vectors initial experiments, cells were cultured in standard FBS or BCS and treated for 72 hours with 2μg/ml doxycycline hyclate (Sigma) following the end of puromycin selection before extracting RNA for qPCR analysis. In the initial experiments, we observed a consistent 1.5- to 1.7-fold upregulation of *Actg2* with the *Actg1* NMD vector (Fig. 3A). However, when the stable *Actg1* NMD cells were maintained in culture for several weeks and the experiment was repeated using Tet system–approved FBS (Thermo) prior to doxycycline induction, we observed a stronger 3- to 4-fold upregulation of *Actg2*. Independently from this study, while working on a project investigating the specificity of trigger RNAs, RNA sequencing revealed that transfection of the *Actg2* 75-nt trigger RNA elicited an immune response in WT cells. Although such a response is expected when introducing foreign RNAs into cells, transfection of poly(I:C) did not induce *Actg2* expression (and instead reduced it). RNA sequencing also showed that the 75-nt trigger RNA also elicited an immune response in *Ilf3* knockdown cells, which did not upregulate *Actg2*. Further disconnecting immune activation from *Actg2* upregulation, RNA sequencing of WT cells transfected with the shorter 24+27+31 RNAs (Fig. 3F), which did upregulate *Actg2*, showed no signs of immune activation. Together, these results ruled out an association between immune responses and *Actg2* upregulation. Future studies will aim to design trigger RNAs with reduced immunogenicity. We also observed that the *Actg2* 75-nt trigger RNA activated *Actg2* expression in SRF (a transcription factor regulated by actin dynamics) polyclonal knockout MEFs, supporting that the trigger’s activity is independent of ACTG1 protein loss. Equal numbers of cells were seeded in 12 or 24 well plates 48 or 72 hours prior to RNA extraction for all qPCR experiments except those that involved nucleofection of ASOs or trigger RNAs where cells were plated in 96 well plates following nucleofection. For K562s, cells were split to be at a concentration of 250,000 cells/ml a day before they were collected for RNA extraction and qPCR. For experiments involving *DDX21*, the top 3 TA-candidate adapting were selected as protein-coding genes that exhibited the highest upregulation levels upon CRISPRn-perturbation but not upregulated upon CRISPRi-mediated perturbation (Pvalue ≤0.05). *Rpl13a* and *Hprt* were used as housekeeping genes to normalize the experiments in mouse cells, and *ACTB* and *HPRT1* were also used to normalize qPCRs done on human cells. Fold changes were calculated using the 2−ΔΔCt method. Primer sequences used for the qPCR experiments are listed in table S2.

### Flow-FISH

Flow-FISH was performed according to the manufacturer’s protocol using the PrimeFlow^™^ RNA Assay kit (Invitrogen) with Alexa Fluor^™^ 647 (AF647) *Actg2* or *Rela* or *PKD1* probes and Alexa Fluor^™^ 750 (AF750) probes for *Rpl13a* (for MEFs) and *RPL13A* (for HEKs) as housekeeping genes that was used to normalize for cell size. The following modifications were made to the protocol: 20 million cells per 15-ml tube cells were fixed with in a 10 ml solution of 3.7% Formaldehyde for 10 minutes followed by permeabilization with 70% Ethanol for 1–2 hours at 4°C as per the Stellaris RNA FISH protocol for cells in suspension (BioSearch Technologies). Fixed and permeabilized cells were then split across 1.5 ml tubes with 5 million cells in each and proceeding according to the PrimeFlow protocol except that the incubation with the Target probes was performed overnight rather than 2 hours. Following completion of the protocol, cells were sorted based on A657 to A750 ratio, and the top and bottom 30%, or 10%, were sorted for the CRISPR screens, or the trigger screens, respectively. Cells were then centrifuged at 800g for 5 minutes and frozen at −80°C until gDNA isolation. Probes were tested for specificity prior to its use in each screen. For *Actg2* probes it was tested in WT and *Actg1*-NSD cells where *Actg2* is upregulated. For *Rela,* the probes were tested in WT MEFS or MEFs that were transduced with an all-in-one CRISPRi vector encoding Zim3_KRAB-dCas9 and two CRISPRi gRNAs targeting *Rela* to knockdown its expression. The *PKD1* probes were tested in WT HEK cells, or HEK cells that were transduced with an all-in-one CRISPRi vector encoding Zim3_KRAB-dCas9 and two CRISPRi gRNAs targeting *PKD1* and that was also simultaneously transfected with *PKD1* siRNA (Santa Cruz Biotechnology, sc-40861) to further knockdown its expression.

### CRISPR screen

The compact Mouse CRISPR Knockout Pooled Library (Gouda (106); two gRNAs per gene, Addgene Pooled Library #136987) was transduced to 150 million cells (and thereby maintaining a 1000x coverage of each library element post selection) of the rescued *Actg1*-NSD and WT MEFs cells expressing Cas9-GFP at an MOI of 0.3. Transduction was performed in the presence of 8 μg/ml Polybrene (EMD Millipore), and cells were grown in multiple 15 cm dishes. 48 hours after infection with the genome-wide library, guide positive cells were selected with 5 μg/mL puromycin for three days. At day 8 post infection, 200 million cells were collected and stained with *Actg2* and *Rpl13a* probes as per the Flow-FISH protocol. Following completion of the protocol, cells were sorted based on A657:A750 ratio, and the top and bottom 30% were sorted. Cells were then centrifuged at 800g for 5 minutes and flash frozen at −80°C until genomic DNA (gDNA) isolation. The screen in rescued *Actg1*-NSD cells was performed in duplicate while the WT counter screen was a single replicate. Prior to gDNA purification, cells were reverse cross-linked according to a modified ChIP reverse cross-linking protocol (114). gDNA was purified using the Nucleospin Blood XL kit (Takara Bio, #740950.10) and amplified by index PCR with barcoded primers. The resulting guide library (~354 bp) was purified using SPRIbeads (SPRIselect Beckman Coulter #B23318). Sequencing was performed using an Illumina HiSeq2500 high throughput sequencer. The MAGeCK tool (91) was then used to align sequencing reads to the Gouda library sequences, followed by counting, generation of gene level-enrichment scores and calculation of *P* values. The two replicates of the rescued *Actg1*-NSD screen were analyzed using the --paired option of the *mageck test* function. We note that the NMD factor *Upf1* was not identified as a hit in our screen, which is expected given that the screen was performed using an NSD model. The NSD factor *Pelo*, however, also did not score as a hit. To investigate this, we tested the two *Pelo*-targeting gRNAs included in the library and found that neither stabilized the mutant *Actg1*-NSD mRNA, and western blot analysis suggested they were not effective in knocking out the protein. However, the observation could also be due to that for some mutant mRNAs, compensatory mRNA decay pathways prevent stabilization of the transcript upon loss of another decay factor, thereby not affecting TA. For example, in two studies relying on NMD models, only dual knockdown of *Upf1* together with either *Smg6* or a component of the exosome complex was sufficient to stabilize the mutant transcript and abolish TA (13, 23). Notably, the decay factor *Cnot9* was identified only in the *Actg1*-NSD screen and not in the WT screen further supporting the importance of mRNA decay for TA. We also identified the ribosome recycling factor *Abce1*, which, in addition to its broad role in translation regulation, has been suggested to be involved in NSD (115), and was therefore highlighted in our analysis. However, it also scored as a hit in the WT screen. When we tested the *Abce1*-targeting gRNAs independently in WT and *Actg1*-NSD Cas9-expressing MEFs, we observed that most cells began dying as early as 4–5 days post-transduction, indicating that *Abce1* is a very essential gene in MEFs, consistent with its broad role as a ribosome recycling factor. In K562 cells, its DepMap (116) dependency score is −2.435, much higher than that of *UPF1* (−1.08), *CNOT9* (−0.56), and *ILF3* (−1.06). It is therefore possible that the observed effects are secondary effects, making assessment of its role in TA challenging, particularly given its broader functions beyond mRNA decay, which may be difficult to disentangle from TA-specific effects. We also identified nuclear RNA decay factors, including *Zc3h18* and *Skiv2l2*, suggesting that TA may be influenced by nuclear RNA decay, either directly, as supported by recent studies (23, 26), or indirectly through the degradation of repressive antisense transcripts. *Zc3h18* was identified only in the *Actg1*-NSD screen, while *Skiv2l2* also scored in WT cells. Further investigation will be needed to clarify the underlying mechanisms. Finally, we confirmed that components of the COMPASS complex are important for modulating *Actg2* expression in *Actg1*-NSD cells. While *Wdr5* also scored as a hit in the WT screen (which is not unexpected, as loss of H3K4me3 would generally reduce transcription), *Setd1a* was identified only in the *Actg1*-NSD screen, consistent with previous reports that identified the COMPASS complex to be important for certain TA models (13, 14). Furthermore, while our analysis focused on a subset of screen hits, other candidates, including RBPs that may act in sequence- or context-dependent ways, represent promising avenues for future exploration of TA mechanisms. In Figures 1B, S7H and S8A, genes scoring as significant hits in WT cells were removed from the genes list prior to using the *mageck test* function for analysis of the *Actg1*-NSD screen. Gene-level enrichment scores and *P* values for the screens are available in table S3.

### Trigger library design and cloning

The *Actg1*, *Rela*, and *PKD1*_5/5 trigger library oligo pool was generated by designing 237-nt oligonucleotides that tile the full mouse *Actg1* mRNA sequence (including the 5′ and 3′ UTRs), the coding sequence of *Rela*, or the final fifth of the *PKD1* coding sequence, respectively, with 1-nt increments. This resulted in a total of 1716, 1414, and 2410 trigger oligos for *Actg1*, *Rela*, and *PKD1*, respectively. For the Random control oligo pool, a random sequence was generated (http://www.faculty.ucr.edu/~mmaduro/random.htm) and oligos were designed to tile that sequence with 10nt increments and iteratively optimized to have minimal mapping to the mouse and human genome. The overall synthesized oligo pool (Twist Biosciences) consisting of the gene-specific trigger sequences and 86 unique control random triggers were ordered to have the following structure: 5’ – PCR adapter – AgeI motif (ACCGGT) – Kozak sequence (GCCACC) – start codon (ATG) – 237nt trigger – stop codon (TAA) – NotI motif (GCGGCCGC) – PCR adapter 3’ and were cloned into the NMD lentiviral vector. Library cloning was guided by the protocol for Cloning of Pooled sgRNAs into Lentiviral Vector from the Weissman lab (https://weissman.wi.mit.edu/resources/Pooled_CRISPR_Library_Cloning.pdf) with adaptations of restriction enzymes used for insert/vector digestion and using an E-Gel EX 2% Agarose followed by column purification using GeneJET MicroKit (Thermo Scientific) for insert purification instead of a polyacrylamide gels. For oligo pool amplification, NEB next ultra II Q5 master mix 2x (NEB) was used using the manufacturer’s recommended PCR conditions. Ligation of the amplified library to the digested NMD vector was performed using T4 DNA ligase (NEB) at 16°C for 16h, followed by ethanol precipitation overnight at −20°C. The ligation product was then electroporated to Endura DUOs Electrocompetent Cells (BioSearch technologies) which were then incubated in liquid culture for 14h at 37°C. The resulting library was purified using Plasmid Plus Maxi Kit (Qiagen) and amplified using staggered P5/P7 indexed primers for paired-end sequencing on Miseq (Illumina) to confirm its balance. Paired-end reads were trimmed to include only the trigger sequences (i.e. between the ATG start codon and TAA stop codon) using the cutadapt tool (https://cutadapt.readthedocs.io/en/stable/). The trigger sequences used in the screen are available in table S4.

### Trigger screen

WT MEFs (for *Actg2* and *Rela* screens), *Actg1*-NG11 K.I. MEFs (for *Actg1* screen) and HEK293T/17 (for *PKD1* screen) were transduced with the trigger library at an MOI of 0.3 in the presence of 8 μg/mL polybrene transfection reagent to have a coverage of at least 1000 cells per element. 72h post transduction, MEFs and HEKs were selected with 5 μg/ml, or 1 μg/ml Puromycin, respectively, for two to three days. Cells were always maintained a 1000x coverage of each library element. Following at least 48-hour recovery, cells were induced with 2μg/ml Doxycycline Hyclate (Sigma) and expanded in 15cm plates with daily media exchange and fresh doxycycline addition for 4 days. Cells at 10,000x coverage for each library element were then collected. For *Actg2*, *Rela* and *PKD1* screens, cells were collected and stained with *Actg2 or Rela* or *PKD1* probes that were conjugated to AF647 and *Rpl13a* (mouse) or *RPL13A* (human) probes that were conjugated to AF750 as housekeeping control genes as per the Flow-FISH protocol. *Actg2* probes spanned the entire mRNA sequence of *Actg2*. The *Rela* probes were designed to bind only the UTRs of *Rela* to avoid it from detecting the *Rela* sequences in the *Rela* trigger library. *PKD1* probes were probes that bound to regions upstream of the fifth part of *PKD1* coding sequence that was used in the screen. Following completion of the protocol, cells were sorted based on the A647:A750 ratio, and the top and bottom 10% were sorted. For the *Actg1* screen, cells were collected and directly sorted based on the Neon-Green(NG):Forward-Scatter(FSC) ratios, and the top and bottom 10% were sorted. Each screen was performed in duplicates. Cells were then centrifuged at 800g for 5 minutes and flash frozen at −80°C until genomic DNA (gDNA) isolation. Cells from *Actg2*, *Rela* and *PKD1* screens were reverse-crosslinked prior to gDNA isolation. gDNA was purified using the Nucleospin Blood L kit (Takara Bio) and amplified by index PCR with barcoded primers. The resulting library was purified using SPRIbeads (SPRIselect Beckman Coulter #B23318). Paired-end sequencing was performed using an Illumina MiSeq, or an Element Biosciences AVITI, sequencer using custom primers. A Python script (https://github.com/josephreplogle/CRISPRi-dual-sgRNA-screens; (105)) was used to align the reads to the trigger library sequences and quantifying them. The MAGeCK tool (91) was then used for generation of enrichment scores and calculation of *P* values. The two replicates of the screen were analyzed using the --paired option of the *mageck test* function. For the *PKD1* screen, oligos containing a NotI site within the trigger sequence were excluded from analysis, as they could not be properly cloned into the NMD reporter vector, which was digested with NotI as part of the cloning strategy. Trigger enrichment scores and *P* values are available in table S4. Triggers identified to significantly increase *Actg2*, *Actg1*, *Rela* and *PKD1* expression were then mapped to the relevant cDNA on the SnapGene software.

### Mutagenesis Screen

For the mutational scanning library, we designed a comprehensive set of 75-nt oligonucleotides based on the WT *Actg1* 75-nt trigger sequence: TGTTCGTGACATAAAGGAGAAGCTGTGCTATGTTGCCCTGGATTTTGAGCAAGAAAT GGCTACTGCTGCATCATC. This library included all possible single and double transversion mutations (A ↔ C and G ↔ T), as well as all adjacent tri- and tetra-nucleotide mutations, enabling systematic exploration of sequence homology requirements for transcriptional adaptation in the *Actg1*/*Actg2* model. Additionally, we included a set of control sequences derived from a random 75-nt control RNA: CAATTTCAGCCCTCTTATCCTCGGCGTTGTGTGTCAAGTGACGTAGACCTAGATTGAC TCTATGACGGTATCTGC. From this sequence, we generated 4 variants with one mismatch, 13 with two mismatches, 4 with three adjacent mismatches, and 4 with four adjacent mismatches. In total, the library contained 3,022 unique oligonucleotides. Those oligos were then cloned into the NMD vector, and used for a FLOW-FISH based screen as described above for the *Actg2* trigger screen.

### RIP-seq and qPCR

Cross-linked RIP was performed using the Magna Nuclear RIP (Cross-Linked) Nuclear RNA-Binding Protein Immunoprecipitation Kit (Millipore Sigma) while native RIP was performed using the Magna Nuclear RIP (Native) Nuclear RNA-Binding Protein Immunoprecipitation Kit (Millipore Sigma) according to the manufacturer’s protocol using at least 2× 10^7^ WT or rescued *Actg1*-NSD MEFs per replicate. Cross-linking was specifically performed to capture target RNAs hybridized to decay intermediates that associate indirectly with ILF3. For the cross-linked RIP, fixed nuclei were subjected to sonication using Bioruptor (Diagenode) prior to IP. Input samples were generated by reserving 10% of the starting lysate; the remaining volume was subjected to IP using the with 10 μg Anti-ILF3 antibody (abcam; ab92355 and BD Biosciences; Clone 21/DRBP76) coated onto protein A/G magnetic beads as described in the Magna RIP technical manual. RNA purified from both IP and input samples was concentrated by ethanol precipitation and resuspended in equivalent volumes of RNase-free water to be used to generate RNA-seq libraries. For the cross-linked total RNA RIP-seq, sequencing libraries were generated using 10 ng of RNA from input and IP samples using the SMARTer^®^ Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Clontech). RNA sequencing was performed on a NovaSeq S1 instrument (Illumina), resulting in an average of 43 million reads per library, with 50 × 50 bp paired-end setup. Reads were then trimmed followed by mapping to the mouse reference genome GRCm38 (mm10), with gene annotations from Ensembl release 102. The number of reads aligning to genes were counted with featureCounts with the following parameters -*B -C -s 0 -t exon*, where only reads mapping at least partially inside exons were admitted, and these reads were aggregated per gene. Reads overlapping with multiple genes or aligning to multiple regions were excluded. Because the RIP-seq experiment was performed under crosslinking conditions—designed to capture target RNAs hybridized to decay intermediates and thus indirectly associated with ILF3—it may enrich both sense and antisense RNAs that are in close spatial proximity, base-paired as RNA duplexes (85, 87, 117), or co-localized within shared RNP hubs. To avoid bias toward one strand, we therefore analyzed the data shown in Fig. 2B in an unstranded manner (using the -*s 0* option in featureCounts). This choice is supported by prior work in which crosslinked RIP of dCas13—targeted to a specific mRNA via a guide RNA—identified trans-acting RNAs that physically interact with the mRNA itself rather than with dCas13 or its guide RNA directly (118). Unstranded analysis also reduces the likelihood of missing lowly expressed antisense RNAs that may not reach statistical significance despite enrichment, and avoids restricting detection to antisense transcripts typically associated with paralogous TA. It allows the identification of non-paralogous adapting genes, where decay intermediates may hybridize to sense pre-mRNAs at their loci. Supporting this rationale, strand-specific analysis (using -*s 1* or -*s 2* options of featureCounts) shows that most genes enriched in the unstranded data, including *Actg1* and *Actg2*, are also enriched when considering only the antisense or sense strand (fig. S7D). Experiments were done using three biological replicates. Differentially expressed ILF3 binding in rescued *Actg1*-NSD MEFs vs WT was identified using DESeq2 v.1.38.3 as described in https://support.bioconductor.org/p/61509/ in order to identify enrichments after normalizing IP signal to input. Genes were considered significantly enriched for ILF3 binding in *Actg1*-NSD cells relative to WT (the ILF3-enriched genes) if they met the following thresholds: baseMean > 30, log₂ fold change ≥ 1, and P value ≤ 0.01. *Actg1* had a log2 fold change of 0.9987 and was also included. This yielded 383 genes. Of these, 81 genes did not meet a Benjamini-Hochberg adjusted P value (Padj) threshold of ≤ 0.1. *Actg2* was among this group (Padj = 0.131), however it was independently validated by qPCR (Fig. 3E). We retained these genes in the analysis, as their exclusion did not affect the conclusions presented in Fig. 2— in fact, some conclusions were strengthened without them, but we opted to keep them to include *Actg2*. We further tested more stringent filtering strategies, including restricting to Padj ≤ 0.05 and excluding genes with low expression in WT cells (baseMean < 6) to avoid input bias. In both cases, exclusion of these gene subsets did not alter the conclusions, so all genes were retained in the final analysis. For small RNA native RIP-seq, 10ng of RNA was used to generate small RNA-seq libraries using the SMARTer smRNA-Seq Kit (Clonetech). RNA was treated with T4 Polynucleotide Kinase for 1 hr prior to library preparation to capture various potential mRNA decay intermediates that may not have a 5’P or 3’OH. RNA sequencing was performed on a NovaSeq S1 instrument (Illumina), with 150 × 150 bp paired-end setup (only Read 1, however, was used in downstream analysis). Cutadapt was then used to trim Read 1 using the following criteria *m 15 -u 3 -a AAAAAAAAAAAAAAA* as per the kit’s manufacturer’s recommendation followed by mapping to the mouse reference genome GRCm38 (mm10), with gene annotations from Ensembl release 102, as described above. We note that this native RIP was designed as an exploratory experiment to detect candidate locus-derived small RNAs that may associate with ILF3. Specificity of these associations remains to be determined in future experiments (e.g., by performing pulldowns in *ILF3* knockout cells). The generated BAM files were then used to identify RNAs associated with the trigger regions. Because the native RIP-seq was performed in *Actg1*-NSD cells lacking an mRNA-destabilizing *Rela* mutation, the identified RNAs tested in fig. S11K may be derived from normal decay of the wild-type *Rela* transcript. However, PRO-seq data showed that *Rela* transcription was not decreased in WT;Δ*Ilf3* relative to WT cells, suggesting that endogenous decay does not regulate *Rela* levels in WT cells. These observations may suggest that for the identified RNAs to possibly induce self-TA, higher levels—potentially generated through NMD or supplied via transfection—may be required to trigger *Rela* self-TA. For cross-linked RIP-qPCR, the RNA immunoprecipitated and input were used to make cDNA using the Maxima First Strand cDNA synthesis kit (Thermo), and qPCR was used to calculate % input for the different conditions tested.

### PRO-seq

PRO-seq (119) was performed in three different batches. The first was WT versus *Actg1*-NSD MEFs, the second was *Actg1*-NSD MEFs versus *Actg1*-NSD; Δ*Ilf3* cells, and the third was WT versus WT;Δ*Ilf3* cells. PRO-seq library preparation, sequencing and analysis was performed through the nascent transcriptomics core at Harvard Medical School. For each sample, we provided 2 million cells that were permeabilized, followed by library construction as described before (120). Batch 1 (WT versus *Actg1*-NSD MEFs) used an earlier version of the protocol that did not use UMIs, however a dual 6nt UMI was used for batch 2 and batch 3. Libraries were sequenced using an Illumina NovaSeq sequencer. Reads were processed and aligned to the mouse reference genome GRCm38 (mm10), with gene annotations from Ensembl release 102, as described previously (120). To select gene-level features for differential expression analysis, we applied a refinement of gene annotation (GGA) using PRO-seq and RNA-seq, assigning a single, dominant TSS and transcription end site (TES) to each active gene. This was accomplished using a custom script, get_gene_annotations.sh (available at https://github.com/AdelmanLab/GetGeneAnnotation_GGA), which uses RNA-seq read abundance and PRO-seq R2 reads (RNA 5’ ends) to identify dominant TSSs, and RNA-seq profiles to define most commonly used TESs. RNA-seq from WT and *Actg1*-NSD (13) cells and PRO-seq data from all conditions were used for this analysis, to comprehensively capture gene activity in the different samples. Differentially expressed genes were identified using DESeq2 (121) v.1.38.3. For comparisons between WT and *Actg1*-NSD cells, the deleted region of *Actg1* in *Actg1*-NSD cells was excluded to ensure a fair comparison.

### TT-seq and elongation index calculations

For each replicate, 10 million cells were seeded into two 15-cm dishes one day prior to the experiment. Two replicates were performed per genotype, resulting in a total of four plates per genotype. On the day of the experiment, one plate per genotype was processed at a time to avoid handling more than four plates simultaneously. The media was aspirated and replaced with fresh media containing 500 μM 4-thiouridine (4sU) for 20 minutes. Following incubation, the media was aspirated again, and cells were rapidly washed with PBS. Two milliliters of TRIzol were then added per plate, and the cells were scraped and collected into tubes, which were flash-frozen in liquid nitrogen. TRIzol samples were then handled to the Nascent Transcriptomics Core at Harvard Medical School which performed the TT-seq library preparation, sequencing and analysis as previously described (59, 122). Libraries were sequenced using an Illumina NovaSeq sequencer. Reads were processed and aligned to the mouse reference genome GRCm38 (mm10). Differentially expressed genes were identified using DESeq2 (121) v.1.38.3. As described previously (59), the elongation index was estimated using the ratio of normalized TT-seq to PRO-seq signals. Briefly, bedGraph files were first normalized to the spiked-in *Drosophila melanogaster* reads. An exception was made for batch 3, which was normalized to sequencing depth instead due to a twofold imbalance in PRO-seq spike-in read counts between experimental conditions. We confirmed that the choice of normalization method did not affect the conclusions. Following normalization, PRO-seq reads were summed in 500-nt bins using the make_heatmap script (https://github.com/AdelmanLab/NIH_scripts/tree/main/make_heatmap) with the -v t option. For TT-seq, mean per-nucleotide coverage was computed in the same 500-nt bins using the -v c option of the same script, then multiplied by 500 to obtain the mean coverage per bin. To ensure data quality, bins containing zero reads in any dataset, as well as those overlapping or downstream of the transcription end site (TES), were assigned a value of zero. The elongation index was calculated as the ratio of TT-seq to PRO-seq signal in each bin and the 15 bins (7.5 kb) downstream of the TSS were retained for further analysis. To assess changes in the elongation indices between ILF3-enriched genes and background in the different genotypes, we used two complementary statistical approaches: (i) a within-batch Mann–Whitney U test on log-transformed ratios of elongation index (Fig. 2I), and (ii) a multilevel model fitted across all batches. For all comparisons, only genes that were transcriptionally upregulated in *Actg1*-NSD cells relative to WT according to PRO-seq (log_2_(fold-change) > 0, p ≤ 0.05) were considered. For the first analysis, for each batch, consider two genotypes A and B (i.e. WT vs *Actg1*-NSD in batch 1, *Actg1*-NSD vs *Actg1*-NSD;Δ*Ilf3* in batch 2 and WT vs WT;Δ*Ilf3* in batch 3). For each bin, *j*, the ILF3-enrichment-dependent change in log_2_(fold-change) between genotypes can be written:

$$\Delta_{j}=\Delta_{j}^{\text{ILF3-enriched}}-\Delta_{j}^{\text{bg}},$$

where $\Delta_{j}^{\text{ILF3-enriched}}=\log_{2}\left({\text{EI}}_{A,j}^{\text{ILF3-enriched}}\right)-\log_{2}\left({\text{EI}}_{B,j}^{\text{ILF3-enriched}}\right),$ and $\Delta_{j}^{\text{bg}}=\log_{2}\left({\text{EI}}_{A,j}^{\text{bg}}\right)-\log_{2}\left({\text{EI}}_{B,j}^{\text{bg}}\right).$

Here, $\text{E}{\text{I}}_{\text{A,j}}^{\text{ILF3-enriched}}$ is the median elongation index in bin j for genotype A taken across transcriptionally upregulated ILF3-enriched genes, while $\Delta_{j}^{\text{bg}}$ is across background (bg) non-ILF3-enriched genes. For each batch, the Mann-Whitney U test was performed using ILF3-enriched and $\Delta^{bg}$ for all bins (see Fig. 2I for p-values). As an alternative statistical approach, the log-transformed elongation index, $y_{i}$, can be modelled using the following multilevel (123) approach:

$$y_{i}=N\left(X\beta +\gamma_{j\left[i\right]}+\delta_{k\left[i\right]}+\eta_{l\left[i\right]},\sigma_{y}^{2}\right),\;i=1,\ldots ,N,$$

$$\gamma_{j}∼N\left(0,\sigma_{\gamma }^{2}\right),\;j=1,\ldots ,n_{\text{bin}}$$

$$\delta_{k}∼N\left(0,\sigma_{\delta }^{2}\right),\;k=1,\ldots ,n_{\text{genes}}$$

$$\eta_{l}∼N\left(0,\sigma_{\eta }^{2}\right),\;l=1,\ldots ,n_{\text{batches}}$$

where the total number of datapoints is $N=n_{\text{genes}}\times n_{\text{distances}}\times n_{\text{genotypes}}\times n_{\text{batches}}$, $y_{i}=\log_{2}\left(\text{elongation inde}{\text{x}}_{\text{i}}\right)$ and there are 8 categorical covariates $X_{0},\ldots ,X_{7}$ that correspond to ILF3-enriched genes in WT cells, background genes in WT cells, ILF3-enriched genes in *Actg1*-NSD cells, background genes in *Actg1*-NSD cells, ILF3-enriched genes in WT;Δ*Ilf3* cells background genes in WT;Δ*Ilf3* cells, ILF3-enriched genes in *Actg1*-NSD;Δ*Ilf3* cells and background genes in *Actg1*-NSD;Δ*Ilf3* cells, respectively. Implementing the above model using the lme4 package (v. 1.1–37) (124) in R (v. 4.2.1), the following inferences can be made for the differential impact on elongation index for ILF3-enriched genes in the different genotypes: ILF3-enriched genes showed a significantly higher elongation index in *Actg1*-NSD relative to WT (estimate = 0.43959, SE = 0.0704, Z = 6.244, p = 4.24×10^−10^), no detectable difference between WT and WT;Δ*Ilf3* (estimate = −0.09368, SE = 0.096, Z = −0.976, p = 0.33), and a significantly lower elongation index in *Actg1*-NSD;Δ*Ilf3* relative to *Actg1*-NSD (estimate = −0.57614, SE = 0.0798, Z = −7.216, p = 5.35×10^−13^). Both of the statistical approaches above reach consistent conclusions.

### RNA-seq

RNA from *Actg1* NMD vs *GFP-2A-RFP* NMD transgenic MEFs was isolated using the RNA Clean & Concentrator-5 kit (Zymo) three days post doxycycline induction after extended culture in media with Tet system–approved FBS (thermos) prior to doxycycline induction. To avoid contamination with genomic DNA, samples were treated by on-column DNase digestion. Total RNA and library integrity were verified on LabChip Gx Touch 24 (Perkin Elmer). 10 ng of the total RNA was used as input for the SMARTer^®^ Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Clontech). RNA sequencing (RNA-seq) was performed on a NovaSeq S1 instrument (Illumina), resulting in an average of 70 million reads per library, with 150 × 150 bp paired-end setup. 

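The depth behind the values given for fig. S10D is the total of the deposited counts, which had a mean of 22482354 per library. These count what was assigned to the genes of the table, from paired reads, and are not the same quantity as sequenced reads. In simulated counts with the means, dispersions and library sizes of these 6 libraries, 200 of 11821 genes were changed by a known factor. edgeR recovered 68% of the genes changed 1.5-fold, 86% of those changed 2-fold and 100% of those changed 4-fold or 8-fold. Of its calls in the simulation 7.33% were of unchanged genes, and with no gene changed it called 0 of 11739. The groups did not overlap in several measures of the libraries, and whether their quality or the state of the cells lies behind this was not tested. The 10 genes with the most counts took 5.69% to 5.81% of the control libraries and 6.08% to 6.19% of the *Actg1* NMD libraries. Mitochondrial genes took 1.32% to 1.79% against 1.05% to 1.24%, and 13753 to 13879 against 13493 to 13510 genes had at least 1 count. The TMM normalization factors were 1.02 to 1.03 in the control libraries and 0.969 to 0.978 in the *Actg1* NMD libraries.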

The first three nucleotides of Read 2 were trimmed as per the Pico RNA-seq protocol. Reads were aligned against the mouse reference genome GRCm38 (mm10), with gene annotations from Ensembl release 102, using STAR 2.5.3a (125). The numbers of reads that aligned to genes were counted with featureCounts 1.6.0 from the Subread package with the following parameters -*B -C -s 2 -t exon* (126). Only reads mapping at least partially inside exons were admitted, and these reads were aggregated per gene. 

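The conventional actin genes are similar in sequence, and *Actg2* is rare beside its paralogs, so that few misassigned reads would change its count. In the GENCODE M21 transcripts, the *Actg2* mRNA was compared in windows of 150 nt, the length of 1 read of a pair, with every other conventional actin mRNA. None of its 1184 windows is identical to a window of another actin mRNA or within 3 mismatches of one. The closest window has 10 mismatches, to *Actc1*, which had no count in any library. To the actins with counts the closest windows have 16 mismatches (*Acta1* and *Actb*), 17 (*Actg1*) and 18 (*Acta2*).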

Reads overlapping with multiple genes or aligning to multiple regions were excluded. 

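The authors' deposited table of this comparison lists 55291 genes, 20691 of them with an adjusted p-value, and calls 3645 higher and 3406 lower with *Actg1* NMD at an adjusted p under 0.05. For *Actg2* the authors' deposited table gives a log2 fold change of 3.06 with a standard error of 0.56 (their adjusted p = 2.95e-07), which ranks 102 among its higher genes and 61 among the 3417 of these that are in the count table. Over the 11821 genes tested with edgeR, the sign was the same for 98.1%. Both called 6355 of these genes, all with the same sign, while 541 were called by edgeR alone and 59 by the authors' deposited table alone. The authors' deposited table also holds noncoding genes. Among host genes of small nucleolar RNAs, whose spliced transcripts are known targets of nonsense-mediated decay, it lists *Snhg15* at a log2 fold change of 1.16, *Snhg5* at 1.00, *Snhg1* at 0.71, *Snhg12* at 0.59, *Zfas1* at 0.46 and *Snhg8* at 0.43, with adjusted p-values between 5.03e-28 (*Snhg5*) and 5.31e-04 (*Zfas1*) in the authors' deposited table. *Gas5* stands at 0.12 (adjusted p = 0.266) and *Epb41l4aos* at 0.38 (adjusted p = 0.101) there, and neither passed the threshold.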

Differentially expressed genes were identified using DESeq2 v.1.38.3.

### Trigger RNAs and ASOs transfection

Trigger RNAs were invitro transcribed from a dsDNA, made from annealed oligos, of the sequence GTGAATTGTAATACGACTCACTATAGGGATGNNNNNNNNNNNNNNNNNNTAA using the T7 mMESSAGE mMACHINE Transcription Kit (Thermo), where the Ns represent the trigger RNA sequence. For each experiment, 140 pmol of each trigger RNA were transfected to 200,000 WT MEFs using Nucleofection (Lonza V4XC-3032) according to the manufacturer’s protocol. HEK cells were transfected using either Lipofectamine MessengerMax (Thermo, LMRNA001) or Nucleofection (Lonza, V4XC-2032), with no major differences observed between the two methods in the pilot experiments. Nucleofection was used for most repeat experiments, as it yielded more robust results, especially for the 44-nt *PKD1* trigger RNA, likely due to higher transfection efficiency—an advantage that may be particularly important for low-activity RNAs such as the 44-nt trigger (Fig. 4H). 24 hours post transfection, RNA was extracted from cells for downstream analysis. Filter-binding and electrophoretic mobility shift assay (EMSA) assays provided evidence that the *Actg2* 75-nt trigger RNA binds to ILF3 in vitro. At higher concentrations, the *Actg2* trigger RNA induced several fold stronger upregulations in WT cells, and in some experiments using these higher concentrations, a weaker response was also detected in *Ilf3* KO cells, possibly due to direct interference with antisense RNAs similar to the more chemically stable ASOs or the gRNA-dCas13 control/lacZ experiments. We also tested an uncapped version of the *Actg2* 75-nt trigger RNA (unlike the capped version generated using the mMESSAGE mMACHINE kit used in our experiments), which is expected to be rapidly degraded inside cells. This uncapped RNA, ordered from IDT, did not induce *Actg2* upregulation, supporting that trigger RNA stability and intracellular concentration influence the response. ASOs where designed and ordered through IDT. For *Actg1* trigger regions, we had to expand the windows of design by a few nucleotides 5’ and 3’ of the exact trigger peak region to be able to design at least two ASOs that are predicted to be of good specificity and efficiency. 200 pmol of each ASO was nucleofected into MEFs or HEKs using the SG Cell Line 4D-Nucleofector^®^ X Kit (Lonza, V4XC-3032) or the SF Cell Line 4D-Nucleofector^®^ X Kit (Lonza, V4XC-2032) as per the manufacturer’s protocol. 24 hours post nucleofection, RNA was extracted from cells for downstream analysis. 5’6-FAM conjugated versions of the *Actg2* ASOs were also ordered through IDT, nucleofected to MEFs, and analyzed 24 hours post nucleofection on a NXT Flow Cytometer (Thermo Fisher). ASO and trigger RNA sequences are in table S5.

### Western Blot Analysis

Cells were collected then lysed by rocking them for 15 minutes at at 4°C in RIPA lysis buffer (Thermo) supplemented with 1x Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher, 78446), followed by centrifugation for 5 minutes at 5,000 rcf to obtain clarified cell lysates. Protein concentrations within the lysates were quantified using the Pierce BCA Protein Assay kit (Thermo Fisher, 23225) for equal loading. 4–5 μg of protein were then boiled with 6x Laemmli SDS buffer at 95°C for 5 minutes before proteins were separated on Bolt 4–12% Bis-Tris gels (Thermo Fisher, NW04127BOX) then transferred to Nitrocellulose membranes using the Mini Trans-Blot Cell (BioRad) kit at the high molecular weight settings. Following transfer, membranes were blocked with EveryBlot Blocking Buffer (BioRad, 12010020) at room temperature for 1 hour, and subsequently incubated with primary antibodies, at dilutions indicated by the manufacturer, overnight at 4°C. The following day, membranes were washed 3 times with 1X TBST followed by a 1 hour incubation with the secondary antibodies. 3 washes in 1X TBST were then performed and the membranes were then incubated with 2 ml working solution of SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo, 34577) and imaged using a ChemiDoc MP system (Biorad). For western blots on nuclear lysates, nuclei were first isolated through a modified version of the 10xGenomics Isolation of Nuclei for Single Cell RNA Sequencing & Tissues for Single Cell RNA Sequencing protocol (CG000124, Rev F) followed by lysis in RIPA buffer. The following antibodies were used: Primary antibodies against ILF3 (abcam, ab92355), ILF2 (Cell signaling technology, 63079), RNASEH1 (Proteintech, 15606–1-AP), Cas13d (abcam, ab314741), YY1 (Cell Signaling Technology, 46395), UPF1 (Cell signaling technology, 12040), ACTG1 (EMD Millipore, MABT824), GAPDH (Cell signaling technology, 2118), VINCULIN (Cell signaling technology, 13901), SRP9 (Proteintech, 11195–1-AP), SERBP1 (Proteintech, 10729–1-AP) and FLAG (Sigma M2 anti-FLAG, M8823). Secondary antibodies used were anti-rabbit IgG, HRP-linked (CST 7074) and anti-mouse IgG, HRP-linked (CST 7076). All blot images presented in this study were screened for potential image duplication or manipulation using ProofIG AI (https://www.proofig.com/); no irregularities were detected.

### Chromatin immunoprecipitation

ChIP was performed using the truChIP Chromatin Shearing Reagent kit (Covaris) using 30 million cells per immunoprecipitation according to the manufacturer’s protocol. Chromatin was sheared using Bioruptor (Diagenode) to generate fragments of 200–1000 bp in size. Immunoprecipitation was then performed as previously described (127). The following antibodies were used: WDR5 (4 μg per immunoprecipitation, 13105, Cell Signaling Technology), H3K4me3 (4 μg per immunoprecipitation, 9751, Cell Signaling Technology), BRG1 (4 μg per immunoprecipitation, 49360, Cell Signaling Technology), YY1 (4 μg per immunoprecipitation, 46395, Cell Signaling Technology), PRMT1(4 μg per immunoprecipitation, ab190892, abcam) and Phospho-Rpb1 CTD (Ser2) (4 μg per immunoprecipitation, 13499, Cell Signaling Technology). Following immunoprecipitation and reverse cross-linking, samples were purified using the NucleoSpin Gel and PCR Clean-up kit (Macherey-Nagel), according to the manufacturer’s protocol for samples containing sodium dodecyl sulfate.

### Co-immunoprecipitation

Cells expressing FLAG-tagged versions of NF110 or LacZ or GFP were lysed in 2ml of buffer containing 50mM HEPES pH 7.5, 200mM NaCl2, 2mM MgAc2, 1 mM DTT, 1% triton x-100 and 1x Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher, 78446). Lysates were rocked for 30 minutes at 4°C, followed by 15 minutes at 37 degrees with or without RNase cocktail (Thermo, AM2286), then spun down for 10 minutes at 10,000 rcf to obtain clarified cell lysate. 50μl of the lysate was set aside and stored at −80 to be used later as input samples. Anti-FLAG Magnetic Agarose Beads (Sigma) (70 μL per sample) were added to lysates and rocked at 4°C for 2 hours. Post-binding, beads were washed 5 times with 1 ml wash buffer and bound material (IP samples) was eluted by resuspending the beads in 100μl of a 150 ng/μl 3XFLAG solution. Eluates were collected by separating the beads with a magnet and collecting the samples. To assess interaction partners, samples were first boiled with 6x Laemmli SDS buffer at 95°C for 5 minutes and proteins were separated on Bolt 4–12% BisTris gels (Thermo Fisher, NW04127BOX), and visualized by immunoblotting as described above. The following primary antibodies were used: UPF1 (Cell signaling technology, 12040), phospho-UPF1(Ser1127) (EMD Millipore, 07–1016), PELO (abcam, ab309344), WDR5 (Cell signaling technology, 13105), GAPDH (Cell signaling technology, 2118), FLAG (Sigma M2 anti-FLAG, M8823).

### Quantifying mRNA half-lives by transcription inhibition

Cells were treated with 10 μg/ml actinomycin D (Sigma) to block transcription and where then collected in TRIzol at various time points post-treatment for RNA extraction. Rn18s was used as a housekeeping gene, as its expression level was not affected over the time course of treatment. Half-lives were then quantified from fitted nonlinear exponential decay curves, and *P* values were calculated using the time points that captured the dynamic phase of decay, excluding the pre-treatment reference point and the final time point, at which transcript levels were uniformly low across the tested genotypes.

### Metabolic labeling pulse-chase experiment

A day prior to the experiment, 2.25 million *Actg1*-NSD or *Actg1*-NSD;Δ*Ilf3* MEFs were seeded in 10 cm dishes (nine dishes per genotype). On the following day, the culture medium was replaced with fresh medium containing 500 μM 4-thiouridine (4sU; Sigma-Aldrich) for 1 hour (pulse period). At the end of the pulse, cells corresponding to the 0-hour time point were washed with ice-cold PBS and lysed directly in 1 mL TRIzol (one dish per replicate). For the chase samples, the medium was replaced with medium containing 5 mM uridine (Sigma-Aldrich) for 1 hour, followed by replacement with medium containing 2 mM uridine for the remainder of the chase period. Seven hours after the end of labeling, cells were washed with ice-cold PBS and lysed in 1 mL TRIzol (two dishes per replicate). Labeled RNA was purified as previously described (128). Briefly, total RNA was extracted using the miRNeasy Mini Kit (Qiagen), and the 4sU-labeled RNA was biotinylated with biotin-HPDP (Thermo Fisher Scientific). Biotinylated RNA was isolated using the μMACS Streptavidin Kit (Miltenyi Biotec) and subsequently used for reverse transcription and qPCR analysis.

### CRISPRn perturb-seq library design and cloning

We designed a dual gRNA CRISPRn library composed of closely spaced gRNAs targeting 147 genes that included 10 negative-control non-expressed genes: *MAGEA5*, *FOLH1B*, *TBC1D3B*, *SPATA31C2*, *ZNF806*, and 5 olfactory receptors (*OR4F29*, *OR1F1*, *OR2C1*, *OR3A1* and *OR3A2*), in addition to 5 pairs of non-targeting control sgRNAs. The genes targeted spanned a wide range of gene ontology terms that included subsets of: (i) orthologs of genes targeted in previous genetic compensation studies (13, 14) (ii) genes identified to have stronger growth effects when targeted by CRISPRn versus CRISPRi and vice versa as identified in screens performed in a previous study (129) (iii) Cancer Dependency Map common essential genes as defined in 20Q1 (iv) non-essential genes (v) genes that are under the control of bi-directional promoters (vi) 10 negative-control non-expressed genes as CRISPRn double-stranded breaks control (vii) non-targeting control sgRNAs; the library was designed to include 9–10% control gRNAs (negative control and non-tageting gRNAs). To increase the potential of having an out-of-frame mutation that will elicit NMD, and to be on-par with the CRISPRi Perturb-seq dataset to which the data was going to be compared (52), a multiplexed CRISPRn library was constructed which targeted each gene with two unique sgRNAs expressed from tandem U6 expression cassettes in a single lentiviral vector (105). The Human Improved Genome-wide Knockout CRISPR Library (130) and the Brunello library (107) CRISPRn sgRNA library were used as a source of sgRNAs targeting each gene, with the optimal sgRNA pair targeting each gene selected to be the closest two sgRNAs to each other to avoid having large deletions that can influence TA responses. We also avoided sgRNAs targeting within the first 150 nucleotides of an open reading frame as stop codons in these regions can escape nonsense-mediated decay (131). The sgRNAs used can be found in table S6. Cloning of the dual gRNA libraries with capture sequences for 3’ direct capture Perturb-seq into an sgRNA lentiviral expression vector (pJR101, Addgene #187241) was performed as described before (52, 105, 132) and here: https://weissman.wi.mit.edu/resources/2022_crispri_protocols/Protocol_1_dual_sgRNA_lib_cloning.pdf. Briefly, a two-step restriction enzyme digestion and ligation cloning of oligos into pJR101 was performed to maintain coupling of sgRNAs targeting the same gene. Oligos encoding the targeting regions of dual-sgRNA pairs were synthesized as an oligonucleotide pool (Twist Biosciences) with the structure: 5’- PCR adapter - CCACCTTGTTG – targeting region A - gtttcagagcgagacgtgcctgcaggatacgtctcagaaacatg – targeting region B - GTTTAAGAGCTAAGCTG - PCR adapter-3’. Oligo pools were amplified, digested with BstXI/BlpI, and ligated into pJR101. To add an sgRNA constant region and hU6 promoter to the vector, pJR89 (Addgene #140096) was BsmBI-digested and and the sequence encoding the sgRNA constant region and hU6 promoter was ligated into the intermediate library.

### Perturb-seq

CRISPRn perturb-seq experiments were performed similar to the day 8 genome-wide CRISPRi perturb-seq (52) to allow for direct comparison of the two different datasets. The CRISPRn library was packaged into lentivirus in 293T/17 cells and K562 Cas9 cells were transduced via spinfection (1000g) with polybrene (8 μg/ml) with the target of obtaining an infection rate of ∼30%. Cells were maintained at a viability of >90%, a coverage of 1000 cells per library element, and a density of 250,000 to 1,000,000 cells/ml for the course of the experiment. Three days post transduction, cells were sorted to near purity by FACS (FACSAria2, BD Biosciences), using GFP as a marker for sgRNA vector transduction. Eight days post infection, the cells were measured to be 97% GFP+ (LSR2, BD Biosciences), >90% viable, and at a concentration of ∼800,000 cells/ml (Countess II, ThermoFisher). Cells were prepared for single-cell RNA-sequencing by resuspension in 1X PBS with 0.04% BSA as detailed in the 10x Genomics Single Cell Protocols Cell Preparation Guide (10x Genomics, CG00053 Rev C). Cells were then separated into droplet emulsions using the Chromium Controller (10x Genomics) with Chromium Single-Cell 3′ Gel Beads v3 (10x Genomics, PN-1000075) across 3 “lanes”/”GEM groups” following the 10x Genomics Chromium Single Cell 3ʹ Reagent Kits v3 User Guide with Feature Barcode technology for CRISPR Screening (CG000184 Rev C) with the goal of recovering ∼20,000 cells per GEM group before filtering. To perform the CRISPRn perturb-seq experiment in *ILF3*-knockout K562 cells, K562-Cas9 cells were co-transduced via spinfection (as described above) with two components: (1) an all-in-one Cas12 expression vector co-expressing four sgRNAs targeting ILF3, and (2) the CRISPRn perturb-seq library. The spinfection was optimized to achieve an infection rate of ~30% for each independently. Three days post-transduction, double-positive cells were isolated by FACS (FACSAria2, BD Biosciences), using mCherry as a marker for the Cas12-sgRNA vector and GFP to mark the CRISPRn perturb-seq library, enriching for cells expressing both constructs to near purity. Eight days post infection, the cells were measured to be 97% double positive for GFP and mCherry (LSR2, BD Biosciences). Cells were prepared for single-cell RNA-sequencing by resuspension in 1X PBS with 0.04% BSA as detailed in the 10x Genomics Single Cell Protocols Cell Preparation Guide (10x Genomics, CG00053 Rev C). Cells were then separated into droplet emulsions using the Chromium Controller (10x Genomics) with Chromium Single Cell 3’ HT Gel Bead Kit v3.1 (10x Genomics, PN-1000370) across 2 “lanes”/”GEM groups” following the Chromium Next GEM Single Cell 3’ HT Reagent Kits v3.1 User Guide with Feature Barcode technology for CRISPR Screening (CG000421Rev D) with the goal of recovering ∼30,000 cells per GEM group before filtering. As noted in the main text, while loss of ILF3 did not seem to affect cell proliferation in MEFs, it led to an observable cell proliferation phenotype in K562s which is consistent with its reported essentiality in K562s in the cancer dependency map portal (DepMap). While we performed the experiment at a time point preceding decreased cellular proliferation, it is nevertheless important to note that while our analyses provide a pool of TA-candidate pairs which can be used to globally explore requirements for TA and ILF3 involvement, as with any large-scale study, individual gene pairs need to be validated before undertaking focused functional investigations. For the *ILF3* KO Perturb-seq experiment, WT cells transduced with four different control gRNAs were pooled with *ILF3* KO cells prior to GEM generation in proportions ensuring representation equivalent to other gRNAs. This allowed inclusion of a WT control population alongside the *ILF3* KO cells transduced with control gRNAs. The analyses presented in the manuscript use *ILF3* KO cells transduced with control gRNAs as the control group; however, conclusions were unchanged when using WT cells as controls. For preparation of gene expression and sgRNA libraries, samples were processed according to 10x Genomics Chromium Single Cell 3ʹ Reagent Kits v3 or v3.1 User Guide with Feature Barcode technology for CRISPR Screening (CG000184 Rev C, CG000418 Rev D). For sequencing, mRNA and sgRNA libraries were pooled to avoid index collisions at a 10:1 ratio. Libraries were sequenced on a NovaSeq (Illumina) according to the 10x Genomics User Guide. Following sequencing, reads were used as input to Cell Ranger for alignment. In total, 55846 cells were sequenced for the perturb-seq experiment in WT K562 Cas9 cells and 63554 for the *ILF3* knockout cells.

#### Alignment, cell calling, and guide assignment

Cell Ranger 6.1.2 software (10x Genomics) was used for alignment of scRNA-seq reads to the transcriptome, alignment of sgRNA reads to the library, collapsing reads to UMI counts, and cell calling. The 10x Genomics GRCh38 version 2020-A genome build was used as a reference transcriptome. Reads from the sgRNA libraries were mapped with Cell Ranger. To account for differences in sequencing depths across GEM groups from the same experiment, reads were downsampled to produce a more even distribution of the number of reads per cell across gemgroups, with a threshold of 1000 reads per cell. Guide calling was performed with a Poisson-Gaussian mixture model as previously described. For each guide, the mixture model was fit 100 times, selecting the maximum likelihood model from among the fits. After guide calling, each cell was categorized according to its guide identities as representing a single genetic perturbation or a multiplet (which may arise from lentiviral recombination or multiple cell encapsulation during droplet generation). Only cells bearing two guides targeting the same gene were used for downstream analysis. Downstream analyses were performed in Python, using a combination of numpy, scipy, Pandas, scikit-learn, pomegranate, infercnvpy, pygenometracks, scanpy and seaborn libraries as described before (49, 52).

#### Normalization of gene expression measurements and gene-level differential expression testing using the Mann-Whitney tests

We used normalization processes similar to the one used for the CRISPRi genome-wide perturb-seq (52) and as described before (49) using control non-targeting sgRNAs. We then computed a normalized gene expression matrix for cells via UMI count normalization where we scaled expression within all cells so that their total UMI counts equal the median UMI count of core control cells within the experiment). We then test for each gene whether the distribution of normalized expression is identical between control cells bearing non-targeting sgRNAs and cells bearing each perturbation. Only genes detected in at least 3 cells were analyzed, and only cells where at least 200 genes were detected were kept for the analysis. We used the Mann-Whitney U test (scipy.stats.mannwhitneyu) implemented in scipy, which tests whether one distribution is stochastically greater than another. We used the asymptotic *P* values and excluded any perturbation with fewer than 40 cells. *P* values were adjusted for multiple hypothesis testing using three complementary correction strategies: (i) Bonferroni correction across the 84 perturbed genes (significance threshold: P ≤ 0.05/84 = 5.95E-4), (ii) Benjamini-Hochberg (BH) correction applied globally across all gene-pair comparisons (n = 692,664; significance threshold: adjusted *P* ≤ 0.05), and (iii) BH correction applied locally within each perturbation-specific gene-pair set (n = 8,246 per perturbation; adjusted *P* ≤ 0.05). A gene-pair was considered significantly affected by a perturbation if it passed the adjusted significance threshold under any of the three correction strategies. This inclusive approach was chosen to maximize detection sensitivity across a range of multiple-testing correction stringencies, balancing Bonferroni with the broader detection power of BH procedures. However, as noted in the main text, while the resulting set of TA-candidate and control gene pairs provides a valuable resource for globally exploring the requirements of TA, individual gene-pair relationships should be treated as candidates, as global patterns can be highly informative but individual outcomes may be influenced by confounding factors that may include gRNA off-target, batch effects or Cas9-specific double-strand breaks. These relationships should therefore be subjected to orthogonal or functional validation prior to focused investigation.

#### Data analysis

While the library targeted 147 genes, the downstream analyses focused on 84 genes only. Besides perturbations that were eliminated in the quality control steps described above, we excluded genes that were either missing in the CRISPRi dataset or whose levels following CRISPRi-mediated knockdown was not < 0.33. *TUBA1C* was also excluded as we observed that one of the designed gRNAs had a perfect match with another gene *TUBA1B*. For downstream analysis we examine “gene pairs” in which we analyze the expression levels of genes (hereafter referred to as observed genes) upon perturbing a given gene (hereafter referred to as perturbed gene). TA-candidate gene-pairs were identified as those where the observed gene was significantly (equivalent to a corrected *P* value of <= 0.05) upregulated upon CRISPRn-mediated perturbation of the perturbed gene by a fold change >= 1.5 and that were either: a) not significantly upregulated upon CRISPRi-mediated perturbation of the same perturbed gene or, b) if it is, the fold change in upregulation of the observed gene upon CRISPRn-mediate perturbation must be at least 1.5 times higher than what is observed with CRISPRi. Control gene pairs where identified as those with the opposing criteria (i.e., the observed gene is significantly upregulated upon CRISPRi-mediated perturbation of the perturbed gene by a fold change >= 1.5 and that was either: a) not significantly upregulated upon CRISPRn-mediated perturbation of the same perturbed gene or, b) if it is, the fold change in upregulation of the observed gene upon CRISPRi-mediate perturbation must be at least 1.5 times higher than what is observed with CRISPRn). The rationale for the choice of those control pairs was to define a comparison group in which the observed (assessed) gene was amenable to upregulation, but in a TA-independent manner. This approach allowed us to avoid including genes located in compact heterochromatin environments that are generally not amenable to upregulation. In addition, it enabled comparison to a group of similar size, rather than to all possible gene pairs (>650K), which would have required computationally intensive subsampling analyses across all analyses. While our analysis identified only one paralogous pair among the TA-candidate pairs, this likely reflects the relatively lower sensitivity of scRNA-seq in detecting small expression changes, as well as the relatively strict thresholds used to define TA candidates. For example, applying a very relaxed criterion of CRISPRn fold change > 1 and CRISPRn/CRISPRi ratio > 1 yields 156 of the 439 possible paralogous pairs. Although most of these are very unlikely to represent TA candidates, a few may correspond to genuine but weak TA responses that could be of interest for future validation studies. We nonetheless chose to retain stricter thresholds to maintain higher confidence in the candidates included in our global analysis.

##### Assessment of similarity of perturbation transcriptional profiles in the different experiments

CRISPRn and CRISPRi perturbation of a given gene similarly led to transcriptional responses that are a signature of successful perturbations. For each perturbed gene the total number of differentially expressed genes (DEGs) was close for the two methods of perturbation (fig. S2A). As apparent in the figure, a few outliers existed—for example, *RPL26*, which had 900 control gene pairs—but we chose to retain them in the analyses, as they may reflect true biological effects. As a test, we excluded some outliers from some of our analyses and found that their removal did not affect the conclusions. We applied UMAP to normalized transcriptomic profiles with parameters n_neighbors =2, min_dist=0 and random_state=42 to generate two- dimensional (2D) embeddings for each perturbed gene in either Perturb- seq experiments. For each perturbed gene, Euclidean distance in high-dimensional space between the two embeddings were calculated as an imperfect proxy for how similar the transcriptome-wide response between CRISPRn Perturb- seq and CRISPRi Perturb- seq experiments were. However, to assess the similarity of transcriptomic responses between CRISPRn and CRISPRi perturbations (fig. S2B), we first applied principal component analysis (PCA) to transform the transcriptomes into an orthogonal, lower-dimensional space, using varying numbers of components. We then calculated Euclidean distances between transcriptomic profiles in this PCA-transformed space. This approach reduces noise and highlights major sources of variance, which is particularly helpful when comparing self-perturbations (same gene) versus non-self perturbations (different genes), where signal can be diluted by background transcriptional variability. As a background comparison, for each gene perturbed by CRISPRn, we calculated the median distance between its CRISPRn-induced profile and the CRISPRi-induced profiles of all other (nonself) genes. We found that CRISPRn and CRISPRi perturbations of the same gene were significantly closer in PCA space than CRISPRn perturbations of a gene compared to CRISPRi perturbations of other genes (fig. S2B). A similar pattern was observed when comparing CRISPRn perturbations in wild-type versus *ILF3* knockout cells (fig. S4C), confirming that perturbations of the same gene cluster more closely than those of different genes—indicating similarly successful perturbation and broadly similar global transcriptomic responses across conditions. For other analyses, we used Euclidean distances in high-dimensional gene expression space (fig. S2C, D) to capture the full complexity of the transcriptomic profiles without relying on dimensionality reduction.

#### Annotation of gene elements

Unless noted otherwise, we used the genetic coordinate information of each gene and its canonical transcript found in Ensembl v109, hg38. The region ± 2500 base pair around the transcription start site was annotated as promoter. As there are multiple ways to define enhancers and connect enhancers to genes, we used annotations from 4 diverse datasets to be comprehensive. One of the main ways to define enhancers are from epigenetic marks. *Enhancer_epimap* are 239,349 candidate-enhancer regions from the Epimap dataset (https://compbio.mit.edu/epimap/, (133)). These candidate enhancer elements are defined by the 18-state ChromHMM Roadmap model from observed and imputed tracks of six histone marks (H3K27ac, H3K4me1, H3K4me3, H3K36me3, H3K9me3, H3K27me3) in K562 sample BSS00762. Enhancers were connected to genes using minimum 0.7 correlation threshold between epigenetic marks and gene expression (links_corr_only), as recommended by the authors. *Enhancer_ABC* are candidate-enhancer regions defined by epigenetic marks for the sample “K562-Roadmap” in (134). Enhancers were connected to gene using prediction from ABC method, which predict enhancer–gene connections based on measurements of chromatin accessibility (ATAC-seq or DNase-seq), histone modifications (H3K27ac ChIP–seq), and chromatin conformation (Hi-C). Enhancer-gene pairs with ABC score > 0.015 were used for further analyses, which resulted in 61,981 regions. *Enhancer_eRNA_Yulab* and *Enhancer_eRNA_Lidschreiber* are both putative enhancer regions with evidence of transcription of relatively short-lived, divergent enhancer RNA transcripts. *Enhancer_eRNA_Yulab* are 70,107 proximal and distal elements defined by integrating data from 7 RNA-seq assay methods to detect eRNA in K562 (https://pints.yulab.org/, (135)) and linked to the nearest gene. *Enhancer_eRNA_Lidschreiber* are 12,854 putative enhancer elements that show evidence of intergenic and antisense RNA transcription, identified via transient transcriptome sequencing (136). The authors provided 3 methods to connect enhancer to gene (PairedNearest, PairedCorrelatedNeighbouring and PairedCorrelatedWindow), so we used gene-enhancer pairs linked by at least one method, to be inclusive.

#### Sequence similarity analysis

We performed sequence similarity analyses between the perturbed gene’s cDNA sequence and the aforementioned observed gene’s elements using BLASTn (137). cDNA sequence of the perturbed gene’s canonical transcript was obtained from Ensembl v109, along with coordinates of exons, cDNA coding region, and UTRs. Only the observed genes that appeared in TA-candidate and the control gene pairs were included in the BLAST analysis. Genetic coordinates for the observed genes’ elements were obtained from the various datasets as mentioned, converted to hg38 coordinates using liftOver if needed, and used to retrieve nucleotide sequence. BLASTn analysis was performed comparing each perturbed gene’s cDNA sequence against each of the 6 sequence databases of observed gene’s elements (gene body, promoter, enhancer_epimap, enhancer_ABC, enhancer_eRNA_Yulab, enhancer_eRNA_Lidschreiber) with parameters word size 4 and E value up to 100000 to capture all possible alignments. Same BLASTn criteria was used for the analysis in fig. S7E. We note that the conclusions presented in fig. S3A (and 1J) did not change when non-significantly changed genes (based on corrected P values) were assigned a fold-change value of 1.

#### ILF3 motif enrichment analysis

Eight motifs for ILF3 in K562 were in mCrossBase, a database of RNA-binding protein binding motifs and crosslink sites defined jointly from ENCODE’s eCLIP data (https://zhanglab.c2b2.columbia.edu/mCrossBase/index.php, (53, 54)). We used MAST from MEME Suite version 5.5.3 to search sequences of BLASTn alignments between gene pairs for matches to the set of ILF3 motifs. MAST was specified to score only the exact alignment sequence and not the reverse complement, with an Evalue threshold < 1000, and used as background a random sequence model that assumes each position in a random sequence is generated according to the average letter frequencies in the database of all BLASTn alignment sequences. For each sequence, MAST returns a position p-value for each identified motifs, sequence p-value, and sequence E value. High-confidence matches are identified as motif matches with a p-value < 0.0001. The sequence p-value is the combined best matches of a sequence to the group of ILF3 motifs, and sequence E value is the probability of observing a sequence p-value at least as small in a random sequence file of the same size.

#### Similarity of genes in Exome-wide association study’s significance patterns

Gene-level burden test summary statistics from a recent exome-wide association study (138) was downloaded. The summary statistics was stratified by phenotype, variant consequence (pLOF, DelMissense, pLOF_and_DelMissense) and variant MAF (singleton, <0.001%, < 0.01%, < 0.1%, < 1%). We included genes from a) TA candidate gene pairs, b) control gene pairs. We obtained for each gene a p-value for each combination of [gene]_ [variant_consequence]_[MAF]_[phenotype] (for example, [ACTG1]_[pLOF]_[<0.001%]_[Coffee_consumed]). This resulted in a matrix of shape (2870, 39,850). PCA is applied to this matrix to reduce it to 2,700 principal components, resulting in a matrix of shape (2870, 2700). The number of components was chosen based on the finding that 2,131 components explain 95% of the variance. Thus, each perturbed gene can be represented by 2,700 numbers. Euclidean distances between gene pairs were calculated from different numbers of consecutive components. We experimented with different combinations of components and observed similar results.

## Supplementary Material

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Supplementary Materials

Supplementary Materials

Supplementary Text

Figs. S1 to S12

Tables S1 to S6

References (142–179)

## Figures and Tables

**Fig. 1.**
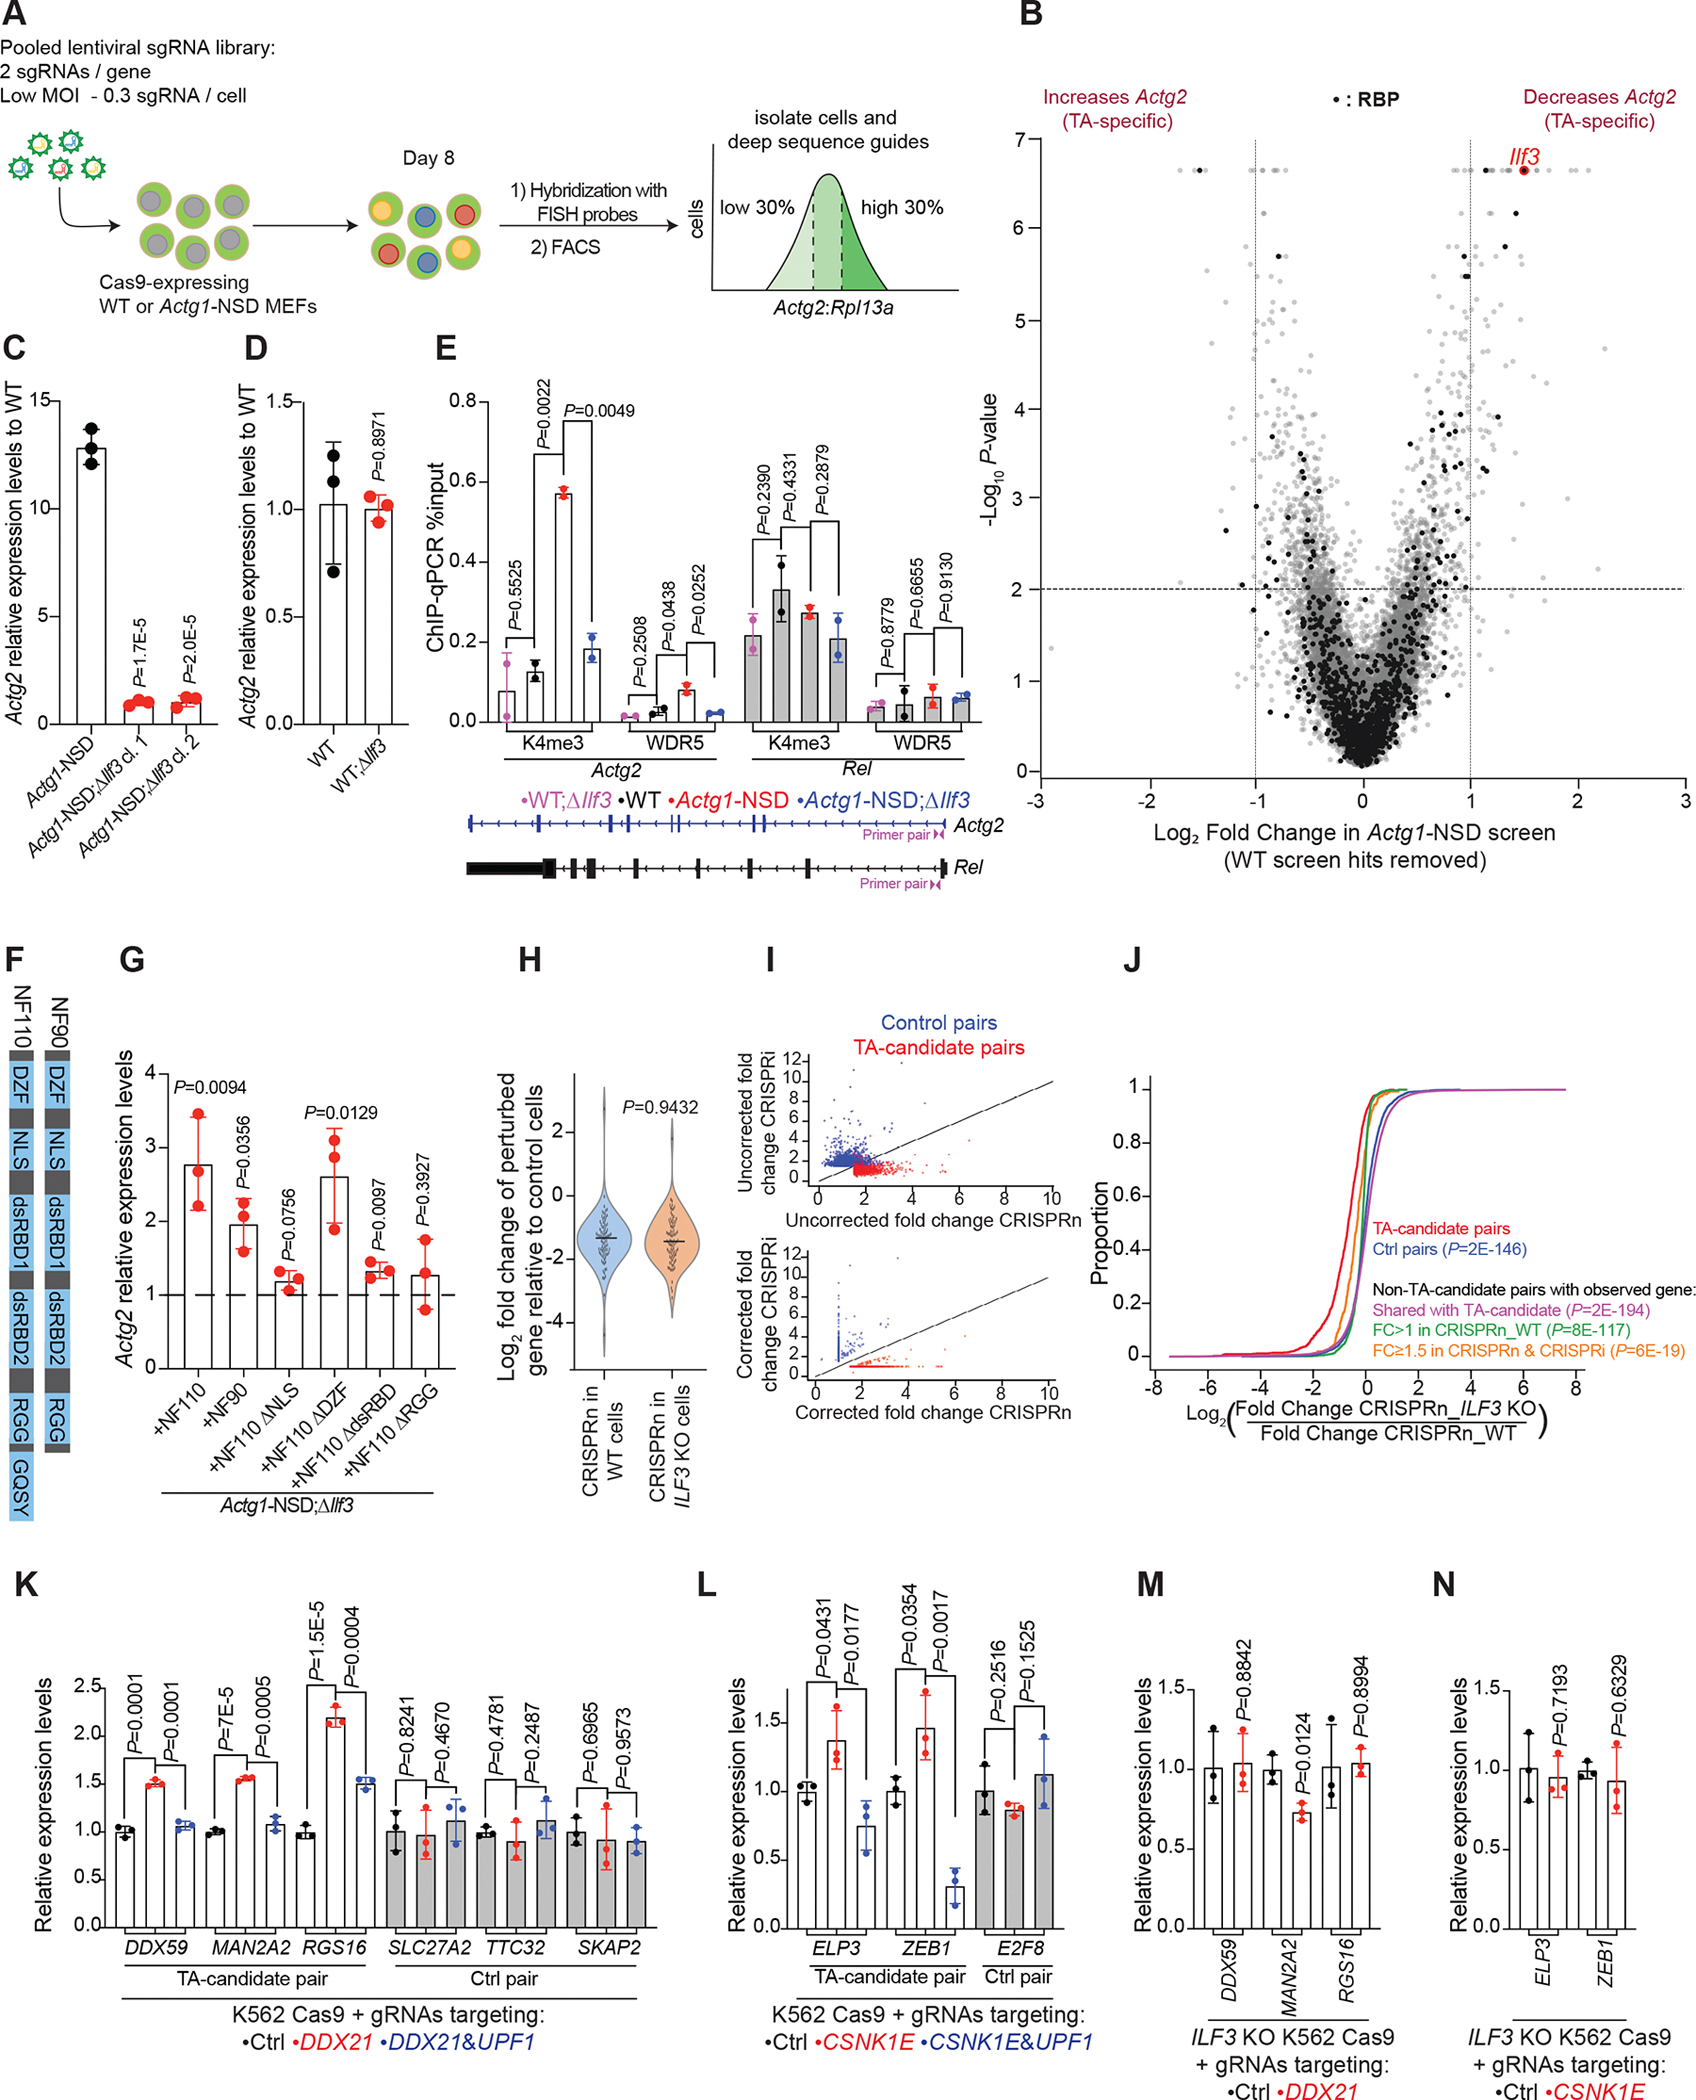
Genetic screens identify ILF3 as a mediator of transcriptional adaptation. (**A**) Schematic showing the Flow-FISH-based genome-wide CRISPR-Cas9 screens used in *Actg1*-NSD and WT cells. (**B**) Gene-level enrichment of the average scores of the sgRNAs in the bottom 30% of *Actg2*/*Rpl13a* expressing cells relative to the top 30% of expressing cells, plotted against MAGeCK-calculated *P*-values obtained from two independent replicates of a genome-wide CRISPR screen in *Actg1*-NSD cells. Genes scoring as hits in the counter screen in WT cells were removed prior to the MAGeCK analysis, and hence the figure looks different than fig. S1C. *Ilf3* is encircled in red. Black dots represent known RBPs (139, 140): RNA binding proteins that are not RNA decay factors. (**C**) Quantitative polymerase chain reaction (qPCR) analysis of *Actg2* mRNA expression levels in *Actg1*-NSD cells and the two generated *Actg1*-NSD;Δ*Ilf3* clones relative to WT cells. (**D**) Quantitative polymerase chain reaction (qPCR) analysis of *Actg2* mRNA expression levels in the generated WT;Δ*Ilf3* clone relative to WT MEFs. (**E**) ChIP-qPCR analysis of WDR5 and H3K4me3 occupancy near TSS of *Actg2*, or *Rel* (as a control locus), in WT, *Actg1*-NSD, *Actg1*-NSD;Δ*Ilf3* and WT;Δ*Ilf3* cells. The *Actg2* and *Rel* loci are shown below the plot, with the position of a primer pair at the TSS shown (purple triangles). (**F**) Cartoon showing the two different ILF3 isoforms, and known domains in the two proteins. DZF: Domain associated with Zinc Fingers; NLS: Nuclear Localization Signal; dsRBD: Double-Stranded RNA Binding Domain. RGG: single stranded RNA binding domain. (**G**) qPCR analysis of *Actg2* mRNA expression levels in *Actg1*-NSD;Δ*Ilf3* cells transduced with plasmids expressing FLAG-tagged full length NF90 or NF110 or NF110 with the indicated truncations under the control of *Ilf3* endogenous promoter relative to control (dashed line). (**H**) Fold change of expression levels of the genes targeted (perturbed-genes) in the CRISPRn Perturb-seq experiment performed on WT and *ILF3* KO K562 cells across each perturbation relative to non-targeting control gRNAs. n=84. (**I**) Top: Expression levels of the assessed genes within the identified TA-candidate (n = 754) and control pairs (n = 2559) upon CRISPRn or CRISPRi-mediated perturbation, relative to control cells. Bottom: Same as top, except that for genes whose expression change was not significant after multiple-testing correction (e.g., fold-change = 0.8 but the *P*-value was not significant), the fold change was set to 1 (no change). This “corrected fold-change” therefore reflects only statistically significant changes, while nonsignificant ones are shown as unchanged (FC = 1). Each dot represents a gene pair. (**J**) Cumulative distribution of the log_2_ of the ratio of fold change of the expression levels of the observed genes in the indicated gene pair groups relative to control upon perturbing a gene with CRISPRn in *ILF3* KO to that of WT K562s. Plotted gene pairs are TA-candidate pairs (red line, n=754), Ctrl Pairs (blue line, n=2559), non-TA-candidate pairs where the observed (assessed) genes were found in the TA-candidate list (magenta line, n=52166), all other non-TA-candidate gene pairs where the observed gene is significantly upregulated (fold-change >1, Padj≤0.05) in the CRISPRn Perturb-seq dataset from WT cells (green line, n=1644), and a further subset of that containing only gene pairs where the observed (assessed) gene was upregulated with a fold-change ≥1.5 and Padj≤0.05 both upon CRISPRn or CRISPRi perturbation in WT cells (orange line, n=299). FC: fold-change. These data show that observed genes in TA-candidate pairs exhibit the strongest downregulation upon ILF3 loss, relative to all other groups. The comparison to non–TA-candidate pairs containing observed genes also present in TA-candidate pairs (magenta line) highlights that the decrease in adapting (observed) gene expression in the TA-candidate group is specific to their respective perturbed partners, as these observed genes were less affected by other perturbations. Among TA-candidate pairs, 54.3% of adapting genes were downregulated by at least 1.5-fold, and 71.8% by at least 1.25-fold upon ILF3 loss. To enable log_2_ transformation, zero values were replaced with half the lowest non-zero value in each dataset. *P* values (Mann–Whitney U test) are reported relative to the TA-candidate group. (**K**) qPCR analysis of the indicated genes’ mRNA expression levels in K562-Cas9 cells that express a non-targeting (control), or *DDX21* sgRNA, or *DDX21* and *UPF1* gRNAs. (**L**) qPCR analysis of the indicated genes’ mRNA expression levels in K562-Cas9 cells that express a non-targeting (control), or *CSNK1E* sgRNA, or *CSNK1E* and *UPF1* gRNAs. (**M**) qPCR analysis of the indicated genes’ mRNA expression levels in Cas12-generated-*ILF3* polyclonal KO K562-Cas9 cells transduced with either a non-targeting (control), or *DDX21* sgRNA. (**N**) qPCR analysis of the indicated genes’ mRNA expression levels in Cas12-generated-*ILF3* polyclonal KO K562-Cas9 cells transduced with either a non-targeting (control), or *CSNK1E* sgRNA. (**C, D, G, K-N**) n = 3 biologically independent samples. Wild-type or control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P*-values. (**H, J**) Mann-Whitney U test was used to calculate *P*-value.

**Fig. 2.**
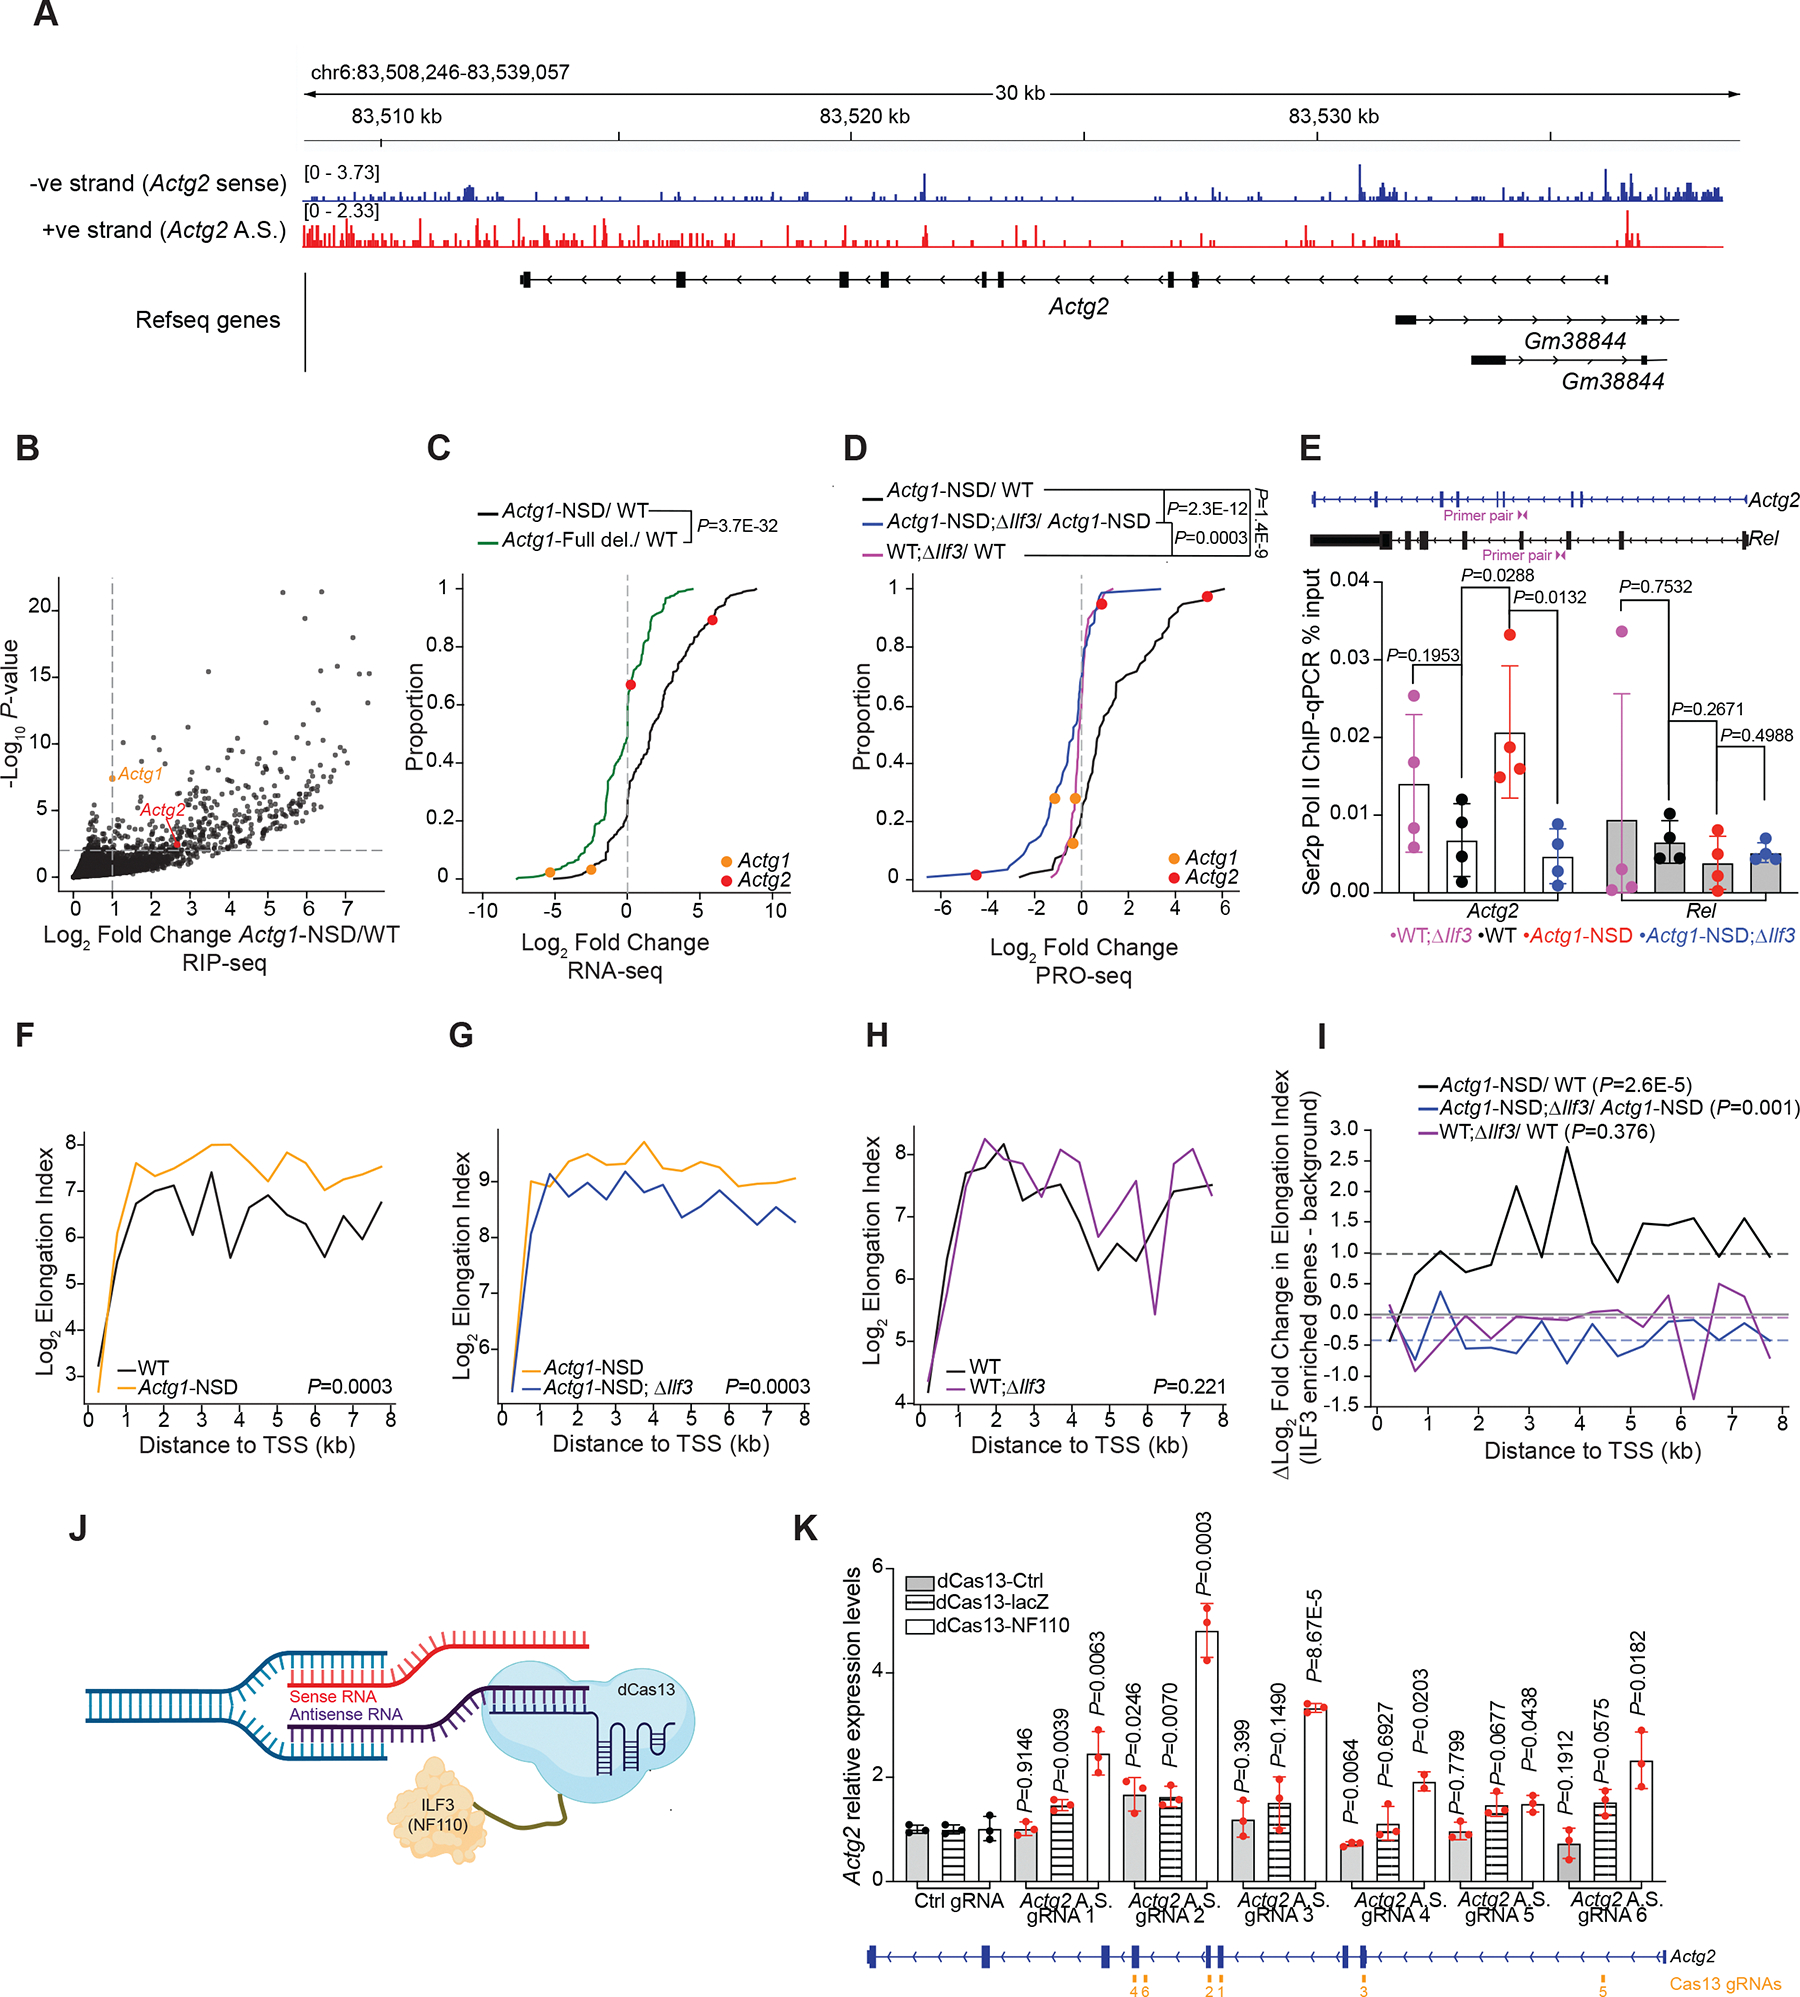
ILF3 is enriched at adapting genes’ RNAs from adapting genes’ loci, and its artificial recruitment is sufficient to promote gene expression. (**A**) IGV (141) tracks of the *Actg2* locus showing PRO-seq signals in WT cells from the positive and negative strands. A.S.: antisense. (**B**) log_2_ (fold-change) of RNA IP/input signal in ILF3 nuclear RIP-seq experiments in *Actg1*-NSD cells relative to that in WT MEFs plotted against -log_10_ (*p*-value) as calculated by DESeq2 (121), showing RNAs where log_2_ fold-change was > 0. *Actg1* and *Actg2* are both highlighted. 383 RNAs were identified to be more associated with ILF3 in *Actg1*-NSD cells relative to WT (identified as log_2_(fold-change) ≥1 and *P*-val ≤0.01). The results presented here were obtained using an unstranded analysis of the sequencing data because the RIP-seq was performed under crosslinking conditions that can enrich for both sense and antisense transcripts if they are spatially proximal. Stranded analyses are presented in fig. S7D. (**C**, **D**) Cumulative distribution of the log_2_ fold change of gene expression between the indicated cell lines from RNA-seq (**C**) or PRO-seq (**D**) analysis for RNAs identified from RIP-seq analysis to be more associated with ILF3 in *Actg1*-NSD cells relative to WT (identified as as log_2_(fold-change) ≥1 and *P*-val ≤0.01). *Actg1* and *Actg2* are both highlighted. RNA-seq of *Actg1*-NSD/WT and *Actg1*-Full del./WT was previously published (13), while the PRO-seq data were generated in this study. The smaller number of genes shown in the PRO-seq plots (n=78) compared to the RNA-seq plots (n=383) reflects the refinement of gene annotations (GGA) workflow (Methods), which includes in the PRO-seq analysis only those genes with high-confidence dominant transcription start and end site assignments. (**E**) ChIP-qPCR analysis of phosphorylated-Ser2-RNA polymerase-II occupancy at the *Actg2,* or *Rel* (as a control locus), gene body in WT, *Actg1*-NSD, *Actg1*-NSD;Δ*Ilf3* and WT;Δ*Ilf3* cells. *Rel* is used as a control locus. (**F-H**) The log_2_-transformed median of elongation index across the first 15 consecutive 500-nt bins following the transcription start site (TSS) bin for ILF3-enriched genes identified by RIP-seq that exhibited significantly increased transcription (*P-val* ≤ 0.05) in the *Actg1*-NSD cells relative to WT based on PRO-seq data (n = 46). Three different panels are shown as PRO-seq experiments were collected in three batches (see Methods). A Mann Whitney U-test was used for statistical inference. (**I**) Difference in log_2_ fold change in elongation index between ILF3-enriched genes that exhibited significantly increased transcription (P-val ≤ 0.05) in the *Actg1*-NSD cells relative to WT based on PRO-seq data, and other upregulated genes not enriched for ILF3 binding (used as background). An analysis performed to confirm that elongation changes for the ILF3-enriched genes (Fig. 2 F–H) are not explained by background trends. Elongation index was computed across 15 consecutive 500-nt bins downstream of the TSS bin. Each line represents a pairwise genotype comparison, with values at each bin reflecting log_2_ fold change in median elongation index for ILF3-enriched genes minus log_2_ fold change in median elongation index for background non-ILF3-enriched genes. Dashed lines indicate the median Δlog_2_ value across all bins for each comparison. For each genotype comparison, a Mann–Whitney U test was used for statistical inference on whether elongation index fold changes at ILF3-enriched genes differ significantly from those of background genes across the tested bins (see Methods for alternative statistical inference procedure). (**J**) Cartoon illustrating the engineered dCas13-NF110 protein targeting antisense transcripts. (**K**) qPCR analysis of *Actg2* mRNA expression levels upon transducing cells expressing dCas13-NF110 fusion protein (white bars) or dCas13 (grey bars) or dCas13-lacZ (bars with stripes) with a non-targeting (control) gRNA, or gRNAs targeting antisense of *Actg2*. A.S.: antisense. n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

**Fig. 3.**
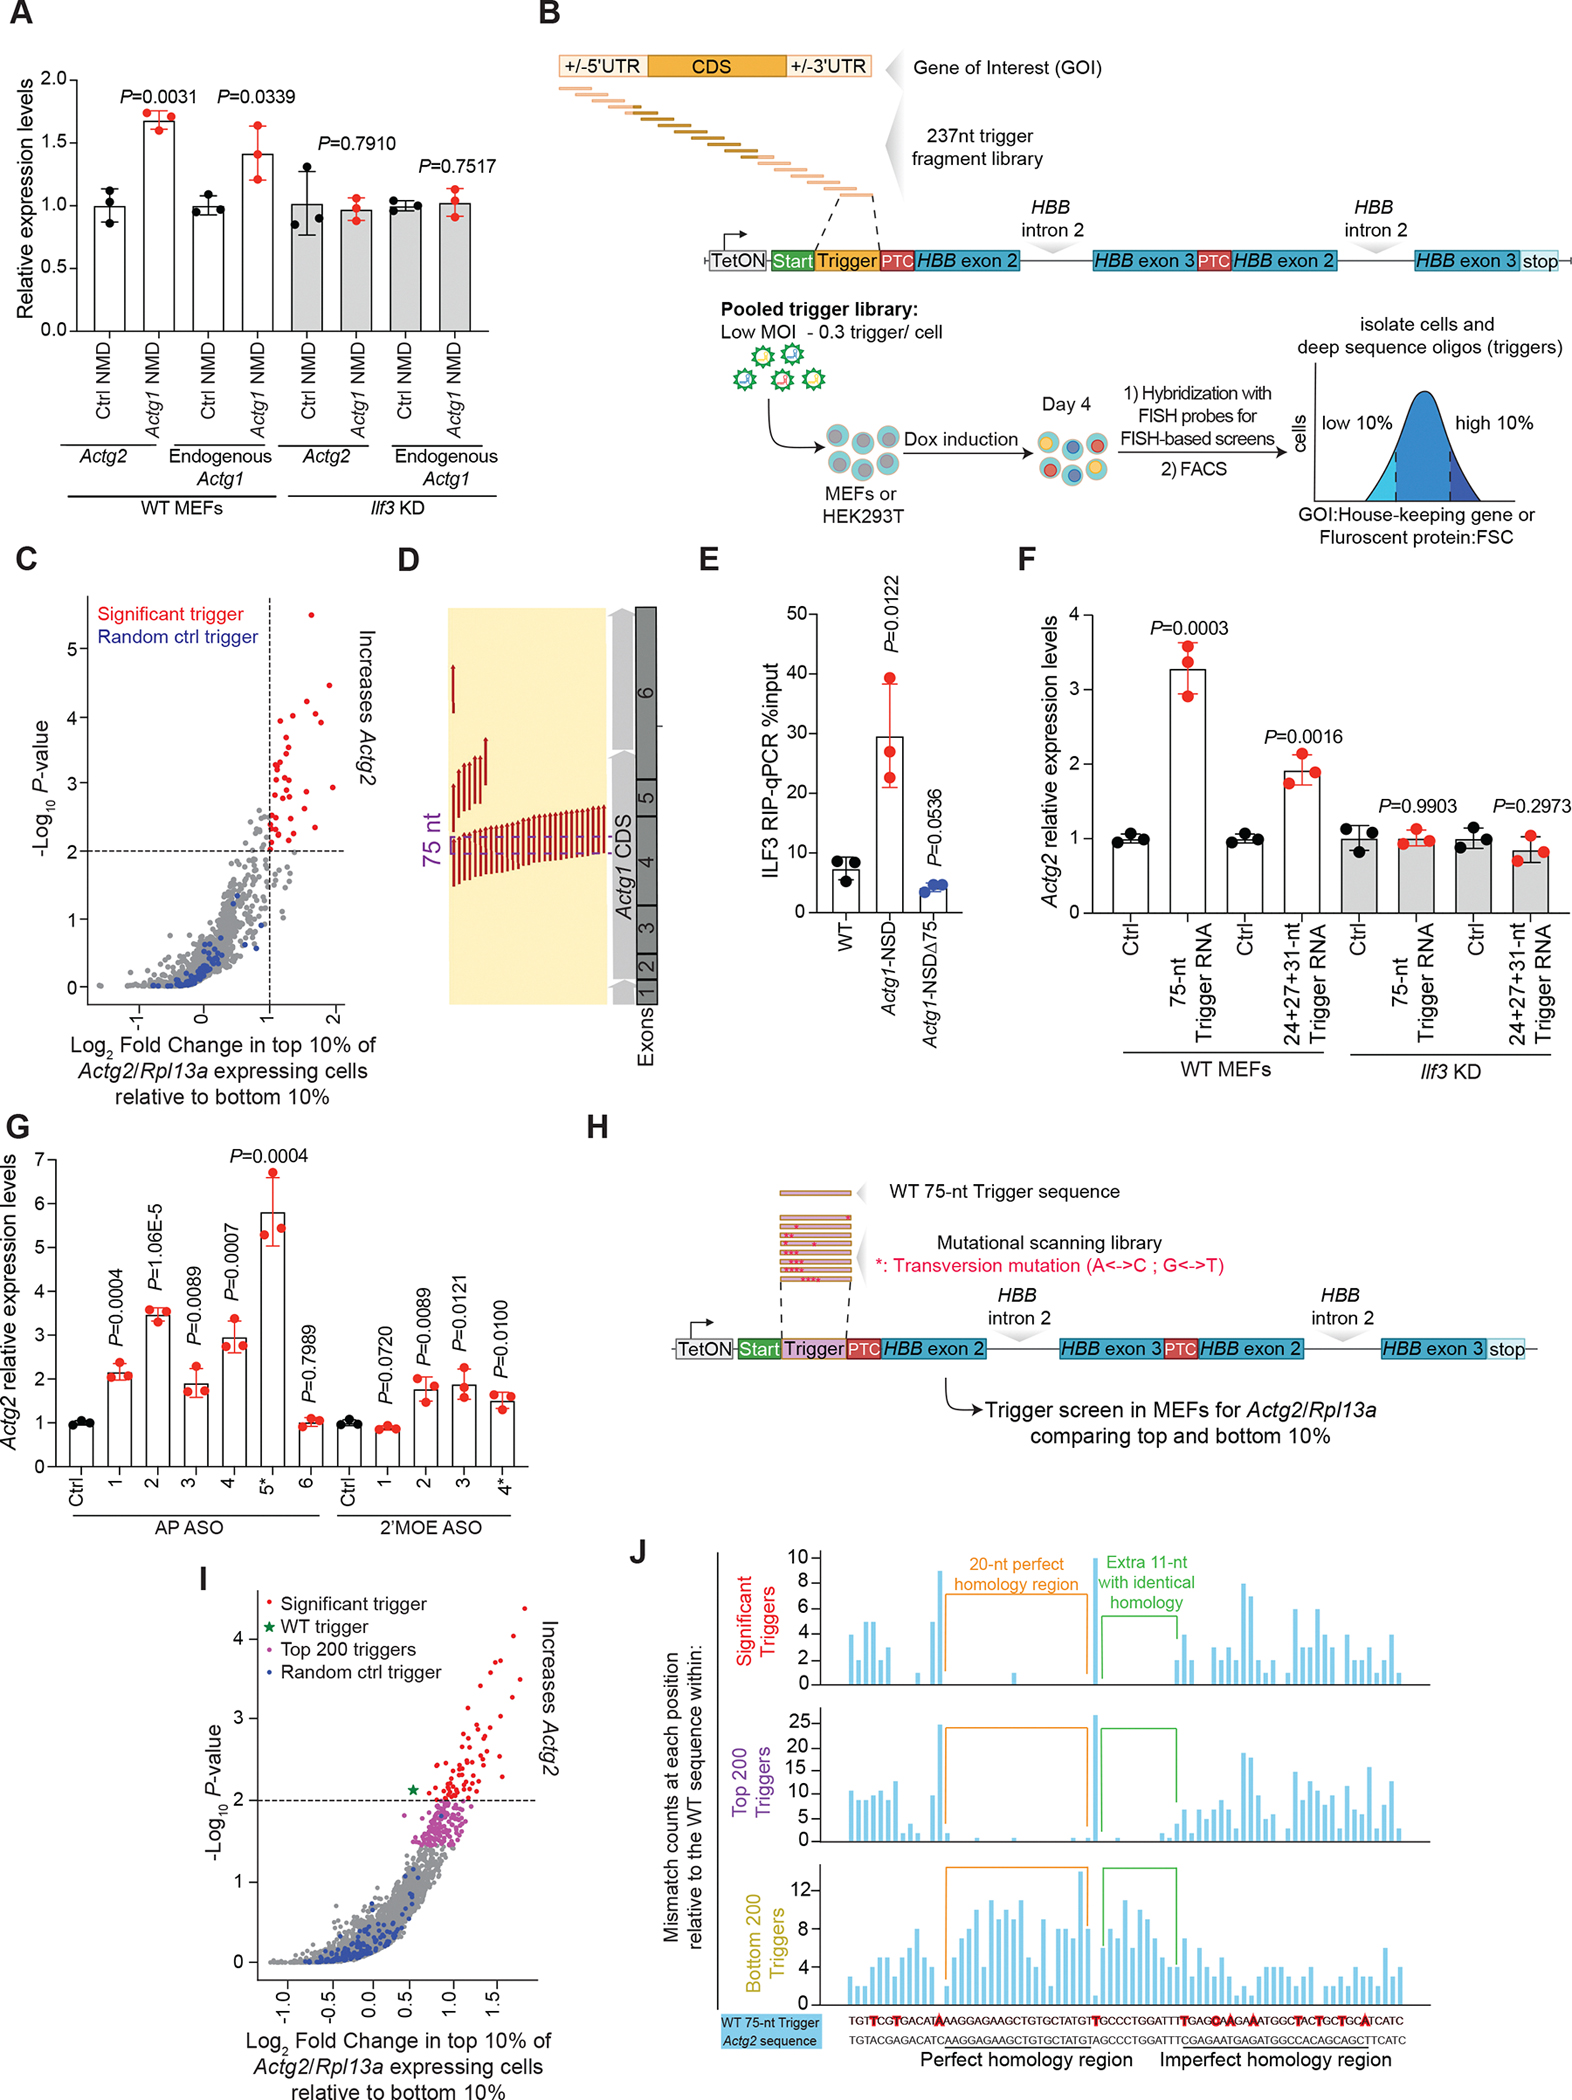
Tiling trigger screen identifies regions of mRNA sufficient for TA-mediated paralogous gene upregulation. (**A**) qPCR analysis of *Actg2* and the endogenous *Actg1* mRNA expression levels in WT (white bars) or *Ilf3* knockdown (kd) (grey bars) MEFs expressing *Actg1* coding sequence, or a control (GFP-2A-RFP) message from the NMD vector. When the stable *Actg1* NMD cells were maintained in culture for several weeks and the experiment was repeated using Tet system–approved FBS prior to doxycycline induction, we observed a stronger 3- to 4-fold upregulation of *Actg2*. (**B**) Schematic showing the Flow-FISH-based *Actg1* trigger screen. (**C**) Enrichment of triggers in the top 10% of *Actg2*/*Rpl13a* expressing cells relative to the bottom 10% of expressing cells, plotted against one-sided MAGeCK-calculated *P* values obtained from two independent replicates of the trigger screen. Red dots represent triggers that significantly increased *Actg2* expression, while blue dots represent the control random scrambled triggers showing that none of them scored as significant. (**D**) Location of the significant triggers identified from the trigger screen mapped onto *Actg1* mRNA sequence. Most of the identified trigger sequences shared the 75-nucleotide region (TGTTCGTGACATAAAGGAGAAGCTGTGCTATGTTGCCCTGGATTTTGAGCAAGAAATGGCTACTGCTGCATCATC). (**E**) Cross-linked nuclear RIP-qPCR analysis of ILF3 enrichment with RNAs from *Actg2* in *Actg1*-NSD and *Actg1*-NSDΔ75 (*Actg1*-NSD MEFs where the 75-nt trigger sequence region within exon 4 of *Actg1* was deleted) MEFs relative to WT. (**F**) qPCR analysis of *Actg2* mRNA expression levels in WT (white bars) or *Ilf3* knockdown (grey bars) MEFs transfected with the indicated trigger RNAs. The 24, 27, 31 nt RNAs were selected as they individually induced a significant mild upregulation of *Actg2* when transfected to cells (fig. S9I). The control used for the 24+27+31 experiment in WT MEFs the same as that used for 21–31 nt trigger RNA experiments the in fig. S10I. (**G**) qPCR analysis of *Actg2* mRNA expression levels in WT MEFs transfected with the indicated antisense oligos (ASOs) targeting antisense RNAs in the *Actg2* locus homologous to the 75-nucleotide identified from the trigger screen relative to non-targeting control. * Indicates ASOs that target the perfect 20 nt homology region. AP: Affinity Plus (lock nucleic acid ASOs). 2’MOE: 2’-Methoxyethyl ASOs. (**H**) Schematic illustrating the mutagenesis screen of the identified 75-nt trigger sequence. The library includes all possible single, double, adjacent triple, and adjacent quadruple transversion mutations (A<->C and G<->T). (**I**) Enrichment of triggers in the top 10% of *Actg2*/*Rpl13a* expressing cells relative to the bottom 10% of expressing cells, plotted against one-sided MAGeCK-calculated *P* values obtained from two independent replicates of the mutagenesis screen. Red dots represent triggers that significantly increased *Actg2* expression, the green star represents the WT 75-nt trigger, the magenta dots represent the top 200 triggers per MAGeCK analysis in activating *Actg2*, and blue dots represent the control random scrambled triggers showing that none of them scored as significant. (**J**) Number of mismatches observed at each position of the 75-nt trigger RNA within the significant (top) or top 200 (middle) or bottom 200 (bottom) trigger sequences. Below, the *Actg1* 75-nt trigger RNA is shown, with red strokes indicating mismatches relative to the *Actg2* sequence displayed underneath. A region of perfect homology—a 20-nt stretch identical between *Actg1* and *Actg2*—is marked by orange lines in the plots. This is followed by an 11-nt region of additional identical sequence homology (marked in green), separated from the first by a single mismatch. The 3′ end of the RNA, contains multiple mismatches and is referred to as the imperfect homology region. Within both the significant and top 200 trigger sets, mutations were depleted in the perfect homology region and the adjacent 11-nt region, relative to other regions of the RNA, including the imperfect homology region. (**B, H**) Figure was created with BioRender.com. (**D**) Figure made in Snapgene. (**A, E, F, G**) n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

**Fig. 4.**
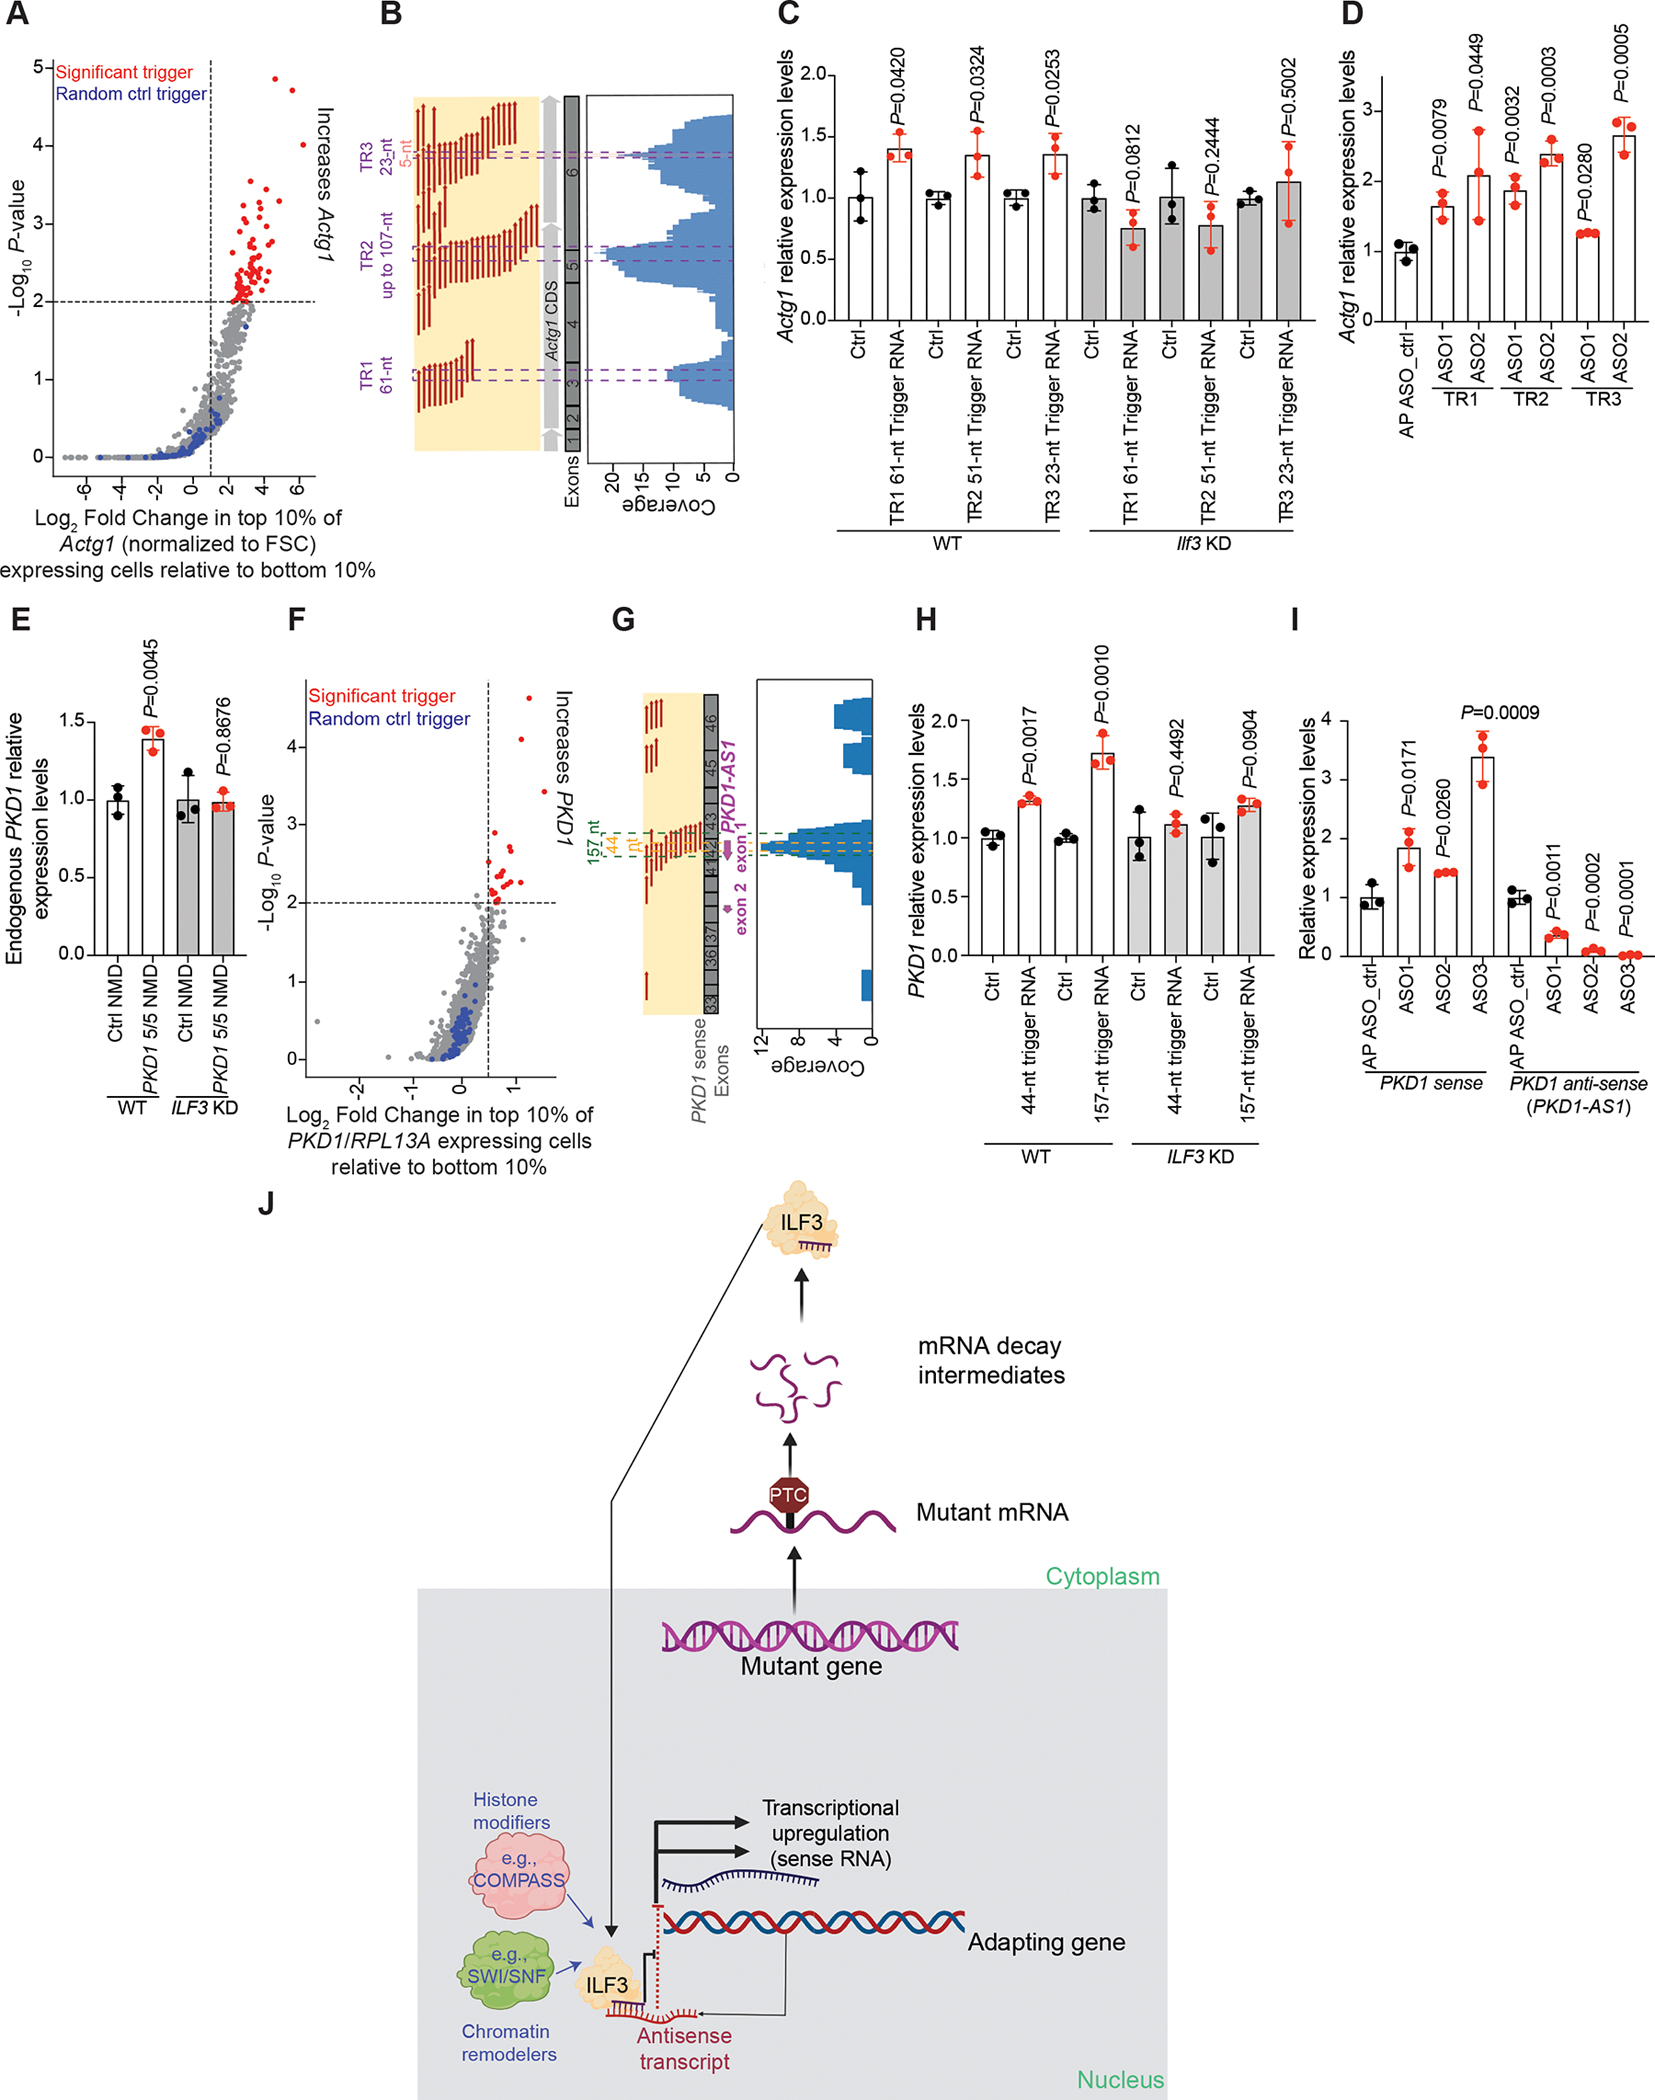
Trigger screens identify regions of mRNA sufficient for self-TA. (**A**) Enrichment of triggers in the top 10% of *Actg1* (as inferred by NeonGreen (NG) signal) expressing cells, normalized to forward scatter (FSC), relative to the bottom 10% of expressing cells, plotted against one-sided MAGeCK-calculated *P* values obtained from two independent replicates of the trigger screen. Red dots represent triggers that significantly increased *Actg1* expression (Log_2_ Fold Change >=1, P-value ≤0.01), while blue dots represent the control random scrambled triggers showing that none of them scored as significant. (**B**) Location of the significant triggers identified from the trigger screen mapped onto *Actg1* mRNA sequence. Three major trigger regions (TR) where identified of different lengths. Bottom plot shows coverage of the significant triggers at each nucleotide within *Actg1* cDNA. (**C**) qPCR analysis of *Actg1* mRNA expression levels in WT (white bars) or *Ilf3* knockdown (grey bars) MEFs transfected with the indicated trigger RNAs relative to cells transfected with control RNAs of the same length. (**D**) qPCR analysis of *Actg1* mRNA expression levels in MEFs transfected with the indicated ASOs targeting antisense RNAs within the different TRs. (**E**) qPCR analysis of *PKD1* expression levels in WT (white bars) or *ILF3* knockdown (kd) (grey bars) HEKs expressing the last fifth of the *PKD1* coding sequence, or a control (GFP-2A-RFP) message from the NMD vector. (**F**) Enrichment of triggers in the top 10% of *PKD1*/*RPL13A* expressing cells, relative to the bottom 10% of expressing cells, plotted against one-sided MAGeCK-calculated *P* values obtained from two independent replicates of the trigger screen. Red dots represent triggers that significantly increased *PKD1* expression (Log_2_ Fold Change >=0.5, P-value ≤0.01), while blue dots represent the control random scrambled triggers showing that none of them scored as significant. (**G**) Location of the significant triggers identified from the trigger screen mapped onto the last fifth of *PKD1* coding sequence. A single trigger region was identified that mapped exactly at exon 1 of an annotated antisense RNA at *PKD1* locus. Bottom plot shows coverage of the significant triggers at each nucleotide within the last fifth of *PKD1* coding sequence. (**H**) qPCR analysis of *PKD1* mRNA expression levels in WT (white bars) or *ILF3* knockdown (grey bars) HEKs transfected with the indicated trigger RNAs. The 157-nt trigger RNA experiment was repeated five times and consistently led to an upregulation of *PKD1* except in a single experiment. (**I**) qPCR analysis of *PKD1* mRNA and *PKD1* antisense RNA expression levels in HEKs transfected with the indicated ASOs targeting *PKD1* antisense RNA. (**J**) A model for ILF3-dependent transcriptional adaptation. ILF3 binds to mRNA decay intermediates and translocates back to the nucleus, where it is guided to the adapting genes’ locus via interaction with antisense RNAs at the locus. Once localized at a given locus, ILF3 may recruit transcriptional regulators that enhance expression of the adapting gene directly (e.g., by enhancing transcriptional elongation) or indirectly by modifying the chromatin environment. In addition, base-pairing with antisense RNAs may itself interfere (black T-bar) with the antisense RNAs’ negative effects (dashed red T-bar) on sense gene expression, thereby also contributing to increased gene expression. However, TA effects may also arise if decay intermediates exhibit sequence homology and bind to other RNAs, such as regulatory RNAs including eRNAs or promoter-associated RNAs, or even sense pre-mRNAs. In such cases, ILF3 recruitment could promote gene expression through a variety of potential mechanisms (see Supplementary Discussion, fig. S12). Figure created with BioRender.com. (**B, G**) Left Figure made in Snapgene. (**C, D, E, H, I)** n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

## Data Availability

Data are available either in the main text or the supplementary materials. Raw sequencing files were deposited to the Gene Expression Omnibus GEO under accession code GSE256101. Cell lines and plasmids used in the study are available for sharing once requested.

# Supplementary material for: Mechanisms linking cytoplasmic decay of translation-defective mRNA to transcriptional adaptation
**Source:** Science. Author manuscript; Available in PMC 2026 Jun 22.
**Supplement:** Supplementary Materials

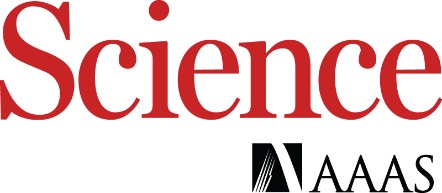

Supplementary Materials for

**Mechanisms linking cytoplasmic decay of translation-defective mRNA to transcriptional adaptation**

Mohamed A. El-Brolosy^1,2,3,4*^, Atharv Oak^2,5^†‡, An T. Hoang^2^†, Yassine Damergi^2^†§, André Fischer^2^†¶, Reuben A. Saunders^1,2^, Jingchuan Luo^2^, Amer Balabaki^2,5^, Jeremy Guez^3,4^, Troy W. Whitfield^2^, Seth R. Goldman^6^, Arash Latifkar^2^, Yuancheng Ryan Lu^2^, Didier Y.R. Stainier^7^, Konrad J. Karczewski^3,4,8^, Olivia Corradin^2,5^, Jonathan S. Weissman^2,5,9,10*^

**The PDF file includes:**

Supplementary Text

Figs. S1 to S12

**Other Supplementary Materials for this manuscript include the following:**

Tables S1 to S6

**Supplementary Text**

***Quality control analyses of TA-candidate responses identified from the perturb-seq analyses***

As a quality control, we verified that for each perturbed gene, the total number of differentially expressed genes (DEGs) was comparable between CRISPRn and CRISPRi perturbations (fig. S2A). Transcriptomic responses to CRISPRn and CRISPRi perturbation of the same gene were significantly more similar than responses to perturbations of different genes (fig. S2B), suggesting consistent gene-specific effects across both approaches. Moreover, the degree of similarity between CRISPRn and CRISPRi transcriptomic profiles for a given gene was not correlated with knockdown efficiency or NMD levels, but rather with the number of TA-candidate and control observed genes (fig. S2C, D), suggesting that differences in transcriptomic responses are not due to differences in perturbation strength. The number of TA-candidate observed genes for a given perturbation was not correlated with CRISPRi knockdown efficiency and it was only moderately correlated with the gene’s baseline expression in wild-type cells or gene essentiality as reported by DepMap (fig. S2E, F). Altogether, these data suggest that, in addition to shared global effects, transcriptional changes specific to CRISPRn are not driven by several potential confounding factors, and represent candidate TA responses.

Sequence similarity between the mutant gene’s mRNA and the adapting gene’s gene body or regulatory regions is a hallmark of TA (*13, 14, 67*). In a first-pass analysis, we examined genes that were significantly upregulated upon CRISPRn perturbation and showed stronger upregulation by CRISPRn than by CRISPRi (defined as fold change >1 for CRISPRn and a CRISPRn/CRISPRi fold change ratio >1). Genes exhibiting detectable sequence similarity to the perturbed gene’s mRNA, using a permissive E-value threshold of <1000, displayed significantly greater upregulation by CRISPRn relative to CRISPRi, compared to the full set of upregulated genes (fig. S3A). Notably, the more stringently defined TA-candidate gene pairs (fold change ≥1.5 for CRISPRn and CRISPRn/CRISPRi fold change ratio ≥1.5) exhibited higher levels of sequence similarity relative to multiple control groups tested (fig. S3B). These results indicate that our comparative Perturb-seq approach can identify candidate TA responses. For subsequent analyses, we used the control pairs as the non-TA comparison group, as they represent a group in which the observed (assessed) gene is amenable to upregulation upon gene perturbation, but in a TA-independent manner. This approach also allowed us to use transcriptionally responsive genes as controls while avoiding those that are generally refractory to expression changes under cellular perturbation. In addition, it enabled comparison to a group of similar size, rather than to all possible gene pairs (>650K), which would have required computationally intensive subsampling across all analyses.

Next, using a UK Biobank exome-wide association study (*138*), we found that TA-candidate gene pairs—each comprising a perturbed gene and its corresponding adapting observed gene—showed greater similarity in their gene-level association patterns with health-related traits, based on the burden of rare coding variants, than the control gene pairs (fig. S3C). These findings suggest that, within the context of TA, adapting genes are more likely to influence similar biological functions or pathways as the perturbed genes. The rich dataset also allowed us to identify additional features associated with TA. First, we found a preference for longer stretches of sequence similarity between the perturbed gene and the adapting observed gene. TA-candidate gene pairs with high-confidence sequence similarity (E value <1; −log_10_ E-value > 0) displayed longer normalized alignments—relative to the length of the aligned-to region in the observed gene—compared to control pairs (fig. S3D). Second, sequence similarity to regulatory regions of the adapting gene also appeared to contribute to TA (fig. S3A, D, E). Within enhancers, TA-candidate pairs with high-confidence sequence similarity displayed longer and higher-scoring alignments than control pairs, typically when evidence of enhancer RNA (eRNA) transcription was present (fig. S3D, E). Finally, we found no evidence of positional bias in the location of sequence similarity relative to the adapting gene body; whether the similarity was located toward the 5′ or 3′ end did not appear to influence TA (fig. S3F).

As a quality control for the CRISPRn Perturb-seq experiment in *ILF3* KO cells, we found that the total number of differentially expressed genes (DEGs) per perturbation was correlated between CRISPRn Perturb-seq experiments in WT and *ILF3*KO cells (fig. S4B). Additionally, CRISPRn perturbations of the same gene in WT and *ILF3*KO cells produced more similar transcriptomic profiles than perturbations of different genes (fig. S4C).

While our ILF3 knockout (KO) CRISPRn Perturb-seq experiment was performed at day 8 post-transduction, prior to the major proliferation defects observed with prolonged ILF3 loss in K562 cells (fig. S4D), we nevertheless sought to test whether proliferation defects could influence TA. To this end, we examined three different proliferation-limiting conditions: (a) growth in 2% FBS, which decreases cell proliferation to an extent similar to that observed with prolonged ILF3 loss (fig. S4D), and (b) knockout of two randomly selected genes with reported RNA-binding activity (*139, 140*) and comparable proliferation-limiting effects to ILF3 based on DepMap (*116*) gene effect sizes in K562 cells (ILF3: –1.060), namely SRP9 (–0.968) and SERBP1 (–1.136) (fig. S6A, B). Unlike the loss of ILF3 (Fig. 1M), CRISPRn-mediated perturbation of *DDX21* under these ILF3-independent proliferation-limiting conditions still led to upregulation of the adapting genes (fig. S6C). We also confirmed that these conditions did not affect adapting gene expression when *DDX21* was not targeted (fig. S6D), and that they did not lead to increased levels of the mutant mRNA (fig. S6E).

***Supplementary Discussion***

ILF3 is a versatile RBP that is implicated in several processes including splicing (*47*), other gene expression regulation processes (*34-37*), and functions unrelated to gene expression (*45, 46, 142*). This functional breadth may help explain the perinatal lethality of *Ilf3* knockout mice (*143*), as well as the reduced proliferation observed in K562 and HEK cells. Here, we expand ILF3’s role to include transcriptional adaptation (TA). Our screen also identified nuclear RNA decay factors as ZC3H18 as regulators of *Actg2* levels in *Actg1*-NSD cells (fig. S1C), suggesting that TA may be influenced by nuclear RNA decay, either directly as supported by recent studies (*23, 26*) or via the degradation of repressive antisense transcripts. Further investigation will be needed to clarify the underlying mechanisms.

Through high-throughput CRISPRn *vs* CRISPRi perturb-seq experiments, we show that TA is a widespread response that is broadly dependent on ILF3. The rich Perturb-seq dataset allowed us to define key factors influencing TA, including similarities within regulatory regions as drivers of TA that may rely on hybridization with regulatory RNAs such as enhancer RNAs. Additional comparative studies across diverse cell types, coupled with machine learning approaches, may help uncover further determinants of TA responses (*144, 145*). For example, a recent study suggested that TA responses can vary between different cell lines (*23*). Such variability may be shaped by multiple factors that comparative approaches can help disentangle, including the expression levels of target RNAs such as the presence or absence of antisense transcripts at sites of sequence homology (particularly in cases involving paralogous genes or self-TA) and how they may be modulating the expression of their sense counterparts. Additional influences may include the chromatin landscape at adapting gene loci, the expression level of the perturbed gene—which could affect the levels of TA-inducing decay fragments—and secondary effects that arise from the loss of the encoded protein. Cell-type-specific differences in ILF3 expression or isoform usage, as well as its essentiality—as we observed in K562 and HEK293 cells but not in MEFs—may also play a role. Other potential modulators may include dependencies on other RBPs or chromatin modifiers (e.g., the RNAi machinery in *C. elegans* (*16*), or UPF3A (*14, 21*)) and variation in mRNA decay kinetics. Within a given cell line, these factors will also influence whether a gene exhibiting sequence homology to a mutant mRNA will be upregulated or not. Consequently, they may also shape how many adapting genes are associated with a given perturbed transcript, and their levels of upregulation. Moreover, the number of adapting genes within TA-candidate gene pairs varied across different perturbed genes (fig. S2D–F). In addition to the factors mentioned above, it remains unclear whether this variability—discussed further below—reflects intrinsic properties of the mutant mRNAs, their degradation intermediates, or the nature of the targeted RNAs. Some TA responses—particularly those lacking extensive sequence similarity—may reflect indirect secondary effects. Alternatively, they could be driven by sequence similarity to regulatory elements, such as distal enhancers whose connections to the adapting gene have not yet been established, or by very minimal homology below the threshold of detection that is nonetheless sufficient to mediate TA.

We observed that in some cases, RNASEH1 overexpression led to enhanced upregulation of the adapting genes (fig. S7A). One possible explanation is that RNASEH1 resolves R-loops that normally impede transcription, thereby allowing further transcriptional activation of these genes. R-loops can act as transcriptional roadblocks by interfering with RNA polymerase II elongation (*146-150*); thus, their removal may potentiate the transcriptional elongation effects associated with TA. Other, more complex mechanisms may also contribute and warrant future investigation.

Future studies will be important to clarify how TA operates when sequence homology is not linked to an antisense RNA. For instance, if decay fragments hybridize to the sense pre-mRNA, this may directly enhance transcription of that gene, as suggested by our data showing increased expression when dCas13-NF110 is targeted to sense pre-mRNAs (fig. S9E, F). TA-like effects may possibly arise from hybridization of decay intermediates to other transcripts at a locus, including enhancer RNAs (eRNAs (*151*)) or promoter associated noncoding RNAs (*152-155*). Such regulatory RNAs could simply act as targets that recruit ILF3 into proximity with gene bodies. More complex mechanisms are also possible—for example, TA could enhance the expression of these regulatory eRNAs or promoter-associated RNAs. eRNAs themselves can amplify transcription through mechanisms similar to those described in this study, including recruitment of the SWI/SNF complex (*156*), maintenance of H3K4me3 levels (*157*), and enhancement of transcription elongation (*158*), among others (*159*). Promoter-associated RNAs may reduce promoter methylation through inhibiting DNMT1 (*154*), or directly activate transcription (*155*). Alternatively, for promoter-associated RNAs overlapping the gene body, TA may involve inhibiting their repressive effects on sense pre-mRNA expression (*153*). It is also possible that secondary effects, whether from protein loss or from changes in the protein levels of the initial TA targets themselves, could give rise to new TA targets. For example, such secondary effects could lead to increased expression of eRNAs, antisense RNAs, or other noncoding transcripts that may then be targeted by decay intermediates (provided sequence homology exists), thereby triggering further TA.

We demonstrate that trigger screens can be used to identify sequences that induce both paralogous and self-TA, including for disease-relevant genes such as *PKD1*. Investigating the prevalence of self-TA will be an important direction for future studies, particularly in the context of heterozygous mutations, where upregulation of the wild-type allele may offer more reliable functional compensation than paralog activation. Supporting the potential for self-TA, a previous study showed that genes harboring PTCs display elevated pre-mRNA levels (*92*), which may reflect transcriptional upregulation at the mutant locus, and PTCs have also been associated with other regulatory phenomena such as nonsense-mediated altered splicing (*160, 161*). Transcriptional silencing following double-strand breaks, however, has been reported in cultured cell systems (*162-164*) and could possibly persist after repair in some cases if epigenetic modifications are inherited. This could obscure detection of self-TA in homozygous mutant cells. Indeed, in our study, we observed no increase in mutant *Actg1* transcription in our PRO-seq dataset from *Actg1*-NSD cells, despite increased ILF3 enrichment (Fig. 2B, D). It is possible in that case that the increased ILF3 recruitment may counteract double-strand break–induced transcriptional silencing. Supporting this possibility, loss of ILF3 in *Actg1*-NSD;Δ*Ilf3* cells led to reduced *Actg1* transcription relative to *Actg1*-NSD cells that have wild-type ILF3 (Fig. 2D). It is however also possible in that case that the increased ILF3 enrichment may reflect ILF3 binding to decay intermediates originating from the *Actg1*-NSD mRNA, and future studies will be needed to further disentangle those possibilities. Overall, self-TA may be more readily detectable in heterozygous settings, as previously reported (*13, 14*). Supporting this, methods that induce TA in wild-type cells, such as the NMD vector used here (Fig. 3A) or Cas13d-mediated perturbations (*26*), have been shown to trigger self-TA and upregulate endogenous *Actg1*. Independently, there may be additional reasons why some genes with increased ILF3 recruitment might not be transcriptionally upregulated in homozygous knockout cells. These can include secondary effects in the knockout context that differentially impact specific genes and potentially counteract ILF3 activity.

Future studies will be important for understanding whether self-TA may influence the penetrance of haploinsufficiency disorders caused by protein-truncating variants, among them polycystic kidney disease (*165*). It will also be important to investigate whether inter-individual genetic or epigenetic differences influence the likelihood or effectiveness of self-TA. Likewise, in genes associated with complete penetrance, it will be informative to understand why self-TA does not occur—whether due to the absence of antisense RNAs that could serve as targets, low NMD efficiency, or other epigenetic features. Alternatively, self-TA may still occur in such cases, but the magnitude of upregulation may be insufficient to promote functional compensation.

Trigger RNAs or ASOs targeting antisense RNAs at regions identified by trigger screens may offer delivery advantages over full-length mRNAs or gene therapy approaches. The physiologically-relevant upregulations observed with TA and trigger RNAs (1.5- to 3-fold (*13, 14*)) may be beneficial for diseases (e.g., diseases of haploinsufficiency) where very high levels obtained with other gene augmentation approaches is not desirable (*166-170*). For example, overexpression of PKD1 also leads to polycystic kidney disease (*166*), suggesting that balanced PKD1 levels are critical, and that therapeutic strategies should aim to restore PKD1 expression to physiological levels (*94*). Moreover, TA has been shown to be trans-generationally inherited (TGTA; (*66*)), suggesting that upregulation responses induced by leveraging the TA machinery may lead to more stable responses that require less frequent dosing. Of note, the incomplete reduction in elongation indices of the RIPseq-identified ILF3-enriched genes upon ILF3 loss in *Actg1*-NSD cells (Fig. 2I) may be explained by TGTA, which involves transgenerational inheritance of TA-associated H3K4me3 marks (*66*). Furthermore, our ASO data were consistent with previous studies that suggested that knocking down antisense transcripts can promote the expression of the sense RNA (*71, 171-174*). Since most antisense transcripts are unannotated and can span large portions of the gene body (Fig. 2A), it is often challenging to determine where ASOs should be targeted to activate sense RNA expression. Trigger screens could help narrow down effective regions for ASO targeting. It will also be interesting to explore whether transcriptional adaptation may contribute to the regulation of genes in which ASO-mediated knockdown of antisense transcripts was previously reported to enhance sense RNA expression (*71, 171-174*).

Our current analysis of trigger screens, based on comparing sequences enriched in the top 10% versus bottom 10% of expressing cells, identifies RNAs that most effectively activate a given target. However, additional “weaker” trigger RNAs may potentially exist outside these peak-enriched regions. Supporting this idea, the *Actg1* TR1 51-nt RNA, which shares sequence homology with exon 9 of Actg2, modestly upregulated Actg2, albeit to a lower degree than the 75-nt RNA identified in the Actg2 trigger screen (fig. S11S). Notably, however, for Actg1 self-TA, where we identified three distinct trigger regions (Fig. 4B), RNAs from each region activated endogenous Actg1 to comparable levels (Fig. 4C). The efficacy of a given trigger RNA may be influenced by multiple factors beyond sequence homology, including RNA structure, or structure stability, the presence of ILF3-recognized sequence or structural motifs, accessibility of the target site (e.g., regions not masked by other RNA-binding proteins), sequence composition and GC content, potential immunogenicity, the number of off-target sites, or the presence of antisense RNAs, whose own levels, sequence and structure may also impact trigger RNA binding. Of note, the 75-nt trigger RNA that activated the paralogous gene *Actg2* (Fig. 3D, F) did not activate the self-gene *Actg1* (fig. S11S). One possible explanation is that *Actg1* may lack an antisense RNA that regulates its own sense transcript at that locus. Supporting this, such 75-nt sequence (mapping to exon 4 of *Actg1*, Fig. 3D) was not identified in the *Actg1* self-TA trigger screen (Fig. 4B). In addition, and as noted earlier, a 187-nt RNA corresponding to the peak of the *Rela* trigger screen failed to induce *Rela*, while smaller fragments appeared effective. It remains unclear whether any of the aforementioned factors, including RNA structure, may have contributed to this outcome. Consistent with a potential role for additional features influencing trigger RNA activity, the two most frequently observed mutations in both the significant and top 200 sequences from the mutagenesis screen bordered the perfect homology region (Fig. 3J). While the 5′ mutation corrected a mismatch (A to C) to match the corresponding *Actg2* base, the 3′ mutation (T to G) did not, suggesting that it may affect RNA function through an alternative mechanism. Furthermore, the magnitude of upregulation observed may depend on factors such as the number of off-target sites for a trigger RNA, the strength of the sense pre-mRNA repression by antisense RNAs under wild-type conditions, or the basal expression level of the targeted gene. This could help explain why the *Actg2* trigger RNA led to stronger upregulation than other trigger–target combinations, given the relatively low expression of *Actg2* under wild-type conditions. Together, understanding how these factors influence trigger RNA activity may help design more effective trigger RNAs. Future studies will be needed to define additional requirements of trigger RNAs, including structural (*175, 176*) or context-dependent features, beyond the sequence homology constraints identified in this study. It is also of interest to determine how any of the factors discussed earlier may influence the extent of ILF3 enrichment at RNAs originating from different adapting gene loci. As illustrated in Fig. 2B, RNAs from several gene loci exhibited stronger ILF3 enrichment than those from *Actg2* in *Actg1*-NSD cells relative to WT. It will also be important to determine mechanisms through which trigger RNAs can activate their cognate targets in an ILF3-independent manner. Similar to ASOs, trigger RNAs may directly bind and interfere with antisense transcripts, thereby enhancing sense gene expression. It is worth exploring whether specific RNA modifications, or better sequence designs, could increase trigger RNA stability and enable them to function fully independently of ILF3.

Fig. S1.

**Validation and characterization of Flow-FISH-based CRISPR screen results.** (**A**) Flow cytometry analysis of signal from *Actg2* FISH probes used in the screen in WT and *Actg1-*NSD cells. (**B**) Gene-level enrichment of the average scores of the sgRNAs in the bottom 30% of *Actg2*/*Rpl13a* expressing cells relative to the top 30% of expressing cells, plotted against MAGeCK-calculated *P* values obtained from a genome-wide CRISPR screen in WT cells. gRNAs targeting *Ilf3* do not decrease *Actg2* expression in WT cells, and those targeting *Actg1* increase *Actg2* further confirming the specificity of the used FISH probes. (**C**) Gene-level enrichment of the average scores of the sgRNAs in the bottom 30% of *Actg2*/*Rpl13a* expressing cells relative to the top 30% of expressing cells, plotted against MAGeCK-calculated *P* values obtained from two independent replicates of a genome-wide CRISPR screen in *Actg1-*NSD cells. Highlighted genes represent a validation of the efficiency of the screen: i) RNA decay factors and the COMPASS complex previously shown to influence TA also identify as hits in the screen ii) gRNAs targeting *Actg2* but not *Actg1* decrease *Actg2* FISH signal confirming the specificity of the used FISH probes. gRNAs targeting *Actb* also lead to increased *Actg2* signal. (**D**) Western blot analysis of ILF3 in *Actg1-*NSD cells and two generated *Ilf3* knockout clones. Upper band is NF110, and lower band is NF90. (**E**) Western blot analysis of ILF3 in WT cells and the generated *Ilf3* knockout clone (WT;∆*Ilf3*). Upper band is NF110, and lower band is NF90. (**F**) qPCR analysis of *Actg1* mRNA expression levels in WT MEFs, WT;∆*Ilf3*, *Actg1*-NSD cells and the two generated *Actg1*-NSD;∆*Ilf3* clones. The decrease in *Actg1* levels in *Actg1*-NSD;∆*Ilf3* clones relative to *Actg1*-NSD cells might be due to TA promoting the expression of the mutant gene too as previously suggested, a phenomenon termed self-TA (*13*). However, this was not observed in the perturb-seq dataset (Fig. 1H), suggesting that these genes may not be subject to strong levels of self-TA. (**G**) Fitted exponential decay curves of *Actg1* mRNA expression levels in *Actg1*-NSD and *Actg1*-NSD;∆*Ilf3* cells at different time points upon transcriptional inhibition with actinomycin D. Data shows that *Actg1* mRNA has a similar half-life in both *Actg1*-NSD and *Actg1*-NSD;∆*Ilf3*, suggesting that loss of ILF3 doesn’t stabilize the *Actg1* mutant mRNA, whose decay was previously established (*13*). t1/2: half-life. (**H**) qPCR quantification of newly synthesized (4sU-labeled) *Actg1* mRNA remaining 7 hours after the end of labeling, relative to the 0-hour time point, in *Actg1*-NSD and *Actg1*-NSD;Δ*Ilf3* MEFs. Cells were pulse-labeled with 4sU for 1 hour followed by a uridine chase to monitor mRNA decay. The similar decrease in labeled *Actg1* mRNA between the two genotypes indicates that loss of ILF3 does not alter *Actg1*-NSD mRNA stability. (**I**) Western blot analysis of co-immunoprecipitation (co-IP) of FLAG-tagged NF110 from MEFs with the indicated proteins. FLAG-tagged LacZ was used as a control. Co-IPs were performed with and without RNase treatment to assess RNA dependence. IP: Immunoprecipitation. p-UPF1: phospho-UPF1 (Ser1127). (**J**) Western blot analysis of ILF3 (top blot) and FLAG (middle blot) in the indicated cell lines. *Actg1*-NSD;∆*Ilf3* cells rescued with NF110∆DZF do not show a signal with the ILF3 antibody as the epitope used to generate the antibody came from the DZF domain. Its expression, however, is apparent with the FLAG antibody. (**K**) Western blot analysis of ILF3 in *Actg1*-NSD and *Actg1*-NSD;∆*Ilf3* cells rescued with FLAG-tagged NF110 expressed under the control of the endogenous *Ilf3* promoter. A dilution series was used to compare expression levels. The blot shows that FLAG-tagged NF110 in *Actg1*-NSD;∆*Ilf3* cells is expressed at levels comparable to the combined levels of endogenous NF110 (upper band) and NF90 (lower band) in *Actg1*-NSD cells. (**L**) qPCR analysis of *Actg2* and *Ilf2* mRNA expression levels in *Actg1-*NSD cells expressing the dCas9-Zim3 CRISPRi machinery and transduced with non-targeting (control) or *Ilf2* gRNAs. (**M**) Western blot analysis of ILF2 (NF45) in *Actg1*-NSD Zim3 dCas9 cells transduced with a control or *Ilf2* gRNA. (F, G, L) n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S2.

**CRISPRn and CRISPRi Perturb-seq nominate candidate TA responses not driven by several tested confounding factors** (**A**) Number of significant differentially expressed genes (DEGs) upon perturbation of a gene by CRISPRn versus CRISPRi. Each dot represents a perturbed gene (n=84). Both CRISPRn and CRISPRi perturbations of a given gene lead to a correlated close number of DEGs. (**B**) Log_2_ Euclidean distance between PCA-transformed transcriptomic responses to perturbations of the same gene versus different genes. Distances were computed in PCA space using the indicated number of principal components. Distances between CRISPRn and CRISPRi perturbations of the same gene (self, blue) are compared to the median distance between CRISPRn perturbation of a gene and CRISPRi perturbations of other (non-self) genes (orange). P-values were calculated using the Mann-Whitney U test. The data show that transcriptomes from CRISPRn and CRISPRi perturbations of the same gene cluster more closely than those from different genes, indicating similarly successful perturbation by both methods and minimal batch effects. n = 84 per violin plot. **C**) Euclidean distance in high dimensional space between transcriptomes upon CRISPRn or CRISPRi perturbation of a given gene (dot in this plot) plotted against expression levels of the perturbed gene relative to control cells when perturbing it with CRISPRi (top) or CRISPRn (bottom). (**D**) Euclidean distance in high dimensional space between transcriptomes upon CRISPRn or CRISPRi perturbation of a given gene (dot in this plot) plotted against the number of identified control (top) and TA-candidate (bottom) observed genes for each perturbed gene. (**C, D**) Data shows that the differences in transcriptome profiles following CRISPRn versus CRISPRi perturbations was independent of the efficiency of NMD or knockdown, respectively, but probably by TA-responses. n=84. (**E**) Number of TA-candidate gene pairs identified for each perturbed gene (dot) plotted against expression levels of the perturbed gene relative to control cells when perturbing it with CRISPRi. Essential genes were identified from the Cancer Dependency Map common essential genes as defined in 20Q1. n=84. (**F**) Expression levels (log_2_[TPM+1]) of the perturbed genes in WT K562s as identified from the Epimap dataset, plotted against the number of identified control gene pairs (left) and TA-candidate (right). n=84. (A, C-F) r value is that of the Pearson correlation.

Fig. S3.

**TA-candidate pairs exhibit properties consistent with previously characterized TA models.** (**A**) Cumulative distribution of the ratio of expression fold change upon perturbing a gene with CRISPRn relative to that upon CRISPRi perturbation. Data shows the values for all genes identified to be significantly upregulated upon CRISPRn-mediated perturbation, and more upregulated in CRISPRn than CRISPRi. Line colors represent the different sets of gene pairs indicated. Blue: all gene pairs that met the previous criteria (n =1873), Orange: all gene pairs exhibiting sequence similarity with E value <1000 regardless of whether they are TA-candidate or not (n=716). Thin lines represent subsets of the thick orange line: Green: all gene pairs where sequence similarity lies in the gene body of the observed (assessed) gene (n=207); Red: all gene pairs where sequence similarity lies in the promoter of the observed (assessed) gene (n=223); Magenta: all gene pairs where sequence similarity lies in a putative enhancer of the observed (assessed) gene (n=563). The data show that genes exhibiting sequence similarity to the mutant gene’s mRNA tend to be upregulated to higher levels upon CRISPRn-mediated perturbation compared to CRISPRi—as reflected in elevated CRISPRn/CRISPRi expression ratios—relative to the distribution observed across all gene pairs. P values are for each dataset in relation to All gene pairs, and were calculated by Mann-Whitney U test. Conclusions don’t change when using the stricter E-value threshold of <1. (**B**) Subsampling analysis showing the distribution of median −log₁₀(E) values from the best BLAST alignment per gene pair, regardless of alignment location (gene body, promoter, or enhancer), from 10,000 randomly drawn subsamples for each comparison set. Each subsample is size-matched to the number of TA gene pairs (754). Gene-pair groups are: Control pairs (blue, n of pairs from which subsamples were drawn=2559), non-TA-candidate pairs where the observed (assessed) genes are in the TA-candidate list (magenta, n of pairs from which subsamples were drawn=52166), all other non-TA-candidate pairs where the observed gene is significantly upregulated (FC > 1, Padj ≤ 0.05) in the WT CRISPRn Perturb-seq dataset (green, n of pairs from which subsamples were drawn=1644), pairs that did not display any change in the WT CRISPRn or CRISPRi Perturb-seq dataset (Pval > 0.05) (orange, n of pairs from which subsamples were drawn=578288), and all gene pairs that aren’t TA pairs (gray, n of pairs from which subsamples were drawn=673996). The red dashed line indicates the median -log₁₀ E-value obtained from the TA-pairs, which shows higher sequence similarity to all compared sets. The p-value is an empirical (ranked) p-value: the fraction of subsamples whose median exceeds the TA-pairs median. Subsampling was used to ensure a fair comparison across groups and avoid set-size–driven differences in E-value distributions. A larger −log_10_(E) indicates higher sequence similarity. (**C)** Distance between PCA components of the gene pairs based of association patterns to health traits from a UK biobank phenotypes exome-wide association results from (*138*) (see Methods) across different number of components. For each gene pair in a set, lower distance is indicative that the two genes have more similar association patterns. Plotted are 681 of the total 754 TA-candidate pairs and 2315 of the total 2559 control pairs. Missing gene pairs are for observed genes that that did not have a reported UK Biobank phenotype association. (**D**) Cumulative distribution of alignment length divided by the length of the aligned-to feature (i.e., gene body, promoter, or the indicated enhancer elements of the observed genes) for TA-candidate (red line) and control (blue line) gene pairs. These data show that TA-candidate pairs tend to have longer normalized alignment lengths than control pairs. All alignments from gene pairs with at least one BLAST hit (alignment) to the tested feature with a negative log₁₀ E-value > 0 were included. Number of plotted alignments for TA-candidate and control gene pairs, respectively, for each feature that met the previous criteria: 46:82 (enhancer_ABC), 31:110 (enhancer_Epimap), 215:317 (enhancer_eRNA-Lidschreiber), 71:100 (enhancer_eRNA-Yulab), 161:416 (promoter_2500bp), 2842:8659 (gene body). These alignments were derived from the following number of TA-candidate and control gene pairs, respectively: 38:145 (genebody), 27:96 (promoter), 22:44 (enhancer_ABC), 15:62 (enhancer_Epimap), 31:75 (enhancer_eRNA-Lidschreiber), and 24:56 (enhancer_eRNA-Yulab). Some gene pairs exhibited sequence similarity to multiple features (e.g., both a gene body and an enhancer element). Each of these homologies was considered separately in this analysis. (**E**) Cumulative distribution of negative log_10_ E-values from the best BLAST alignment per gene pair, for TA-candidate gene pairs (red line) or Control gene pairs (blue line) where the alignment to the observed gene lies in a putative enhancer region. Gene pairs were included only if they had at least one BLAST alignment to the tested enhancer elements with a negative log_10_ E-value > 0. A higher -log_10_ E-value indicates higher level of similarity. Numbers of plotted TA-candidate, and control gene pairs, respectively, that met the previous criteria for each enhancer set: 22:44 (enhancer_ABC), 15:62 (enhancer_Epimap), 31:75 (enhancer_eRNA-Lidschreiber), and 24:56 (enhancer_eRNA-Yulab). (**D, E**) for gene pairs where similarity lies in a putative enhancer region of the observed gene, alignments to enhancers where evidence of enhancer RNA (eRNA) transcription was present displayed higher levels of similarity and longer lengths in TA-candidate pairs relative to Control pairs, which was not always the case for enhancers without direct evidence of eRNAs. These data suggested that eRNAs could be a target for mRNA decay intermediates. (**F**) Cumulative distribution of the alignment start position relative to gene body length for TA-candidate (red line) and control (blue line) gene pairs. These data indicate that the position of alignment between the perturbed gene’s mRNA and the adapting gene’s body has limited influence on TA—that is, whether the alignment lies toward the 5′ or 3′ end of the adapting gene appears to have minimal effect. Number of alignments plotted: 2,842 (TA-candidate) and 8,659 (control). All alignments from gene pairs with at least one BLAST hit to the gene body of the observed gene, with a negative log₁₀ E-value > 0, were included. These alignments were derived from 38 TA-candidate gene pairs and 145 control gene pairs, respectively. (A, C-F) *P* values were calculated by Mann-Whitney U test.

Fig. S4.

**ILF3 as a mediator of TA.** (**A**) Western blot analysis of ILF3 in wild-type K562-Cas9 cells and in *ILF3* polyclonal knockout cells, generated by transducing K562-Cas9 cells with a vector co-expressing Cas12 and four *ILF3*-targeting gRNAs and harvested eight days post-transduction. (**B**) Number of significant differentially expressed genes (DEGs) upon perturbation of a gene by CRISPRn in WT vs *ILF3* KO conditions. Each dot represents a perturbed gene. CRISPRn perturbations of a given gene lead to a correlated close number of DEGs in WT or *ILF3* KO cells. n=84. r value is that of Pearson correlation. (**C**) Log_2_ Euclidean distance between PCA-transformed transcriptomic responses to CRISPRn perturbations of the same gene versus different genes. Distances were computed in PCA space using the indicated number of principal components. Distances between CRISPRn perturbations of the same gene (self, blue) in WT and *ILF3* KO cells are compared to the median distance between CRISPRn perturbation of a gene in WT cells and perturbations of other (non-self) genes in *ILF3* KO cells (orange). P-values were calculated using the Mann-Whitney U test. The data show that perturbations of the same gene yield more similar transcriptomic profiles than those of different genes, consistent with successful gene perturbation and minimal batch effects. n = 84 per group. (**D**) Relative cell counts of K562-Cas9 cells transduced with the Cas12 *ILF3* knockout (KO) vector compared to K562-Cas9 cells transduced with a non-targeting sgRNA, measured at the indicated days post-transduction. Equal numbers of cells were seeded 1–2 days prior to counting. Also shown are WT K562-Cas9 cells grown under low-serum (2% FBS) conditions relative to those grown under standard (10% FBS) conditions, and WT;∆*Ilf3* MEFs relative to WT MEFs. Data represent mean ± s.d.; *P* values were calculated using a two-tailed Student’s t-test. (**E**) Cumulative distribution of E-values obtained upon BLASTing ILF3 motifs (identified from eCLIP-seq ENCODE data (*53, 54*)) with the alignment region from the perturbed-gene to the assessed (observed) gene within TA-candidate (red line) or Control (blue line) gene pairs. Only gene pairs found to have at least one high-confidence match (motif matches with a *P* value < 0.0001) to an ILF3 motif were included for each pair type. n= 121 of the total 754 TA-candidate gene pairs, and 220 of the total 2559 control pairs. (**F**) Percentage of gene pairs with a BLAST alignment between the perturbed and observed gene with E-value <1000, where the aligned region in the perturbed gene contains a high-confidence match (P < 0.0001) to an ILF3 motif identified from ENCODE eCLIP-seq data. For TA-candidate pairs: 121 out of 475 gene pairs with an alignment (from a total of 754). For control pairs: 220 out of 1,660 gene pairs with an alignment (from a total of 2559). A more relaxed BLAST E-value threshold was used here—unlike Fig. S3, which applied a stricter E-value cutoff of <1—in order to increase the number of alignment regions that could be evaluated for ILF3 motif presence. To offset the increased sensitivity, a more stringent P-value threshold for ILF3 motif matches (<0.0001) was applied to reduce noise and improve confidence in motif assignments. (**G**) Cumulative distribution of the observed (adapting) genes’ expression fold change in the CRISPRn perturb-seq dataset. The two lines are TA-candidate pairs where the perturbed gene’s alignment region to the observed (adapting) gene has a high-confidence match to an ILF3 motif (orange line, n=121) versus gene pairs where the alignment region does not match any ILF3 motif, even without applying a P-value threshold (teal line, n = 78). Notably, the conclusions remain consistent when comparing gene pairs with a high-confidence ILF3 motif match to all other TA-candidate pairs not meeting this criterion—including those with no detectable sequence similarity (and thus no alignment region to assess), those with alignments that do not match any ILF3 motif, and those with alignments containing only low-confidence ILF3 motif matches (P > 0.0001). (C, E, G) *P* values were calculated by Mann-Whitney U test.

Fig. S5.

**Validation experiments for *DDX21* and *CSNK1E*.** (**A**) Western blot analysis of UPF1 in K562-Cas9 cells expressing non-targeting (control) or *DDX21* or *CSNK1E* sgRNAs WT cells or *UPF1* polyclonal KO cells. (**B**) Western blot analysis of ILF3 in K562-Cas9 cells expressing non-targeting (control) or *DDX21* or *CSNK1E* sgRNAs in WT cells or *ILF3* polyclonal KO cells. (**C**) qPCR analysis of the indicated genes’ mRNA expression levels in K562-Cas9 cells that express a non-targeting (control) sgRNA in WT, *UPF1* KO or *ILF3* KO conditions. (**D**) qPCR analysis of the indicated genes’ mRNA expression levels in K562-Cas9 cells that express a non-targeting (control) sgRNA in WT (ctrl), *UPF1* KO or *ILF3* KO conditions. (**E**) qPCR analysis of *DDX21* mRNA expression levels in K562-Cas9 cells that express a non-targeting (control), or *DDX21* sgRNA in WT, *UPF1* KO and *ILF3* KO conditions. (**F**) qPCR analysis of *CSNK1E* mRNA expression levels in K562-Cas9 cells that express a non-targeting (control), or *CSNK1E* sgRNA in WT, *UPF1* KO and *ILF3* KO conditions. (**G**) Fitted exponential decay curves of *DDX21* mRNA expression levels K562-Cas9 cells that express a non-targeting (control), or *DDX21* sgRNA in WT and *ILF3* KO conditions. t1/2: half-life. Student’s t-test was used to calculate *P* values. (**H**) Fitted exponential decay curves of *CSNK1E* mRNA expression levels K562-Cas9 cells that express a non-targeting (control), or *CSNK1E* sgRNA in WT and *ILF3* KO conditions. t1/2: half-life. Student’s t-test was used to calculate *P* values. (C-F) n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S6.

**Reduced proliferation independent of ILF3 loss does not abolish upregulation of *DDX21* TA-candidate adapting genes.** (**A**) Western blot analysis SRP9 in K562-Cas9 cells expressing non-targeting (control) or *DDX21* sgRNAs WT cells or *SRP9* polyclonal KO cells. (**B**) Western blot analysis SERBP1 in K562-Cas9 cells expressing non-targeting (control) or *DDX21* sgRNAs WT cells or *SERBP1* polyclonal KO cells. (**C**) qPCR analysis of the indicated genes’ mRNA expression levels in WT K562-Cas9 cells grown in proliferation-limiting 2%FBS conditions or Cas12-generated-*SRP9* or *SERBP1* polyclonal KO K562-Cas9 cells transduced with either a non-targeting (control), or *DDX21* sgRNA. (**D**) qPCR analysis of the indicated genes’ mRNA expression levels in K562-Cas9 cells that express a non-targeting (control) sgRNA in WT cells grown in proliferation-limiting 2%FBS conditions, *SRP9* KO or *SERBP1* KO conditions relative to WT cells grown in standard 10%FBS conditions. (**E**) qPCR analysis of *DDX21* mRNA expression levels in K562-Cas9 cells that express a non-targeting (control), or *DDX21* sgRNA in WT cells grown in 10%FBS or 2%FBS, *SRP9* KO and *SERBP1* KO conditions. (C-E) n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S7.

**Disruption of RNA:DNA hybrids does not affect transcriptional adaptation.** (**A**) qPCR analysis of mRNA expression levels of the indicated adapting genes in their respective knockout cell lines overexpressing RNASEH1, relative to knockout cells without RNASEH1 overexpression. Control expression levels were set at 1 for each assay. (**B**) Top: Western blot analysis of RNASEH1 expression in *Actg1*-NSD and K562-Cas9 cells overexpressing RNASEH1. The RNASEH1 signal in the control (Ctrl) lanes appears absent due to signal saturation from the strong overexpression in the adjacent lane, which makes the control signal appear comparatively undetectable. Bottom: When control samples are run separately, a longer exposure reveals that RNASEH1 is clearly detectable, confirming that the apparent absence of signal in the top panel is an artifact of overexposure rather than a lack of expression. (**C**) log₂[TPM + 1] of antisense reads from PRO-seq data in WT MEFs (this study; n = 14648 genes, of which only 261 had a TPM of zero) and K562 cells (data from (*52*); n = 15178 genes, 5885 of which were detected in our Perturb-seq dataset, with only 9 having an antisense TPM of zero). Only genes with detectable sense reads in PRO-seq are included. These data indicate that most genes exhibit bidirectional transcription. *Actg1* and *Actg2* are highlighted in the MEF dataset. The entire genebody (including introns) was considered when calculating TPM. (**D**) Log_2_ fold change of RNAs’ IP/input signal in the ILF3 nuclear RIP-seq experiments in *Actg1*-NSD cells relative to that in WT MEFs as identified by an unstranded analysis (left), an antisense-specific analysis (middle), or sense-specific analysis (right). Plotted genes are those identified to be enriched (log_2_ (fold change)≥1 and *P*_val_ ≤0.01) according to the unstranded analysis that are presented in Fig. 2B. *Actg1* and *Actg2* are both highlighted. The strand-specific analysis shows that most genes enriched in the unstranded data are also enriched when considering only the antisense or sense strand, supporting the rationale for using the unstranded analysis for identification of ILF3-enriched genes. (**E**) Subsampling analysis showing the distribution of median -log₁₀ E-values from 10,000 randomly sampled gene sets (n = 383 genes per set), matched in number to the genes enriched for ILF3 binding in *Actg1*-NSD versus WT MEFs (as identified in Fig. 2B). Each set was generated by randomly selecting genes from the full set of annotated genes that showed no change in ILF3 recruitment between *Actg1*-NSD and WT (Pval>0.05, baseMean >30; n=14274), and aligning their sequences to *Actg1* mRNA using BLAST. The x-axis shows the median -log₁₀ E-value for each random gene set. The red dashed line indicates the median -log₁₀ E-value obtained from the ILF3-enriched genes, which shows higher sequence similarity to *Actg1* mRNA than most randomly selected gene sets. P-value is an empirical (ranked) p-value. Subsampling was performed to enable a fair comparison, since directly comparing the ILF3-enriched gene set (n = 383) to the full gene set could artificially inflate differences due the particularly large disparity in set size. (**F**) Gene Ontology (GO) term enrichment analysis (*177*) for genes enriched for ILF3 binding in *Actg1*-NSD versus WT MEFs (as identified in Fig. 2B). The top ten terms based on *P* value are displayed. The dashed line marks a *P* value of 0.01. Marked in red are terms that are connected to ACTG1 function. (**G**) Cross-linked nuclear RIP-qPCR analysis of ILF3 recruitment to the indicated genes in K562-Cas9 cells expressing non-targeting (control) or *DDX21* sgRNAs. (**H**) Gene-level enrichment of the average scores of the sgRNAs in the bottom 30% of *Actg2*/*Rpl13a* expressing cells relative to the top 30% of expressing cells, plotted against MAGeCK-calculated *P* values obtained from two independent replicates of a genome-wide CRISPR screen in *Actg1-*NSD cells. Genes scoring as hits in the counter screen in WT cells were removed prior to the MAGeCK analysis, and hence the figure looks different than fig. S1C. PolII-pausing promoting factors are marked in blue while those promoting transcription (Tx) elongation are marked in orange. (A, G) Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S8.

**ILF3-dependent enrichment of epigenetic modifiers in transcriptional adaptation.** (**A**) Gene-level enrichment of the average scores of the sgRNAs in the bottom 30% of *Actg2*/*Rpl13a* expressing cells relative to the top 30% of expressing cells, plotted against MAGeCK-calculated *P* values obtained from two independent replicates of a genome-wide CRISPR screen in *Actg1-*NSD cells. Genes scoring as hits in the counter screen in WT cells were removed prior to the MAGeCK analysis, and hence the figure looks different than fig. S1C. Highlighted is *Smarca4* (BRG1) a core component of the SWI/SNF chromatin remodeling complex. (**B**) ChIP-qPCR analysis of BRG1, PRMT1 and YY1 at the *Actg2* locus or *Rel* (as a control locus), in WT, *Actg1*-NSD, *Actg1*-NSD;∆*Ilf3* and WT;∆*Ilf3* cells. The *Actg2* and *Rel* loci are shown below the plot, with the position of a primer pair at the TSS shown (purple triangles). Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S9.

**Artificial recruitment of ILF3 activates gene expression.** (**A**) Western blot analysis dCas13 from nuclear lysates of WT MEFs expressing dCas13 or dCas13-NF110 or dCas13-lacZ. Red star marks the expected dCas13 band. YY1 was used as a loading control. As previously reported for fusion proteins with Cas9 (*178*), we observed a destabilization of the dCas13-NF110 protein relative to dCas13 alone, and hence included a dCas13-lacZ control that is expressed at similar levels. (**B**) ChIP-qPCR analysis of WDR5, H3K4me3, BRG1, PRMT1 and YY1 at the *Actg2* locus or *Rel* (as a control locus) in WT MEFs expressing dCas13-NF110 fusion protein with a non-targeting (control) gRNA, or a gRNA targeting antisense of *Actg2*. The *Actg2* and *Rel* loci are shown below the plot, with the position of a primer pair at the TSS shown (purple triangles). AS: antisense. (**C**) ChIP-qPCR analysis of WDR5, H3K4me3, BRG1, PRMT1 and YY1 at the *Actg2* locus in WT MEFs expressing dCas13-lacZ fusion protein with a non-targeting (control) gRNA, or a gRNA targeting antisense of *Actg2*. AS: antisense. (**D**) qPCR analysis of *Cdk9* or *Rel* mRNA expression levels upon transducing cells expressing dCas13-NF110 fusion protein (white bars) or dCas13 alone (grey bars) or dCas13-lacZ (bars with stripes) with a non-targeting (control) gRNA, or gRNAs targeting antisense (A.S.) of *Cdk9* or *Rel*. ex: exon; intr: intron. (**E**) qPCR analysis of *Actg2* mRNA expression levels upon transducing cells expressing dCas13-NF110 fusion protein (white bars) or dCas13 alone (grey bars) or dCas13-lacZ (bars with stripes) with a non-targeting (control) gRNA, or gRNAs targeting the non-coding exon 1 of *Actg2* sense pre-mRNA. The higher upregulation levels obtained relative to some gRNAs targeting *Actg2* antisense RNA is probably due to the higher expression levels of *Actg2* sense pre-mRNA relative to the antisense RNA, which could enable more recruitment of dCas13-NF110. ex: exon. (**E**) qPCR analysis of *Serpine1* or *Nrg1* mRNA expression levels upon transducing cells expressing dCas13-NF110 fusion protein (white bars) or dCas13 alone (grey bars) or dCas13-lacZ (bars with stripes) with a non-targeting (control) gRNA, or gRNAs targeting *Serpine1* or *Nrg1* sense premRNA. ex: exon; intr: intron. (D-F) n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. (B-F) Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S10.

**Trigger screens enable identification of the trigger components of TA.** (**A**) Cartoon depicting how NMD vectors can induce TA. GOI: Gene of interest. PTC: Premature Termination Codon. EJC: Exon Junction Complex. The NMD vector was designed to include two premature termination vectors followed by exons and introns of *HBB* which was reported to be a robust model of NMD (*179*). The presence of introns is required for EJC deposition upon splicing and subsequent efficient NMD (*9*). (**B**) qPCR analysis of the transduced transgene expression levels in WT MEFs transduced with a vector expressing *Actg1* in an NMD vector relative to *Actg1* in a vector without *HBB* exons and introns (No-NMD). (**C**) qPCR analysis of *Actg2* and the endogenous *Actg1* mRNA expression levels in WT MEFs expressing *Actg1* coding sequence from the No-NMD vector or control, GFP-2A-RFP, from the NMD vector. (**D**) RNAseq analysis of WT MEFs expressing *Actg1* from the NMD vector relative to control GFP-2A-RFP. Data shows that *Actg2* is within the top most upregulated genes. (**E**) Location of the significant triggers identified from the trigger screen mapped onto *Actg2* mRNA sequence. 

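*Actg2* had the log2 fold change of rank 30 among the 3397 genes that were higher with the *Actg1* NMD vector, so that 0.854% of the rising genes rose more. Another 3499 genes were lower, and 4925 of the 11821 tested did not pass the test (edgeR's quasi-likelihood test, adjusted p under 0.05). Among the genes that rose more than *Actg2* were *Serpinb7*, a serine protease inhibitor of the serpin family, and the keratin gene *Krt14*. Neither had a count in any control library, and set against 3 counts over the control group they were at least 119-fold and at least 61.0-fold higher. *Sp100*, which encodes a component of nuclear bodies, rose by 4.20 on the log2 scale. *Lipi* (log2 fold change 5.84), *Magea8* (5.36), *AU021092* (5.30) and *Rapgef5* (3.68) also rose more, as did *Ces2g*, which had 2 counts over the control group and 173 with *Actg1* NMD, a ratio of 106 after scaling by library size (95% interval of counting error 29.0 to 884), and *Cngb1*, which had 3 and 136, a ratio of 55.7 (18.6 to 273). Among the falls was that of *Tox*, a transcription factor gene, from 33.6 ± 3.27 CPM (SD, n = 3) to 0.362 ± 0.0647 CPM (SD, n = 3), a log2 fold change of -6.51 (adjusted p = 3.38e-19). *Aff2* (-5.87), *Ptpn13* (-5.03), *Prkar1b* (-4.47), *Col4a6* (-4.47), *Ogdhl* (-4.44) and *Medag* (-4.42) fell as well. Of *Dnah7b* 330 counts in the control group faced 2 with *Actg1* NMD, a ratio of 0.00744 (95% interval of counting error 0.000897 to 0.0271). The ratio was 0.0147 (0.00301 to 0.0434) for *Onecut2*, with 251 and 3 counts, and 0.0158 (0.00190 to 0.0582) for *Gdf6*, with 155 and 2. Of the other conventional actins, *Acta2*, the alpha actin of smooth muscle, went from 76.9 ± 5.89 CPM (SD, n = 3) to 385 ± 20.9 CPM (SD, n = 3). Its log2 fold change was 2.32 (standard error 0.065, adjusted p = 1.38e-19), or 5.00-fold, on a level far above that of *Actg2*. *Acta1*, the alpha actin of skeletal muscle, had a log2 fold change of 1.46 (standard error 0.43, adjusted p = 0.00513), which did not pass the test without *Actg1* NMD replicate 3 (1.03, adjusted p = 0.0846). *Actb*, beta-actin, was at 5241 ± 120 CPM with *Actg1* NMD and at 5246 ± 351 CPM in the control (SD, n = 3 each), with a log2 fold change of -0.0015 (adjusted p = 0.983), and the 50 expressed genes nearest to it on chromosome 5 had a median of -0.20. *Actc1* and *Actbl2* had no count in any library. The rank of *Actg2* was 63 without control replicate 1, in which it had 1 count, 71 with DESeq2 and 81 without the filter on low counts, and ranked by p-value instead of fold change it was 1283, since its counts are few. From this comparison the paper states that *Actg2* is among the most upregulated genes, and with the qPCR measurements of Fig. 3A and fig. S10C, which were not analysed here, that the vector's effect on *Actg2* in wild-type MEFs depends on NMD.

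**Figure D1:**
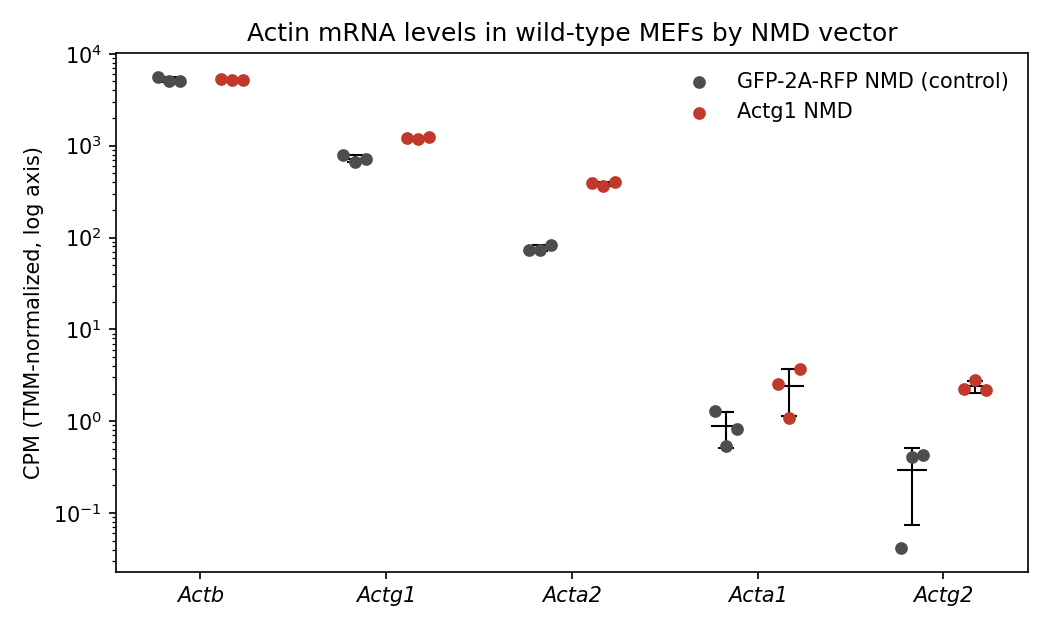
CPM of 5 actin genes (log axis) in the 3 GFP-2A-RFP NMD control libraries (grey) and the 3 *Actg1* NMD libraries (red); points are libraries, long black marks the mean and bars the SD. *Actg2*, *Acta2* and *Actg1* are higher in every *Actg1* NMD library than in every control library, while the groups overlap for *Actb* and *Acta1*.

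**Figure D2:**
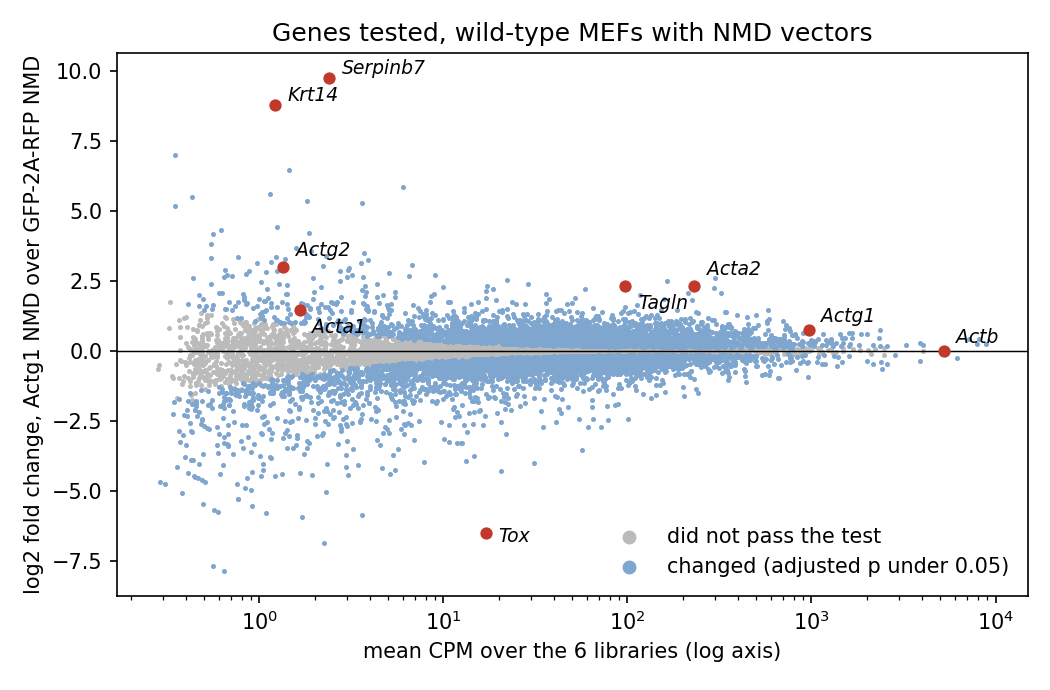
Log2 fold change of *Actg1* NMD over GFP-2A-RFP NMD against the mean CPM over the 6 libraries (log axis) for the 11821 genes tested; blue points passed the test (adjusted p under 0.05), grey points did not, and named genes are red. *Acta2* and *Actg2* both lie well above 0 but at very different levels, and the fitted values of *Serpinb7* and *Krt14*, which have no control counts, depend on the prior count of the fit.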

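The genes of DNA replication and mitosis rose as a group with the *Actg1* NMD vector. Of 24 cell cycle genes, listed like the other groups before the data were examined, 23 were higher and none was lower at an adjusted p under 0.05 from edgeR (24 higher when adjusted over the list alone). The replicative helicase genes *Mcm3* and *Mcm4* rose by 1.29 and 1.21 on the log2 scale, and *Rrm2*, a subunit of ribonucleotide reductase, by 0.83. Each group was also set against all other tested genes with camera, at a preset correlation of 0.01 between its genes and with adjustment over the 14 groups. Camera called 6 groups, and the cell cycle genes had the smallest adjusted p (1.64e-13). With a correlation estimated from the data only the cell cycle call held (camera adjusted p = 0.0175), and the other 5 had an adjusted p of 0.291. That call in turn ended without control replicate 1 (camera adjusted p = 0.219), without control replicate 3 (0.0627), without *Actg1* NMD replicate 2 (0.0565) and with the replicate number as a block (0.139).
Among genes of the actin cytoskeleton, 8 of 13 smooth muscle contractile genes were higher and 1 was lower (as many when adjusted over the list alone), and camera called the group higher (adjusted p = 0.00455). After *Acta2*, the largest rises in it were those of the actin-binding protein gene *Tagln* (log2 fold change 2.30), the myosin light chain gene *Myl9* (1.85) and the calponin gene *Cnn1* (1.68). The transcription factor SRF and its cofactors MRTF, which bind free actin, drive many such genes. Of 17 of their other targets 10 were higher and 2 lower (as many over the list alone), and camera called the group higher (adjusted p = 0.0195). *Ccn1* had a log2 fold change of 1.70, *Fhl1* of 1.33 and *Fhl2* of -0.98, while *Srf* itself rose by 0.50 on the log2 scale (adjusted p = 1.69e-05 from edgeR). The conventional actins without *Actg1* had 3 of 4 members higher and none lower (as many over the list alone), and camera called them higher (adjusted p = 0.0412). This call ended with at least 10 counts in every library, which leaves *Actg2* out (camera adjusted p = 0.0992), and without *Actg1* NMD replicate 3 only 2 of the 4 were higher. Of 24 actin regulators 5 were higher and 10 lower (7 and 10 over the list alone), a group that camera did not call (adjusted p = 0.186), and the gene of the actin-severing protein gelsolin, *Gsn*, fell by 0.85 on the log2 scale.
In the integrated stress and unfolded protein response, 14 of 20 genes were higher and 1 was lower (15 and 2 over the list alone), and camera called the group higher (adjusted p = 2.02e-04). The mitochondrial one-carbon enzyme genes *Shmt2* (log2 fold change 1.18) and *Mthfd2* (1.07) and the transcription factor genes *Ddit3* (0.85) and *Atf4* (0.61) were among them. Of 20 extracellular matrix genes 11 were lower and 5 higher (12 and 5 over the list alone), and camera called the group lower (adjusted p = 0.0305). The collagen gene *Col5a2* fell by 0.92 on the log2 scale and the protease gene *Mmp2* by 1.05. Without control replicate 3 the call of this group ended (camera adjusted p = 0.0958), as it did without *Actg1* NMD replicate 3 (camera adjusted p = 0.0551). Camera did not call the groups that follow. Fry, which does not set a group against the other tested genes (58.3% of all tested genes changed), passed most of them. Its adjusted p was 0.0136 for interferon-stimulated genes, 3.34e-04 for mRNA decay factors, 0.00356 for p53 targets and 0.00235 for cholesterol synthesis. It was 0.0339 for NMD-sensitive transcripts, 0.626 for inflammatory and NF-kB genes, and 0.00120 for the actin regulators above. Of 24 interferon-stimulated genes 12 were lower, among them *Ifit3b* (log2 fold change -2.77), and 3 higher (as many over the list alone; camera adjusted p = 0.116). Of 22 mRNA decay factors 13 were higher, among them *Smg9* (0.66), and 4 lower (as many over the list alone; camera adjusted p = 0.122). Of 13 p53 targets 6 were higher and 1 lower (7 and 2 over the list alone; camera adjusted p = 0.146), and of 19 cholesterol synthesis genes 10 were higher and 4 lower (as many over the list alone; camera adjusted p = 0.116). The cholesterol gene *Cyp51* rose by 2.50 on the log2 scale, but lies in the first 20 Mb of chromosome 5, where 31 of 34 expressed genes were higher. Of 13 inflammatory and NF-kB genes 3 were higher and 2 lower (as many over the list alone; camera adjusted p = 0.873), with a median log2 fold change of -0.036 and a mean of 0.0044, so that median and mean differ in sign. Of 5 protein-coding NMD-sensitive transcripts 1 was higher, *Upp1* (log2 fold change 1.47), and none was lower (as many over the list alone; camera adjusted p = 0.463).
Most markers of other cell types had too few counts to be tested. The tested ones that changed are named here after their values were seen. Both tested epithelial markers, *Krt14* and *Krt8* (log2 fold change 2.59), were higher. The 1 tested endothelial marker, the growth factor receptor gene *Kdr*, fell by 3.96 on the log2 scale. Of 2 leukocyte markers *Ptprc* was higher (1.55), of 2 skeletal muscle markers *Tnnt3* was lower (-1.16), and both adipocyte markers, *Pparg* (-4.07) and *Fabp4* (-0.96), were lower. Of 4 neural markers *Tubb3* (1.81), *Nes* (0.47) and *Map2* (0.18) were higher.

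**Figure D3:**
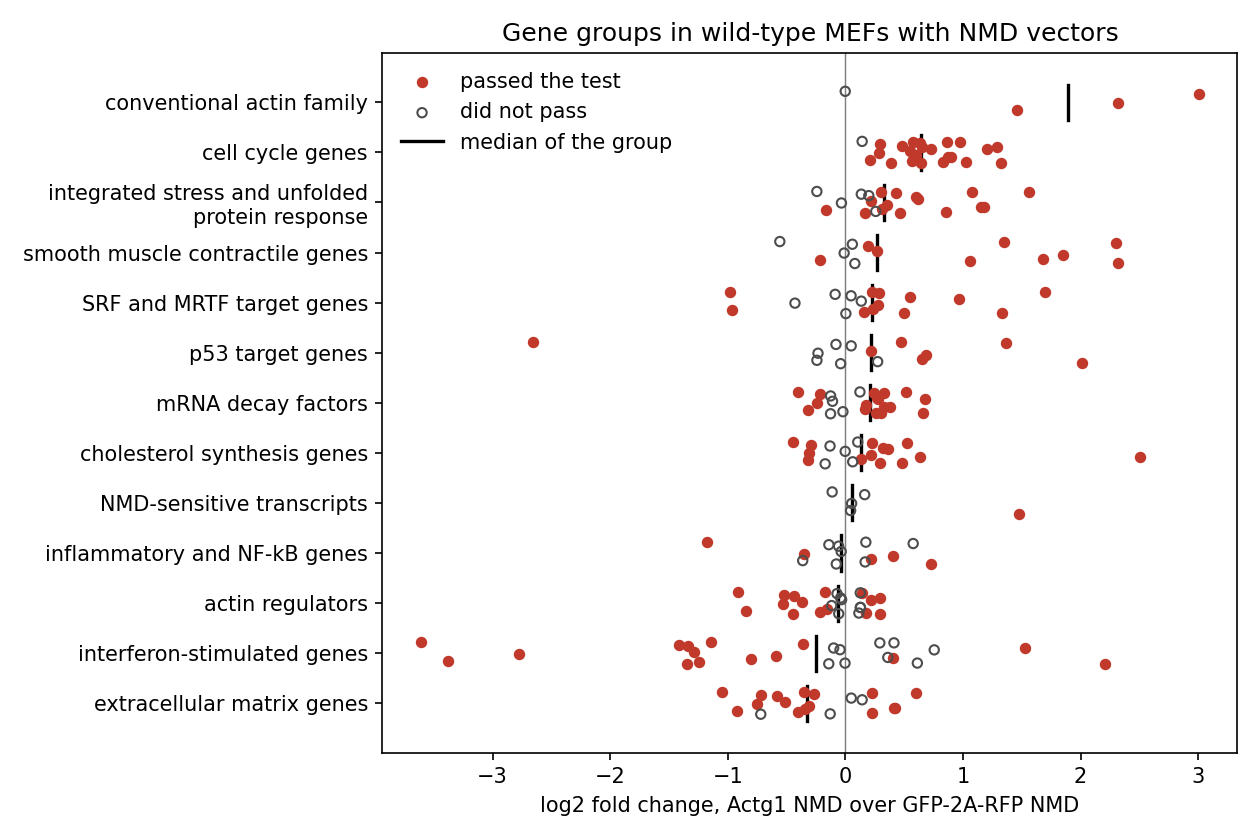
Log2 fold change of each tested member of 13 of the gene groups, *Actg1* NMD over GFP-2A-RFP NMD; filled points passed the test (adjusted p under 0.05 from edgeR), open points did not, and bars mark the median of each group. In the cell cycle group 23 of 24 points are filled and all lie above 0, while the extracellular matrix group has a median of -0.33.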

White gaps in the arrows indicate a mismatch. 

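The 75-nt trigger lies in coding sequence of *Actg1*, in exon 4, on the minus strand of chromosome 11 of GRCm38 from 120347015 to 120347089, and reads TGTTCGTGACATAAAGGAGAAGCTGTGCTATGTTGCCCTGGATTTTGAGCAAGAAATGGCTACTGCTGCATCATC. In *Actg2* the best ungapped match lies in coding sequence of exon 7, on the minus strand of chromosome 6 from 83519872 to 83519946, and reads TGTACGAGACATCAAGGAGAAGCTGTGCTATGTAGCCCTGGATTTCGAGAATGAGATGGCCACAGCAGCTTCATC. It shares 63 of the 75 positions (84%), with a longest stretch without a mismatch of 20 nt. Counted from 1 at the 5′ end of the trigger, with the trigger's base first and that of *Actg2* second, the 12 differences are T4A, T7A, A13C, T34A, T46C, C50A, A52T, A55G, T61C, T64A, T67A and A70T. Of the other actin genes, *Actb* and *Actc1* share 62 positions, *Acta2* and *Acta1* 61, and *Actbl2* 55. The longest stretch without a mismatch is 20 nt in *Acta2* and in *Actb*, 17 nt in *Acta1*, 15 nt in *Actc1* and 8 nt in *Actbl2*. The arrows of fig. S10E come from the trigger screen, in which fragments that tile *Actg1* were expressed from the NMD vector and compared between cells with high and low *Actg2* signal. The screen's reads were not analysed here.

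**Figure D4:**
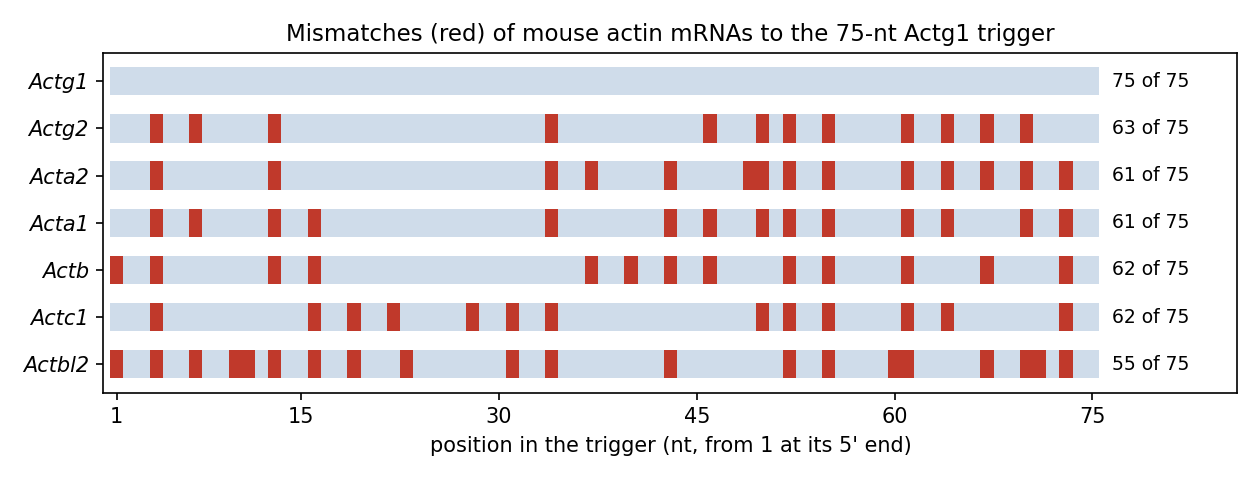
Positions at which the best-matching 75-nt window of each mouse actin mRNA differs (red) from the *Actg1* trigger, with positions counted from 1 at its 5′ end. *Actg2* matches at 63 of 75 positions, the most among these paralogs, and *Actbl2* at 55, the fewest.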

Sequences below shows that the identified *Actg1* 75 nucleotide trigger shares extensive homology with a 75-nucleotide region in *Actg2*, in addition to the 24, 27 and 31 nucleotide trigger RNAs used in Fig. 3F and fig. S10I. Red strokes indicate a mismatch. The perfect homology region represents a stretch of 20 nucleotides within the *Actg1* 75 nucleotide sequence that is exactly similar to *Actg2*. The 3′ end of the RNA, contains multiple mismatches and is referred to as the imperfect homology region (**F**) qPCR analysis of *Actg2* mRNA expression levels in WT MEFs expressing the trigger-screen-identified 75-nucleotide trigger region, or *Actg1* without the 75-nucleotide trigger region in the NMD vector relative to control GFP-2A-RFP. (**G**) qPCR analysis of *Actg2* and *Actg1* pre-mRNA and mRNA expression levels in *Actg1*-NSD∆75 cells (*Actg1*-NSD MEFs where exon 4 of *Actg1* containing the 75-nt trigger sequence was deleted) relative to *Actg1*-NSD cells. Decreased transcription (pre-mRNA) was only observed for *Actg2*, but not *Actg1*, in agreement with that this trigger region was identified only for *Actg2* (Fig. 3D) but not *Actg1* (Fig. 4B). The decreased *Actg1* mRNA levels is possibly due to destabilization of the mRNA as a result of the deleted region. (**H**) qPCR analysis of *Actg2* mRNA expression levels upon transducing cells expressing dCas13-NF110 fusion protein (white bars) or dCas13 alone (grey bars) or dCas13-lacZ (bars with stripes) with a non-targeting (control) gRNA, or gRNAs targeting antisense RNA transcribed from the region corresponding to the 75-nucleotide trigger in *Actg2*. AS: antisense (**I**) qPCR analysis of *Actg2* mRNA expression levels in WT MEFs transfected with the indicated trigger RNAs. The 24, 27, 31 nt RNAs induced a significant mild upregulation of *Actg2* and thereafter guided the co-transfection experiment in Fig. 3F. The control used for the 21-31 nt trigger RNA experiments is the same as that used in the 24+27+31 experiment in WT MEFs in Fig. 3F. (**J**) Log₁₀ of the median 6-FAM intensity observed upon nucleofecting MEFs with 6-FAM-conjugated versions of the ASOs used in Fig. 3G, plotted against the median upregulation levels of *Actg2* relative to control. 6-FAM intensities for mock-nucleofected cells and those transfected with control ASOs are shown below. The plot demonstrates efficient nucleofection of all ASOs and reveals no correlation between nucleofection efficiency (measured by 6-FAM intensity) and *Actg2* upregulation, suggesting that differences in gene induction likely reflect variation in the ASOs' ability to knock down the targeted antisense RNA. Different off-target effects of the individual ASOs that indirectly affect gene induction levels, however, cannot also be ruled out. r value is that of Pearson correlation. (**K**) qPCR analysis of *Actg2* mRNA expression levels in *Ilf3* knockdown MEFs transfected with the indicated antisense oligos (ASOs) targeting antisense RNAs in the *Actg2* locus homologous to the 75-nucleotide identified from the trigger screen relative to non-targeting control. (**L**) Western blot analysis of RNASEH1in WT Cas9 cells transduced with a control or *Rnaseh1* gRNA. (**M**) qPCR analysis of *Actg2* mRNA expression levels in *Rnaseh1* knockout MEFs transfected with the indicated antisense oligos (ASOs) targeting antisense RNAs in the *Actg2* locus homologous to the 75-nucleotide identified from the trigger screen relative to non-targeting control. (**N**) qPCR analysis of *Actg2* mRNA expression levels in WT MEFs transfected with the 75-nt WT trigger RNA or with variants of it containing non-adjacent 3 or 4 mismatches within either the perfect homology or imperfect homology regions, relative to control. For the imperfect homology region, mutations targeted nucleotides shared between *Actg1* and *Actg2*; the four-mismatch variant included one mutation in a non-homologous nucleotide. (A) Figure was created with BioRender.com. (E) Figure made in Snapgene. (B, C, F-I, K, M, N) n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S11.

**TA trigger screens highlight candidate sequences for same-gene activation.** (**A**) Images of gel electrophoresis following PCR of WT MEFs or the homozygous NG11-*Actg1* knockin (KI) KI using primers flanking the knockin region. To obtain the endogenous ACTG1 reporter cell line, *NG11* sequence was inserted immediately downstream of the *Actg1* start codon, while stably expressing *NG1-10* from a separate transgene. (**B**) qPCR analysis of *Actg1* mRNA expression levels in WT MEFs transfected with the indicated RNAs identified from a native nuclear ILF3 RIP-seq experiment to be originating from TR2 relative to mock transfected control. Two different 40-nt RNAs where tested and were denoted as (a) or (b). (**C**) qPCR analysis of *Actg1* mRNA expression levels upon transducing cells expressing dCas13-NF110 fusion protein (white bars) or dCas13 alone (grey bars) or dCas13-lacZ (bars with stripes) with a non-targeting (control) gRNA, or gRNAs targeting antisense RNA transcribed from the indicated *Actg1* trigger regions. AS: antisense. (**D**) qPCR analysis of *Rela* expression levels in WT (white bars) or *ILF3* knockdown (kd) (grey bars) MEFs expressing the *Rela* coding sequence, or a control (GFP-2A-RFP) message from the NMD vector. (**E**) qPCR analysis of the endogenous *Rela* mRNA expression levels in WT MEFs expressing *Rela* coding sequence from the No-NMD vector or control, GFP-2A-RFP, from the no-NMD vector. (**F**) Flow cytometry analysis of signal from *Rela* FISH probes used in the *Rela* trigger screen in WT and *Rela* knockdown MEFs. (**G**) qPCR analysis of *Rela* mRNA expression levels in WT and *Rela* knockdown MEFs. (**H**) Enrichment of triggers in the top 10% of *Rela/Rpl13a* expressing cells, relative to the bottom 10% of expressing cells, plotted against one-sided MAGeCK-calculated *P* values obtained from two independent replicates of the trigger screen. Red dots represent triggers that significantly increased *PKD1* expression (Log_2_ Fold Change ≥0.5, P_value_ ≤0.01), while blue dots represent the control random scrambled triggers showing that none of them scored as significant. (**I**) Location of the significant triggers identified from the trigger screen mapped to *Rela* coding sequence. A single trigger region of 187-nt was identified. Figure made in Snapgene. (**J**) qPCR analysis of *Rela* mRNA expression levels in WT MEFs transfected with the 187-nt RNA identified from the trigger screen relative to mock transfected control. (**K**) qPCR analysis of *Rela* mRNA expression levels in WT (white bars) or *Ilf3* knockdown (grey bars) MEFs transfected with the indicated RNAs relative to mock transfected control. The asterisk sign (*) marks RNAs that successfully induced *Rela* expression, and which were then tested for ILF3-dependency. Because the native ILF3 RIP-seq was performed in *Actg1*-NSD cells lacking an mRNA-destabilizing *Rela* mutation, the identified RNAs may be derived from normal decay of the wild-type *Rela* transcript. (**L)** qPCR analysis of *Rela* mRNA expression levels upon transducing cells expressing dCas13-NF110 fusion protein (white bars) or dCas13 alone (grey bars) or dCas13-lacZ (bars with stripes) with a non-targeting (control) gRNA, or gRNAs targeting antisense RNA transcribed from the identified *Rela* trigger region. AS: antisense. (**M**) qPCR analysis of *Rela* mRNA expression levels in MEFs nucleofected with ASOs targeting antisense RNAs at the identified *Rela* trigger region. (**N**) qPCR analysis of *PKD1* expression levels in WT HEKs expressing the different segments of the *PKD1* coding sequence (divided into five segments), or a control (GFP-2A-RFP) message from the NMD vector. (**O**) Western Blot analysis of ILF3 in WT and ILF3 knockdown HEK cells. (**P**) qPCR analysis of the *PKD1* mRNA expression levels in WT HEK cells expressing the fifth segment of *PKD1* coding sequence from the No-NMD vector or control, GFP-2A-RFP, from the no-NMD vector. (**Q**) Flow cytometry analysis of signal from *PKD1* FISH probes used in the *PKD1* trigger screen in WT and *PKD1* knockdown HEKs. (**R**) qPCR analysis of *PKD1* mRNA expression levels in WT and *PKD1* knockdown HEKs. (**S**) qPCR analysis of the indicated genes’ mRNA expression levels in WT MEFs or HEKs transfected with the indicated trigger RNAs. The decrease of *Actg1* observed with the *Actg2* 75-nt trigger RNA was not observed on the protein level. (B-E, G, J-N, P, R, S) n = 3 biologically independent samples. Control expression levels were set at 1 for each assay. Data are mean ± s.d., and a two-tailed Student’s t-test was used to calculate *P* values.

Fig. S12.

**Working model for adapting genes where sequence homology is not linked to an antisense RNA.** ILF3 binds mRNA decay intermediates and returns to the nucleus, where it may be guided to the adapting genes’ locus through interactions with regulatory RNAs, such as enhancer RNAs (eRNAs) or sense pre-mRNAs, if they exhibit sequence homology. Once ILF3 is localized at a locus, it may promote gene expression by recruiting transcriptional regulators and/or chromatin modifiers, by enhancing transcriptional elongation, or through a combination of these and other mechanisms. Figure created with BioRender.com.

**Table S1.**

Sequences of Cas9, Cas12 and Cas13 gRNA used in the study.

**Table S2.**

Sequences of qPCR primers used in the study.

**Table S3.**

Results from the CRISPR screens performed in the study.

**Table S4.**

Results of the trigger screen, and sequences of oligos used.

**Table S5.**

Sequences of ASOs and trigger RNAs used in the study.

**Table S6.**

Sequences of the gRNAs used in the CRISPRn Perturb-seq experiment.

How the deposited data were processed for this re-analysis (not part of the article)

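RNA of wild-type mouse embryonic fibroblasts (MEFs) with the *Actg1* NMD vector or the GFP-2A-RFP NMD control vector was sequenced in 3 libraries per group. The authors aligned the reads with STAR 2.5.3a to GRCm38 with an Ensembl annotation and counted them per gene with featureCounts 1.6.0 by strand on exons, leaving out reads of several genes or several places, and deposited the raw counts without normalization. The authors also deposited their DESeq2 comparison of the groups, with log2 fold changes and standard errors, p-values and adjusted p-values, a Wald score per gene, and a mean signal per gene that is described by its column name as the mean of normalized counts over libraries. The file does not name the direction of these log2 fold changes as deposited by the authors.

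Groups followed the sample titles, and the columns of the authors' count table are named for the same vectors. The treatment entries name the opposite group for all 6 samples, and each group has the same 3 libraries under either. As a check of the labels, the level of *Actg1*, which the transgene carries, is given for both groups, and was not used to assign them. To look for duplicated libraries, the counts of each pair were compared by chi-square per degree of freedom, which was between 5.10 and 14.1 within groups and between 66.5 and 87.5 across groups, so no library is a copy of another.

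The counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with its defaults, which kept 11821 genes, TMM normalization, and the quasi-likelihood test between the groups, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the root of the F statistic. Levels are CPM from TMM-normalized library sizes, with the SD over the 3 libraries of a group. Where a group had no counts of a gene, a lower bound of the fold was taken at 3 counts over the group. For genes with 1 to 3 counts in a group the ratio of pooled counts has an exact interval at 95%, which covers counting error only. The biological coefficient of variation common to all genes was 7.26%, and the first 2 principal components held 76.9% and 6.81% of the variance. The analysis was tested on simulated data, with the recovery given beside the sequencing depth.

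The gene groups were 14 lists fixed in advance: conventional actins, smooth muscle contractile genes, SRF and MRTF targets, actin regulators, interferon-stimulated genes, inflammatory and NF-kB genes, mRNA decay factors, NMD-sensitive transcripts, the integrated stress and unfolded protein response, extracellular matrix, cell cycle, p53 targets and cholesterol synthesis. *Actg1* was in none. Each was tested with camera of limma 3.58.1 at a preset correlation of 0.01 on voom values and with an estimated correlation. Each was also tested with fry, which does not set a group against the other tested genes. Markers of epithelial, endothelial, leukocyte, skeletal muscle, adipocyte and neural cells were given as values without a list test. The genes named were those the paper names in MEF experiments, the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 1 CPM and no overlap between the groups, all conventional actins, and in each list the 4 members with the smallest adjusted p. *Gm38844*, which the paper names, is not analysed here, and 1 of the 14 lists, over all of which p-values were adjusted, and some genes under this rule are not reported here.

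The GENCODE M21 annotation gave coordinates and transcript sequences. The trigger was compared with every window of its length in each actin mRNA without gaps. Transcripts similar to the *Actg1* coding sequence were found with BLAST 2.17.0 (blastn, word size 11, e-value up to 1e-05), and Fisher's exact test, two-sided, compared the share of higher genes with that of the other tested genes.

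The alternatives set in advance were the size factors of DESeq2 and upper-quartile factors in edgeR, DESeq2 1.42.0 with its defaults, limma-voom, no filter except on genes with 0 counts in all libraries, at least 10 counts in every library, a replicate block, each library left out in turn, *Actg1* removed, a minimum log2 fold change of 1, 2 other rankings of *Actg2* and 2 other match thresholds. Fold changes relative to the 50 nearest expressed genes, and the similarity tests without *Actg2* and without the conventional actins, were added after seeing the data. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The paper's other experiments were not used here.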

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

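Chosen only after the result was seen were the tests of reads shared between actins, of copy number around *Actg2*, of copy number as the whole cause of the changes, of genes under 1 CPM by chromosome, of cell cycle genes relative to their 50 nearest expressed genes, and of similarity without *Actg2* or without the conventional actins; the other tests were set before. Apart from the rise of *Actg2*, each result below is a signal in genes that the paper does not discuss for this comparison.

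The number of changed genes is large: 6896 of 11821 tested genes differed between the groups (edgeR, adjusted p under 0.05), and for 63.1% the groups did not overlap, against 10% by chance. Of the 10 splits of the 6 libraries into 3 and 3 only 1, the real one, called as many genes, and the highest of the others called 0, but 10 splits are too few for a share under 0.05. Depth as the source is argued against, since thinning every library to the smallest total left 98.8% as many calls. Copy number differences between the cell populations that act only on the genes of the changed parts are argued against as the whole cause. When each gene was set against its 50 nearest expressed genes, 6473 genes were called (5515 of them also called before, 5462 with the same sign, while 958 were newly called and 1381 lost). That setting removes only a shift shared with neighbours, so it cannot exclude effects of changed parts on genes elsewhere. As a part of the cause copy number differences stay open, since those neighbours explained 7.58% of the variance of log2 fold changes, between the bounds set for and against. An effect of the decaying *Actg1* mRNA and a difference between the cell populations from their transduction, selection or culture both stay open, because each vector was in cells of its own and no library separates them.

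Neighbouring genes moved together on some chromosomes. In the first 20 Mb of chromosome 5 the 34 genes with at least 1 CPM had a median log2 fold change of 1.47 (quartiles 1.25 and 1.98), with 1.45, 1.49 and 1.48 in the *Actg1* NMD libraries, while the 663 genes beyond had a median of -0.29. Genes of chromosome 16 had a median of 0.37, those of chromosome 14 of -0.27, and all chromosomes other than 5, 13, 14 and 16 together of -0.0074. A gain or loss of chromosome parts in one of the populations is a candidate explanation that cannot be told apart from a change in expression here: chromosome medians of 1524 genes under 1 CPM, not used to find the pattern, correlated with those of the expressed genes over 20 chromosomes at Pearson r = 0.396 (permutation p = 0.0813; Spearman rho 0.457, p = 0.0427; r = 0.320 without chromosomes 16 and 5), and DNA was not measured. In this test chromosome 5 enters as a whole, with an expressed median of -0.27, opposite in sign to its first 20 Mb. The test therefore does not address that segment. The segment holds the drug efflux pump genes *Abcb1a* (2.09) and *Abcb1b* (2.07), but also their family member *Abcb4*, which fell (-2.93), all named after their values were seen, and whether the puromycin selection of the cells favoured it was not tested.

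The rise of *Actg2* came with that of *Acta2*, whose log2 fold change was 2.32 (5.00-fold). From pooled counts the ratio of *Actg2* to *Acta2* was 1.62 times as high with *Actg1* NMD. This excess rests largely on GFP-2A-RFP NMD replicate 1, with 1 *Actg2* count to 1781 of *Acta2*. In the other control libraries the counts were 9 to 1622 and 12 to 2355, and with *Actg1* NMD 45 to 8000, 54 to 6941 and 46 to 8424. Without GFP-2A-RFP NMD replicate 1 *Actg2* was 5.74-fold higher. The ratio therefore does not decide on the explanations that follow. Reads of other actins counted as *Actg2* are argued against, since no window of 150 nt of its mRNA had fewer than 10 mismatches to another actin, and so is a copy number change around it, since its 50 nearest expressed genes had a median log2 fold change of 0.19 against its own 3.00. Of the tested smooth muscle contractile genes other than *Acta2*, 58.3% (7 of 12) were also higher and 1 was lower. Camera did not call the group at an estimated correlation (camera adjusted p = 0.291). A rise of these genes as a group stays open as an explanation. Similarity to *Actg1* stays open beside it, with Fisher's exact p = 0.00856 for the share of higher genes among those similar in sequence, a set that holds *Actg2* itself (exact p = 0.0229 without it, and 0.0726 without all conventional actins, where 3 of the 4 remaining genes are higher and the odds ratio stays at 7.54). *Acta2* belongs to both sets, and *Actg2* is similar to *Actg1* and itself encodes an actin of smooth muscle, so these libraries do not separate the explanations.

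*Serpinb7* and *Krt14* had no control counts and were at least 119-fold and at least 61.0-fold higher, and no explanation of this was tested. Of 24 cell cycle genes 23 were higher, and 24 relative to their 50 nearest expressed genes (camera adjusted p = 4.10e-15, and 0.0141 at an estimated correlation). A shift shared with neighbours therefore does not account for their rise. Setting genes against their neighbours cannot exclude effects of changed chromosome parts on genes elsewhere. The raised segment of chromosome 5 also holds *Cdk6* (log2 fold change 2.23) and *Dbf4* (2.07), both named after their values were seen. Whether these genes drive the rise was not tested, and neither was any other explanation.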

How the results depend on the processing

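Fold changes relative to the 50 nearest expressed genes and the similarity tests without *Actg2* and without the conventional actins were chosen after seeing the data; the other alternatives were set before. *Actg2* stayed higher past the threshold in all 13 alternatives that give a value, with log2 fold changes from 2.52 (without GFP-2A-RFP NMD replicate 1) to 3.44, and *Actg1* in all 13 from 0.69 to 0.83. At least 10 counts in every library leaves *Actg2* out and gives no value. Changed genes numbered 6120 to 7088 (7088 with the replicate block; deviations of libraries of the same number correlated at 0.0204, 0.0106 and -0.0201, so the numbers do not pair them), but 1156 when a log2 fold change of at least 1 was required. The rank of *Actg2* was 71 with DESeq2, 81 without the filter, 25 with limma-voom, 1283 by p-value, which its few counts limit, and 29 to 63 with a library left out (63 without GFP-2A-RFP NMD replicate 1). Among genes with a mean of at least 1 CPM it was 21, with DESeq2 and without the filter too. The shifts with DESeq2 and without the filter therefore come from rarer genes. Among the genes of at least 1 CPM the rank of *Actg2* still moved in other settings. It was 16 with limma-voom, 12 without GFP-2A-RFP NMD replicate 2 and 33 without GFP-2A-RFP NMD replicate 1.

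Between 5 and 6 lists were called. The actin family lost its call with at least 10 counts in every library (camera adjusted p = 0.0992), where *Actg2* is left out. Extracellular matrix genes ranged from 0.0170 to 0.0958 with a library left out, and lost the call without GFP-2A-RFP NMD replicate 3 (0.0958) and without *Actg1* NMD replicate 3 (0.0551), with fewer samples. For the other lists reported every alternative set before kept the side of the threshold at the preset correlation; at an estimated correlation the cell cycle call was lost with the replicate block (camera adjusted p = 0.139), without GFP-2A-RFP NMD replicate 1 (0.219) or 3 (0.0627) and without *Actg1* NMD replicate 2 (0.0565), and held in the other alternatives run (0.0135 to 0.0466); camera runs on voom values, so limma-voom adds nothing there, and DESeq2 gives no list test. Of 1255 values of 91 other named genes, 1247 kept their side of the threshold (3 uncalled genes, *Actb*, *Cdk9* and *Yy1*, changed sign in some), 7 no longer passed (of *Rela*, *Upf3a* and *Acta1*), 1 newly passed (*Rpl13*) and 0 called values reversed.

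Relative to neighbours, *Actg2* was at 2.82 (rank 33), the interferon list was called (camera adjusted p = 0.0445, but 0.491 at an estimated correlation), and 3 of the other named genes changed: *Strbp* no longer passed (-0.069), *Tbl2* newly passed (0.32, edgeR adjusted p = 6.98e-04) and *Actb*, not called before, turned to 0.20 (edgeR adjusted p = 0.00192), by the construction of that setting. Without the conventional actins 75% of 4 similar genes were higher (Fisher's exact p = 0.0726), with fewer genes, and without *Actg2* 71.4% of 7 (exact p = 0.0229).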

Differences from the paper's values

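The paper states a 3- to 4-fold upregulation of *Actg2*, measured by qPCR in *Actg1* NMD cells kept for weeks in culture and induced in Tet system-approved serum. Here, from RNA-seq counts, *Actg2* was 8.02-fold higher. Values were taken to differ where they were more than 1.5 times apart and further apart than 1.20-fold units, the SD of the *Actg1* NMD libraries over the control mean. Against the paper's 3 all 13 alternatives set before the data were examined differ by this rule. Against the paper's 4 the value without GFP-2A-RFP NMD replicate 1 (5.74-fold) does not, and the other alternatives do, up to 10.8-fold without GFP-2A-RFP NMD replicate 3. The rule leaves out the spread of the control libraries (0.292 ± 0.217 CPM). The fitted log2 fold change is 3.00 with a standard error of 0.50, so the paper's 4-fold lies 2 standard errors below it, and a difference from 4 is not established.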

Other observations

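The similarity tests without *Actg2* and without the conventional actins and the values relative to the 50 nearest expressed genes were chosen only after the result was seen; the similarity test with the actins was set before.

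The qPCR reference genes that the paper names for mouse cells moved in opposite directions. *Hprt* went from 85.5 ± 6.13 CPM to 104 ± 6.84 CPM, a log2 fold change of 0.28 (edgeR adjusted p = 0.00124), and *Rpl13a* from 28.3 ± 3.63 CPM to 21.1 ± 1.42 CPM, a log2 fold change of -0.42 (edgeR adjusted p = 0.00159). *Rpl13* did not pass the test. *Rpl13a* has processed copies in the genome, and reads with several places were left out, so its level here is uncertain.

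Among genes of factors that the paper names, whether or not its model includes them, *Ilf2* rose by 0.36 on the log2 scale, *Wdr5* by 0.50, *Upf1* by 0.24 and *Pelo* by 0.68, while *Strbp* fell by 0.36 and no longer passed relative to its 50 nearest expressed genes (-0.069). *Zfr*, *Yy1*, *Rnaseh1*, *Cdk9* and *Rel* did not pass the test. Of other genes the paper studies, *Nrg1*, there a target of dCas13-NF110 recruitment, rose by 0.79. *Pkd1*, whose adaptation the paper studies in human cells with its own trigger, fell by 0.54. *Rela*, an adaptation model there, fell by 0.22, which was not past the threshold without GFP-2A-RFP NMD replicate 1 (-0.12) or without *Actg1* NMD replicate 3 (-0.20).

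Whether similarity to the *Actg1* coding sequence marks the genes that rise was tested as a hypothesis. Of 8 tested genes with a match 6 were higher (75%) and none was lower, against 28.5% of 11654 others, an odds ratio of 7.54 (1.35 to 76.4, Fisher's exact p = 0.00856). Stricter matching left 5 genes with 4 higher (p = 0.0254 by the same exact test), and looser matching 12 with 7 higher and 1 lower (exact p = 0.0471). Since *Actg2* is itself among the matches, the test was repeated without it, and 5 of 7 were higher (exact p = 0.0229). Without all conventional actins 4 remained, of which *Lrrc58* (0.37), *Actr1b* (0.51) and *Grpel2* (0.32, matched on the minus strand) were higher and *Actr1a* was not called (adjusted p = 0.0534 from edgeR), with the same share (75%) and odds ratio (7.54, interval 0.605 to 396) but an exact p of 0.0726 from fewer genes. *Lrrc58* lies on chromosome 16, where its neighbours had a median of 0.47. *Actb*, the most similar by identity, was not called, though relative to its 50 nearest expressed genes it was higher by 0.20 (edgeR adjusted p = 0.00192). These genes are too few to say whether similarity marks risers beyond the actins.

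Identity to the 75-nt trigger did not order the actins by their rise. *Actb* shares 82.7% and was not called without reference to its neighbours, while *Acta2* and *Acta1* share 81.3% and were higher. The perfect stretch of *Actb* is as long as that of *Actg2* but lies elsewhere in the trigger. In *Actg2* and *Acta2* it runs between differences at positions 13 and 34, and *Actb* and *Acta1* both differ inside it, at position 16. The paper reports that mutations in this region were less tolerated. Whether matches in this region order the rises was not tested.

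With groups by the sample titles, *Actg2* is higher with the *Actg1* NMD vector, the direction that the paper reports from qPCR in Fig. 3A and states for fig. S10D, and under the treatment entries it would be lower. The groups were not assigned by this direction.

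In the deposited comparison by the authors, the mean column differs from normalized means of the count table by factors between 0.672 and 3.40 over the 10555 genes with a mean above 50, while the log2 fold changes differ by 0.0128 in the median and at most 0.0294.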
